# IRE1α translational suppression potentiates STING-dependent chemoresistance in pancreatic cancer

**DOI:** 10.1038/s41419-025-07999-x

**Published:** 2025-10-06

**Authors:** Yuan Luo, Mengqi Sun, Lei Chang, Zinan He, Xinghang Zhou, Yaming Yuan, Huijuan Sun, Shiqi Luo, Jinyan Huang, Hongkun Wu, Wenjun Liu, Zhangsen Zhou, Yuanhui Mao, Yewei Ji, Tingbo Liang

**Keywords:** Cell signalling, Cancer microenvironment

## Abstract

Chemotherapy remains a standard treatment for pancreatic ductal adenocarcinoma (PDAC); however, its effectiveness is limited, and the underlying mechanisms are poorly understood. STING plays diverse and critical roles in cancer, yet the role of PDAC cell-intrinsic STING signaling and its regulation under chemotherapy remain unclear. Here, we report that chemotherapy induces cancer cell-intrinsic STING signaling and that STING deletion in PDAC enhances cell death under chemotherapy while suppressing tumor growth in both immune-deficient and immune-competent mice. Interestingly, chemotherapy selectively inhibits translation of IRE1α, an ER membrane protein and a canonical mediator of ER stress. Loss of IRE1α in PDAC amplifies STING signaling and increases resistance to chemotherapy. Mechanistically, IRE1α interacts with STING via their transmembrane regions, reducing STING stability in PDAC cells. Our study reveals that PDAC cells downregulate IRE1α to reinforce STING-mediated pro-survival response; however, this adaptation also makes them more vulnerable to proteostasis imbalance and ER stress-induced cell death. Notably, we demonstrate that combining ER stress inducers with STING signaling inhibition enhances chemotherapy efficacy both in vitro and in vivo.

## Introduction

Pancreatic ductal adenocarcinoma (PDAC) is the most common and lethal form of pancreatic cancer, currently ranking as the fourth leading cause of cancer-related deaths worldwide, with a five-year overall survival rate of just 12% [1]. The incidence of PDAC is expected to more than triple in the next decade [2, 3]. Chemotherapy, including agents such as platinum compounds (cisplatin, oxaliplatin), fluorouracil (5-FU), gemcitabine, and albumin-bound paclitaxel, is a standard treatment modality used across various stages of PDAC, including adjuvant therapy and for patients with advanced or metastatic disease [4, 5]. However, PDAC often exhibits poor responsiveness and develops resistance to these treatments [4, 5]. Thus, there is an urgent need to delve deeper into the cellular and biochemical alterations in PDAC cells post-chemotherapy and identify novel strategies that could enhance therapeutic outcomes.

The cyclic GMP-AMP synthase (cGAS)-Stimulator of Interferon Genes (STING) signaling cascade is mediator of the innate immune response and other cellular functions in response to cytosolic double-stranded DNA (dsDNA) [6–8]. Recent studies have highlighted the critical roles of cGAS-STING activity across a spectrum of pathological processes, including infection, autoimmunity, aging, and tumor immunity [6, 9–16]. In cancer, the STING pathway plays dual role [17]. On one hand, cGAS-STING signaling in antigen-presenting cells within the tumor microenvironment enhances anti-tumor T cell response [18, 19], and STING agonists has shown promise in promoting immunogenic tumor cell death [20]. Conversely, the activation of tumor cell-intrinsic STING by cytosolic DNA, due to chromosomal instability (CIN) or DNA damage from treatment, can support cancer cell survival, tumor growth, and metastasis through mechanisms that remain partially understood [16, 21, 22]. Furthermore, STING-mediated cell death of T cells and dendritic cells (DCs) in the tumor microenvironment can impair immune response and limit the efficacy of STING agonist-based antitumor therapies [23, 24]. Given the complex and context-dependent nature of STING signaling, a deeper investigation into how cGAS-STING is activated and regulated in cancer cells under different clinical conditions is crucial. Understanding these mechanisms could help identify strategies to shift STING activity from supporting tumor survival to enhancing antitumor immunity.

The endoplasmic reticulum (ER) is a multifunctional organelle critical for protein synthesis, folding, and secretion [25–27]. The unfolded protein response (UPR), mediated by ER transmembrane sensors including inositol-requiring enzyme 1α (IRE1α), protein kinase R-like ER kinase (PERK), and activating transcription factor 6 (ATF6), plays a key role in maintaining protein homeostasis and cellular viability [28]. Disruption in protein synthesis and folding are common across various cancers, with UPR pathways significantly influencing tumor progression [29, 30]. The ER also serves as a pivotal platform for the regulation of STING functions [8]. Thus, it is important to investigate how the ER proteostasis network is modulated and how UPR pathways intersect with STING signaling in tumor cells undergoing chemotherapy.

In this study, we report that chemotherapy activates cGAS-STING signaling in PDAC cells, leading to a pro-survival inflammatory response. Notably, chemotherapy-induced STING signaling and its regulation in cancer cells diverges significantly from that triggered by DMXAA in macrophages. Our findings reveal that the UPR mediator IRE1α acts as a negative regulator of STING in PDAC cells and that PDAC cells adapt to chemotherapy by suppressing IRE1α translation, thereby enhancing STING signaling. However, this downregulation of IRE1α makes cancer cells less adaptable to induced ER stress. Exploiting this vulnerability, we demonstrate that combining ER stress inducers with STING inhibition significantly improves chemotherapy efficacy in PDAC. Our study identifies a promising therapeutic strategy that leverages the altered signaling landscape of cancer cells to enhance treatment outcomes.

## Results

### Chemotherapy drugs induce inflammation via the STING pathway in PDAC

Chemotherapy resistance remains a major obstacle in the treatment of pancreatic cancer [4, 5]. To unravel the molecular mechanisms driving tumor responses to chemotherapy in pancreatic cancer, we conducted RNA sequencing to compare the global transcriptional profiles of KPC cells, a pancreatic ductal adenocarcinoma (PDAC) cell line derived from the *Kras*^*LSL-G12D*^;*Trp53*^*LSL-R172H*^*; Pdx1-Cre* mice, following 24 hours of treatment with cisplatin (Cis), a standard chemotherapy drug, against untreated controls. Gene set enrichment analysis (GSEA) identified TNF-α signaling via the NF-κB pathway as one of the three significantly enriched pathways during chemotherapy (Fig. 1a, b). Quantitative PCR confirmed substantial upregulation of inflammatory genes, including *Il6*, *Cxcl10*, and *Ccl5*, in KPC cells post-Cis treatment (Fig. 1c). ELISA analysis found that the culture medium from KPC cells post-Cis treatment enriched with IL6 (Fig. 1d). This inflammatory response was also observed with another common chemotherapy drug, 5-fluorouracil (5FU), but was absent in cells treated with the ferroptosis inducer Rsl3 or the KRAS inhibitor MRTX1133 (Fig. 1c), indicating that the inflammation is specific to chemotherapy-induced cellular stress rather than a generalized cellular injury response.

**Fig. 1:**
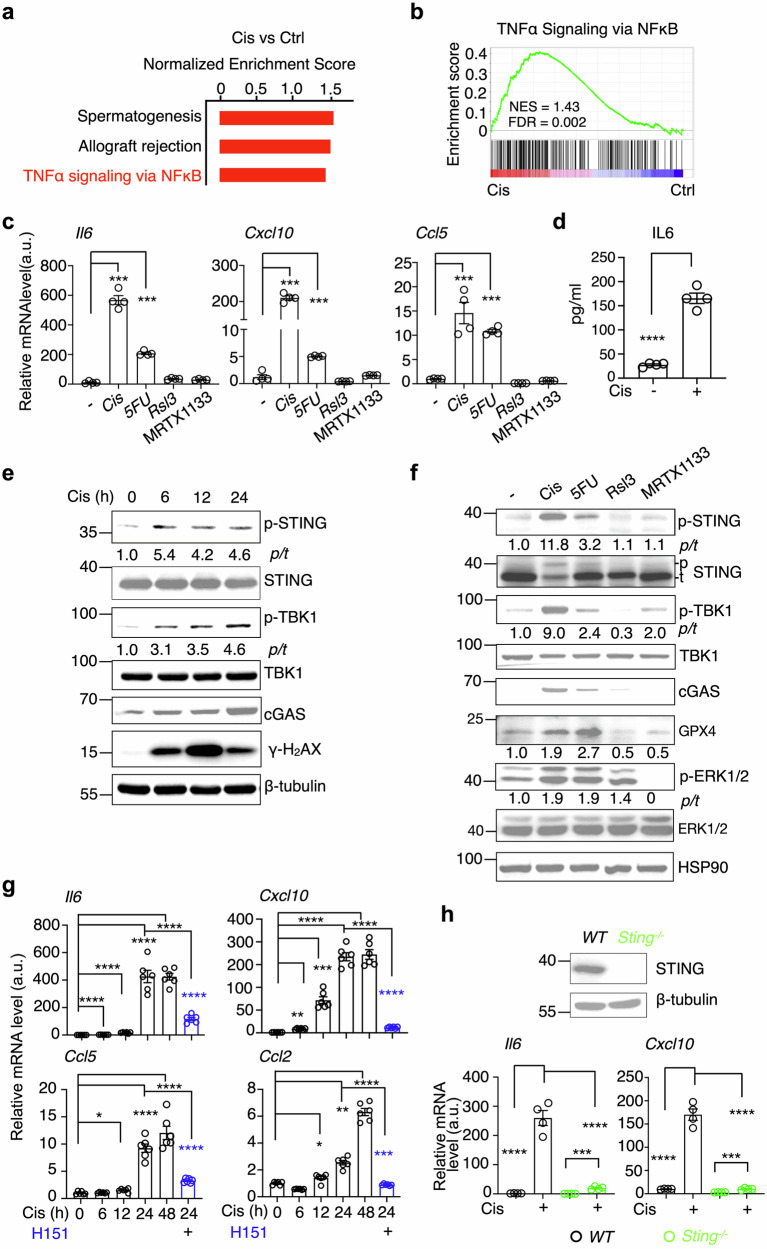
Chemotherapy drugs induce inflammation via the STING pathway. **a**, **b** GSEA of upregulated genes in KPC cells treated with cisplatin (Cis, 20 μM) for 24 hours identified enriched gene sets (n = 3). **c** q-PCR analysis of *Il6, Cxcl10*, and *Ccl5* in KPC cells treated with Cis (20 μM), 5-fluorouracil (5FU, 20 μM), ferroptosis inducer Rsl3 (20 μM), and KRAS inhibitor MRTX1133 (20 μM) for 22 hours (n = 4, representative of two independent biological repeats). **d** ELISA analysis of IL6 in culture medium from KPC cells treated with Cis (n = 4, representative of two independent biological repeats). **e** Immunoblot analysis of indicated proteins in KPC cells treated with 20 μM Cis at various time points, representative of three independent biological repeats. **f** Immunoblot analysis in KPC cells treated with Cis, 5FU, Rsl3, and MRTX1133 for 22 hours, representative of two independent biological repeats. **g** q-PCR analysis of inflammatory genes in KPC cells treated with Cis alone or in combination with H151 (4 μg/mL, pretreated 1 h prior to Cis treatment) for the indicated time (n = 6, combined from two independent biological repeats). **h** q-PCR analysis of inflammatory genes in wild-type (*WT*) or *Sting* ^-/-^ KPC cells treated with or without Cis (n = 4, representative of two independent biological repeats). Immunoblot analysis of STING protein in wild-type (*WT*) or *Sting*^-/-^ cells is shown above. The relative intensity of proteins (normalized to β-tubulin or HSP90) or the phosphorylated-to-total protein ratio (*p/t*) is shown below the blots (**e**, **f**). All values are presented as means ± SEM. Statistical significance was determined using an unpaired, two-tailed Student’s t-test, *, p < 0.05; **, p < 0.01; ***, p < 0.001; ****, p < 0.0001 (**c**, **d**, **g**, **h**).

The cGAS-STING pathway has been implicated in linking chemotherapy-induced DNA damage to inflammation [31]. Consistent with this role, we observed increased levels of cGAS protein, phosphorylation of STING, and its downstream effector TANK-binding kinase 1 (TBK1) in KPC cells post-Cis treatment (Fig. 1e), alongside increased phosphorylation of H2AX, a DNA damage marker (Fig. 1e). Parallel findings were noted in Panc02 cells, another PDAC line derived from tumors chemically induced by 3-methylcholanthrene, which showed marked increases in STING and TBK1 phosphorylation and upregulation of inflammatory genes post-Cis treatment (Fig. S1a, b). Notably, while Rsl3 and MRTX1133 treatment led to a reduction in GPX4 expression and ERK phosphorylation, respectively, they barely induced activation of the cGAS-STING pathway, which was robustly activated by chemotherapy agents (Fig. 1f), further emphasizing the link between chemotherapy and cGAS-STING activation. Chemotherapy drugs led to significant upregulation of inflammatory gene transcription as early as 6 hours, and peaking at 24-48 hours post-treatment, while the STING antagonist H151 effectively suppressed this response during the plateau phase (Fig. 1g). *Ifnb1* is a key transcriptional target of STING, however, it’s frequently under detection limit in our experimental system, indicating a variable cellular activity between tumor cell and immune cells. To further validate the role of STING in the regulation of chemotherapy-induced inflammation, we generated STING-deficient KPC and Panc02 cells using the CRISPR/Cas9 system. STING deletion resulted in a marked reduction in the expression of inflammatory genes following 24 hours of Cis treatment (Figs. 1h and S1c). Collectively, these findings underscore the pivotal role of the STING pathway in mediating chemotherapy-triggered inflammatory responses in PDAC cells.

### STING signaling promotes PDAC survival under chemotherapy

To further elucidate the physiological role of STING signaling in PDAC, we conducted both in vitro and in vivo analyses. In vitro, Panc02 cells deficient in STING exhibited increased sensitivity to Cis and a significant reduction in migratory capacity, as evidenced by transwell migration assay (Fig. 2a, b). In vivo, after subcutaneous implantation of wildtype (WT) or *Sting* knockout (*Sting* ^-/-^) Panc02 cells into athymic Nude immunodeficient mice and immunocompetent C57BL/6 mice, *Sting* ^-/-^ cancer cells displayed markedly slower tumor growth and increased sensitivity to chemotherapy compared to control cancer cells (Fig. 2c, d), suggesting a pro-tumorigenic role of STING activation that is largely independent of T cell-mediated immunity and instead acts through tumor-intrinsic mechanisms. Furthermore, administration of the STING inhibitor H151 significantly inhibited the growth of implanted PDAC cells in Nude mice (Fig. S1d). These findings support the conclusion that tumor-intrinsic STING signaling confers a survival advantage to PDAC cells, highlighting its potential role as a target for therapeutic intervention.

**Fig. 2:**
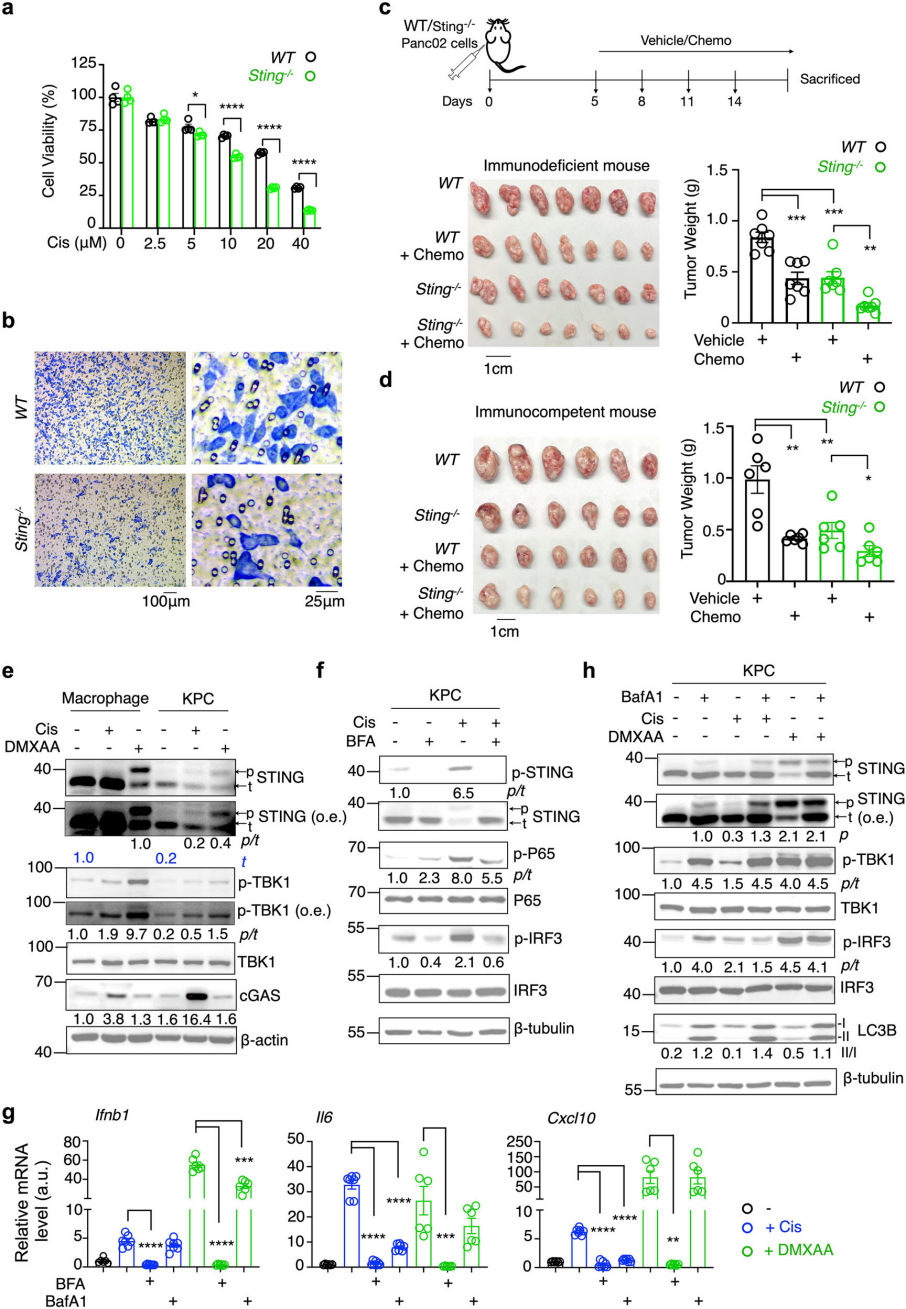
STING signaling in tumor cells promotes survival and exhibits distinct modulation compared to macrophages. **a** CCK-8-based cell viability assay comparing *WT* and *Sting* ^-/-^ Panc02 cells treated with varying Cis doses for 24 hours (n = 4, representative of two independent biological repeats). **b** Transwell migration assay of *WT* and *Sting* ^-/-^ Panc02 cells; images representative of two independent repeats. **c**, **d** Schematic representation of the experimental cancer model in which tumor-transplanted immunodeficient or immunocompetent mice received four intraperitoneal (i.p.) injections of chemotherapy drugs (Cis, 3 mg kg^−1^; 5FU, 25 mg kg^−1^; Irinotecan, 25 mg kg^−1^). Representative images of pancreatic tumors in immunodeficient (**c**) and immunocompetent (**d**) mice subcutaneously inoculated with *WT* or *Sting* ^-/-^ Panc02 cells and treated with either vehicle or chemotherapy drugs. Quantitation of tumor weights at the end of experiment shown on the right, with n = 7 mice per group for (**c**), and n = 6 mice per group for (**d**), representative of two independent biological repeats. Immunoblot analysis of STING pathway proteins in macrophages and KPC cells treated with Cis (20 μM for 24 hours) or DMXAA (20 μg/mL for 3 hours) in (**e**), or Cis, Brefeldin A (BFA,5 μg/mL), or both for 24 hours (**f**). **g** q-PCR analysis of inflammatory genes in Panc02 cells treated with Cis or DMXAA, ± BFA or BafA1 (n = 6-7, combined from two independent biological repeats). **h** Immunoblot analysis of proteins in KPC cells treated with Cis or DMXAA ± Bafilomycin A1 (BafA1, 20 nM for 3.5 hours). The relative intensity of proteins (normalized to β-actin or β-tubulin) or the phosphorylated-to-total protein ratio (*p/t*) are shown below the blots (**e**, **f**, **h**). o.e. overexposed. Values are presented as means ± SEM. Statistical significance was determined using an unpaired, two-tailed Student’s t-test, *, p < 0.05; **, p < 0.01; ***, p < 0.001; ****, p < 0.0001 (**a**, **c**, **d**, **g**).

### STING signaling is regulated differently in cancer cells

Given the significant role of STING in PDAC cells, we investigated the regulation of STING signaling in PDAC. While the activation of STING and its regulation are well-characterized in agonist-stimulated macrophage cells, we compared STING signaling activation by cisplatin and the STING agonist DMXAA in PDAC cells and macrophage. Notably, the total STING protein levels in PDAC cells at baseline were substantially lower than those in macrophage (Fig. 2e, lanes 1 vs. 4), despite comparable levels of other components in the pathway, including the upstream sensor cGAS and downstream effectors TBK1 (Fig. 2e, lanes 1 vs. 4). Consequently, the phosphorylation levels of STING and TBK1 in PDAC cells were significantly lower compared to macrophages when treated with DMXAA (Fig. 2e, lanes 3 vs. 6). Cis treatment induced mild yet detectable levels of phosphorylation of STING and TBK1, while significantly increasing cGAS levels in PDAC cells (Fig. 2e, lanes 4 vs. 5).

STING activation by canonical agonists induces conformational changes that facilitate its translocation from the ER to the trans-Golgi network (TGN), followed by recruitment and activation of downstream TBK1 [14, 32, 33]. Our studies showed that the ER-Golgi transport inhibitor Brefeldin A (BFA) blocked cisplatin- and DMXAA-induced phosphorylation of STING, P65, and IRF3, as well as the expression of inflammatory genes (Fig. 2f, g), suggesting that STING activation in PDAC still depends on ER exit. In innate immune cells, activated STING is trafficked from the Golgi to acidic endolysosomes for the termination of STING signaling, as disruption of lysosomal degradation amplifies STING-medicated inflammation [13, 14, 34, 35]. Unexpectedly, the inhibition of lysosomal function using Bafilomycin A1 (BafA1), which impaired autophagic cargo degradation and increased the LC3B-II/I ratio (Fig. 2h), did not amplify STING-mediated inflammatory gene expression in PDAC cells treated with Cis or DMXAA (Figs. 2g and S1e), nor did it enhance STING downstream signaling (Fig. 2h, lanes 2 vs. 4, lanes 5 vs. 6), indicating that STING signaling in PDAC is regulated distinctly from that in immune cells. Thus, while STING exits the ER in PDAC cells upon stimulation, the down-regulation of its signaling may not primarily rely on endolysosomal degradation. This suggests that regulatory pathways involving the ER and other organelles upstream of the endolysosome may play a pivotal role in controlling STING signaling in PDAC.

### Chemotherapy drugs downregulate the IRE1α branch of the ER stress network

Next, we sought to identify potential PDAC-intrinsic regulator(s) of STING. Both Cis and 5FU induce tumor cell death by causing DNA damage, and DNA damage response factors are directly involved in STING activation under etoposide-induced DNA damage in human keratinocytes [36]. To explore this further, we investigated the regulation of cGAS-STING signaling by DNA damage response (DDR) pathways in PDAC. KU-55933 and VE-821, respective inhibitors of ataxia-telangiectasia mutated kinase (ATM) and ataxia telangiectasia and Rad3-related protein (ATR), which are essential for the phosphorylating of H2AX to initiate DNA repair [37], did not inhibit Cis-induced transcription of inflammatory genes *Il6* and *Ccl5* (Fig. S1f). Thus, DDR signaling does not directly contribute to chemo-induced STING signaling in PDAC. The oncogenic HER2 pathway has been reported to suppress STING signaling [38]. We found that KRAS inhibitor MRTX1133, which targets oncogenic KRAS^G12D^, did not promote STING signaling in PDAC cells (Fig. 1c, f).

We hypothesized that if there are any negative regulator(s) of STING signaling intrinsic to PDAC, the cells may downregulate such factor(s) to enhance pro-survival STING signaling during chemotherapy adaptation. To test this, we examined the suppressed genetic signatures and pathways in PDAC cells under chemotherapy. Transcriptomic analysis revealed inhibition of the protein secretion pathway during cisplatin treatment, suggesting potential disruptions in ER protein homeostasis pathways, as secreted proteins are initially synthesized and processed in the ER (Fig. 3a, b). We therefore examined changes in key regulators of ER protein homeostasis, which are mainly composed of the unfolded protein response (UPR) and ER-associated degradation (ERAD) pathways and have been implicated in the regulation of STING [8, 39, 40]. Upon prolonged exposure to cisplatin, the protein level of IRE1α in the UPR pathway consistently decreased (Fig. S2a), while levels of BIP, PERK, and key proteins in the ERAD pathway, HRD1 and SEL1L, remained largely unchanged (Fig. 3c). Phos-tag gel analysis confirmed that the reduction in IRE1α band was not due to a band upshift or activation, as no phosphorylated IRE1α was detected (Fig. S2b). Consistent with these findings, reduced IRE1α protein levels were observed across tumor of PDAC patients post-chemotherapy (Fig. 3d). The decrease in IRE1α protein levels appears to be a general response to chemotherapy, as similar reductions were observed in PDAC cells from patient-derived xenograft (PDX) mice treated with cisplatin and in other cancer cell lines, such as human pancreatic cancer MIA PaCa-2 cells, mouse breast cancer 4T1, and hepatoma Hepa1-6 (Fig. 3e). This effect was consistent across various chemotherapeutic agents, including 5-fluorouracil and oxaliplatin (Fig. S2c).

**Fig. 3:**
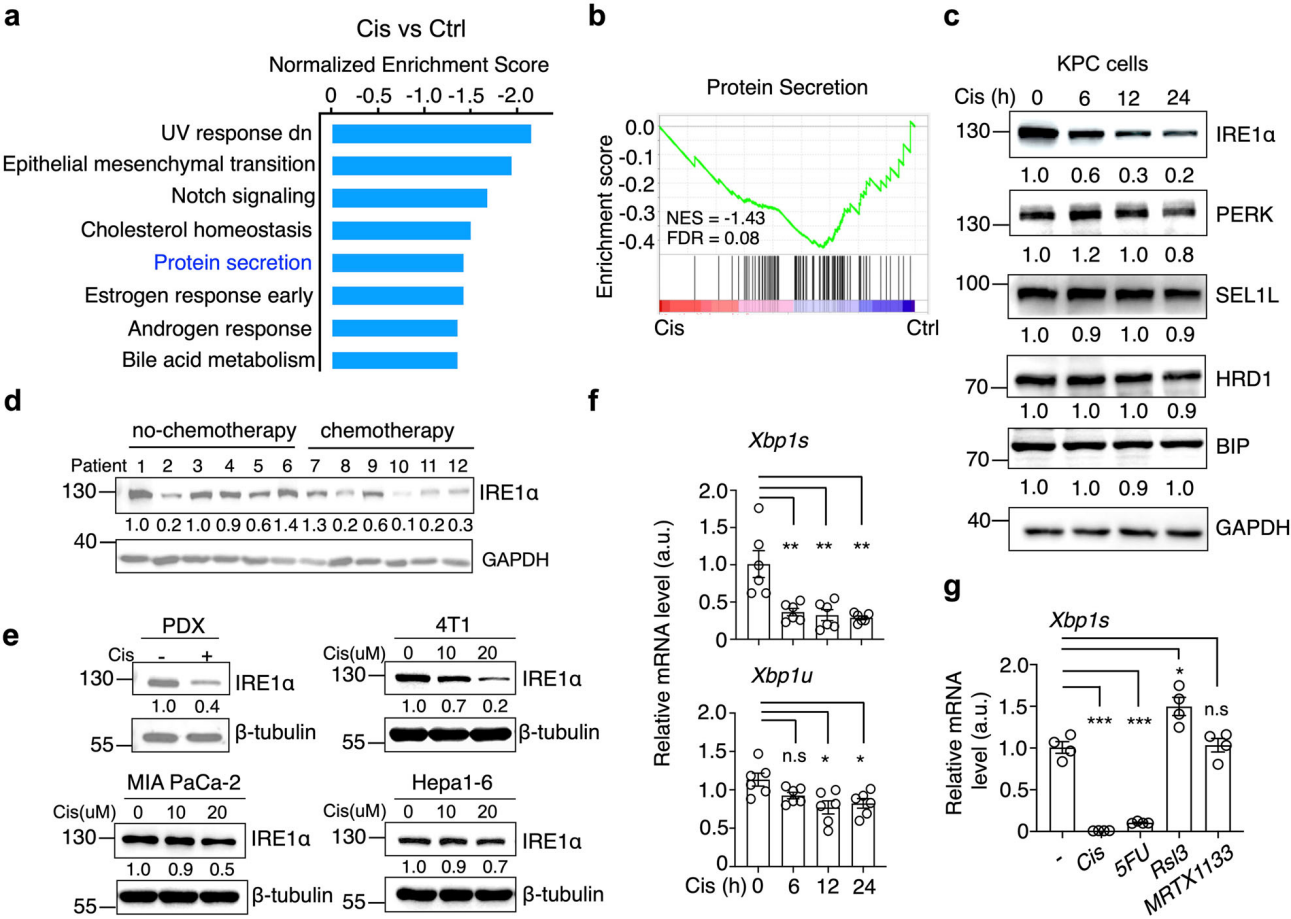
Chemotherapy-induced alterations in the ER proteostasis network in cancer cells. **a**, **b** Downregulated gene sets in KPC cells treated with 20 μM Cis for 24 hours (n = 3). **c** Immunoblot analysis of ER stress pathway proteins in KPC cells treated with Cis at various time points. Data are representative of six independent biological repeats for IRE1α protein, and three for others. The quantification of IRE1α protein levels is shown in Fig. S2a. **d** Immunoblot analysis of IRE1α protein in PDAC patient tumor samples treated with or without chemotherapy, with each lane representing a sample from one patient. **e** Immunoblot analysis of tumor cells derived from patient-derived xenograft (PDX) mice, human pancreatic tumor MIA PaCa-2 cells, mouse breast cancer 4T1 cells, and hepatoma Hepa1-6 cells, treated with or without Cis for 24 hours. **f** q-PCR analysis of *Xbp1s* and *Xbp1u* in KPC cells treated with Cis for various hours (n = 6, combined from two independent biological repeats). **g** q-PCR analysis of *Xbp1s* in KPC cells treated with Cis (20 μM), 5FU (20 μM), Rsl3 (20 μM), or MRTX1133 (20 μM) for 22 hours (n = 4, representative of two independent biological repeats). The relative intensity of proteins (normalized to GAPDH or β-tubulin) is shown below the blots (**c**–**e**). All values are presented as means ± SEM. Statistical significance was determined using an unpaired, two-tailed Student’s t-test (**f**, **g**). *, p < 0.05; **, p < 0.01; ***, p < 0.001; n.s. not significant.

A primary function of IRE1α is to splice X-box binding protein 1 (XBP1) via its RNase domain, generating the transcription factor XBP1s, which plays a critical role in the ER stress response [28, 41, 42, 43]. We observed a significant reduction in *Xbp1s* mRNA levels following cisplatin and 5-fluorouracil treatment, corroborating the decrease in IRE1α function (Fig. 3f, g). To determine if this effect was specific to chemotherapy, we assessed *Xbp1s* mRNA levels after treatment with the ferroptosis inducer Rsl3 and the KRAS inhibitor MRTX1133, finding no significant reduction (Fig. 3g). Electron microscopy revealed no notable changes in ER or mitochondria structure after 24 hours of cisplatin treatment (Fig. S2d). Additionally, no significant changes were observed in mitochondrial proteins, including the dynamics regulators Dynamin-related protein 1 (DRP1) and Mitofusin 2 (MFN2), the transporting protein Voltage-dependent anion channel (VDAC), the chaperone Heat shock protein 60 (HSP60), and the respiratory chain protein complexes (Fig. S2e). Furthermore, autophagy induction, as indicated by LC3B, did not show any significant alterations (Fig. S2e). Thus, the substantial decrease in IRE1α expression is likely a regulated process rather than a consequence of organelle damage or cellular injury induced by cisplatin. In summary, our results indicate that chemotherapy specifically suppress protein levels of IRE1α, a reported regulator of the STING signaling [40].

### IRE1α negatively regulates STING and STING-mediated inflammation

To investigate the role of IRE1α in chemotherapy response in pancreatic cancer, we generated IRE1α knockout (KO) pancreatic cancer cell lines. IRE1α KO cells exhibited increased expression of inflammatory genes at baseline and following chemotherapy, which was suppressed by the STING inhibitor H151, suggesting that IRE1α negatively regulates STING-mediated inflammation in PDAC during chemotherapy (Fig. 4a). Toll-interacting protein (TOLLIP) has been implicated in stabilizing STING, with its absence leading to STING degradation in an IRE1α-dependent manner [40]. To elucidate whether IRE1α regulates STING protein stability in PDAC, we measured STING protein levels in IRE1α KO cells, observing an elevation compared to control cells (Figs. 4b and S3a). Consistent with the protective role of STING signaling in PDAC resistance to chemotherapy (Fig. 2a–d), IRE1α KO cells exhibited increased tolerance to chemotherapy in vitro (Fig. 4c). Notably, IRE1α protein levels were reduced, while STING protein levels were elevated in tumors from PDAC patients compared to adjacent non-tumor tissues (Fig. 4d). Analysis of the cBioPortal database also revealed a positive correlation between IRE1α expression and patient survival (Fig. 4e), underscoring the pathophysiological significance of IRE1α protein levels in tumors in vivo.

**Fig. 4:**
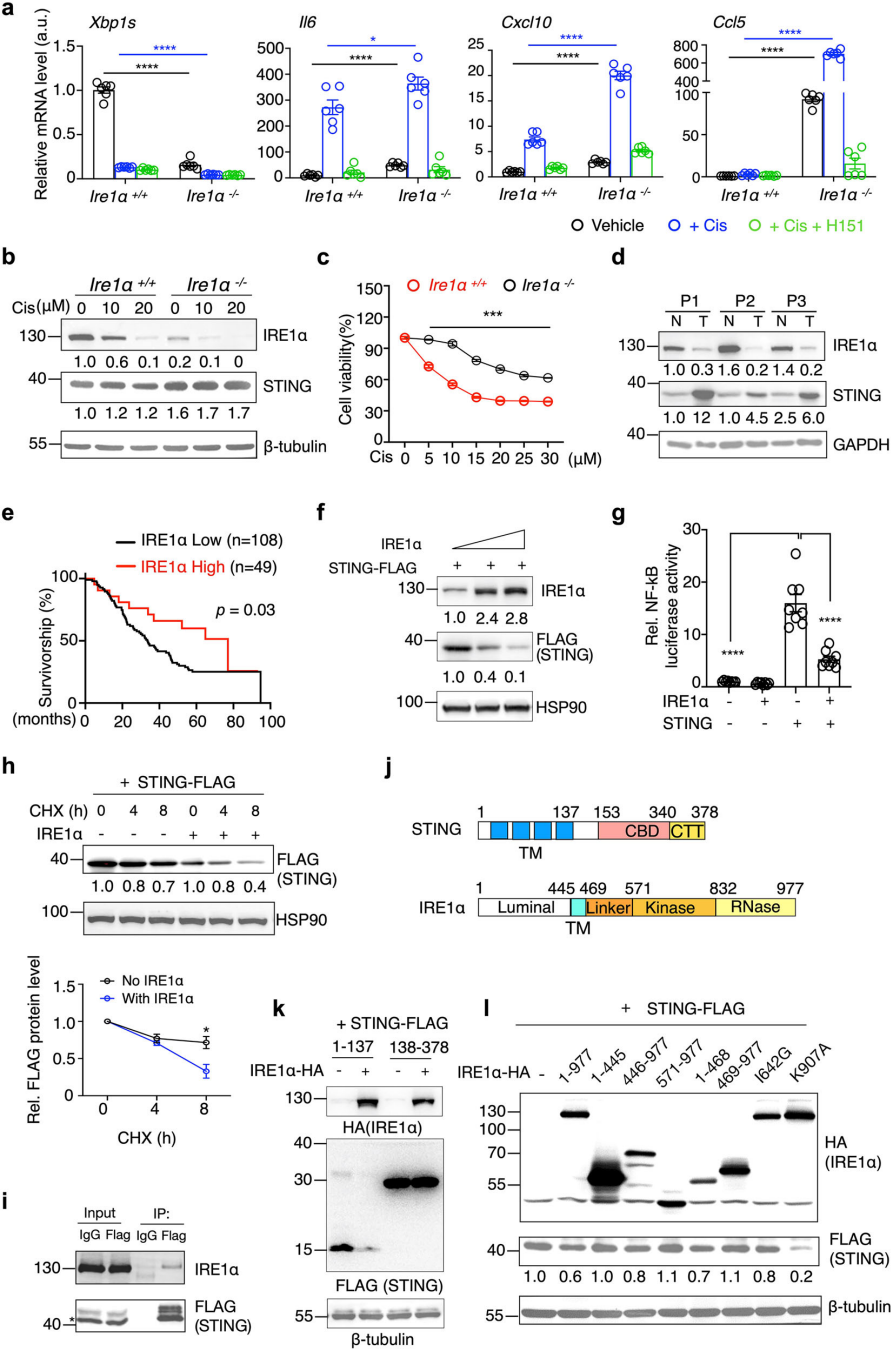
IRE1α directly regulates STING and its signaling in PDAC. **a** q-PCR analysis of indicated genes in *WT* and *Ire1α*^-/-^ KPC cells treated with vehicle, Cis, or in combination with H151(4 μg/mL, pretreated 1 hour prior to Cis treatment) (n = 6, combined from two independent biological repeats). **b** Immunoblot analysis in *WT* and *Ire1α*^-/-^ cells treated with various concentrations of Cis, representative of three independent biological repeats. **c** CCK-8-based cell viability assay of *WT* and *Ire1α*^-/-^ KPC cells treated with different doses of Cis for 24 hours (n = 5, representative of two independent biological repeats). **d** Immunoblot analysis of tumor (T) and adjacent non-tumor (N) tissues from PDAC patients. **e** Kaplan–Meier survival analysis for IRE1α expression (high vs. low) in pan-cancer from the ICGC/TCGA cohort via cBioPortal database. **f** Immunoblot analysis in HEK293T cells transfected with STING and IRE1α plasmids, representative of three independent biological repeats. **g** NF-κB dual-luciferase assay in HEK293T cells transfected with STING and IRE1α plasmids (n = 8, combined from two independent biological repeats). **h** Translation shut-off assay in HEK293T cells transfected with STING ± IRE1α plasmid, treated with cycloheximide (CHX, 50 μg/mL) for indicated times; quantitation from 3 independent repeats shown below. **i** Immunoblot analysis following immunoprecipitation of exogenous STING-FLAG from HEK293T cells transfected with STING and IRE1α plasmids. IgG immunoglobulin G, IP immunoprecipitation. * indicates the target band. Results are representative of three independent biological repeats. **j** Diagrams of the STING and IRE1α protein domains. STING: TM transmembrane (amino acids 1-137), CBD c-di-GMP-binding domain (amino acids 153-340), CTT carboxy-terminal tail (amino acids 340-378). IRE1α: Luminal, luminal domain (amino acids 1-445); TM, transmembrane (amino acids 445-469); Linker (amino acids 469-571); Kinase (amino acids 571-832); RNase (amino acids 832-977). **k** Immunoblot analysis of STING-FLAG protein levels in HEK293T cells transfected with truncated STING and full-length of IRE1α plasmids, representative of two independent biological repeats. **l** Immunoblot analysis of STING-FLAG protein levels in HEK293T cells transfected with full-length/ truncated IRE1α plasmids, IRE1α mutants (I642G, kinase loss-of-function mutation; K907A, RNase loss-of-function mutation), and full-length STING plasmids, representative of three independent biological repeats. The relative intensity of proteins (normalized to GAPDH, β-tubulin or HSP90) is shown below the blots. All values are presented as means ± SEM. Statistical significance was determined using unpaired, two-tailed Student’s t-test (**a**, **c**, **g**, **h**) or log-rank test (**e**). *, p < 0.05; ***, p < 0.001; ****, p < 0.0001.

Mechanism of IRE1α-mediated STING inhibition was further clarified, and studies in HEK293T cells demonstrated that co-transfection with an IRE1α plasmid inhibited STING protein levels and downstream response while leaving cGAS protein levels unaffected (Fig. S3b, c). A dose-dependent inhibition of STING by IRE1α was further confirmed (Fig. 4f), and cisplatin treatment accelerated IRE1α-mediated STING degradation (Fig. S3d). Luciferase assays confirmed that IRE1α suppresses NF-κB activity downstream of STING (Fig. 4g). We then performed a translation shut-off assay using cycloheximide (CHX), which confirmed that IRE1α accelerates STING degradation (Fig. 4h). Using the proteasome inhibitor MG132 and lysosome inhibitor chloroquine (CHL), we found that MG132 inhibited IRE1α-induced STING degradation, whereas CHL had mild effect, suggesting a proteasome-dependent degradation pathway (Fig. S3e).

Immunoprecipitation (IP) assays demonstrated a direct interaction between IRE1α and STING (Fig. 4i), while no interaction was detected between IRE1α and cGAS, or between STING and other ER stress-related proteins (Fig. S4a, b). Both STING and IRE1α are transmembrane proteins (Fig. 4j). Co-expression of IRE1α with truncated STING constructs revealed that the transmembrane N-terminal region of STING is both necessary and sufficient for IRE1α-mediated degradation, while the C-terminal cytosolic region of STING is not involved (Fig. 4k). Additionally, the transmembrane region of IRE1α itself (amino acids 446-468) is essential for STING degradation by either N-terminal (amino acids 1-468) or C-terminal (amino acids 446-977) truncations of IRE1α (Fig. 4l, lanes 3 vs 6, lanes 4 vs 7). Notably, with loss-of-function mutations in the RNase (K907A) or kinase (I642G) domains of IRE1α, STING reduction was still observed, suggesting that this regulatory process is independent of IRE1α's RNase and kinase activities (Fig. 4l, lanes 8 and 9). Furthermore, overexpression of XBP1s in the IRE1α KO KPC cells did not mitigate the increased inflammation caused by cisplatin treatment (Fig. S4c), suggesting that IRE1α's regulation of STING and inflammation operates independently of XBP1s. Taken together, these data suggest that IRE1α directly interacts with STING and promotes STING degradation via their transmembrane domains, thereby regulating STING signaling in pancreatic cancer cells.

### Cisplatin downregulates *Ire1α* mRNA translation in PDAC

We aimed to uncover the mechanisms responsible for the reduction of IRE1α protein levels following chemotherapy. Initially, we measured *Ire1α* mRNA transcription levels and found that the reduction in IRE1α protein occurs at the post-transcriptional level, as no decreases in mRNA levels were detected after chemotherapy treatment (Fig. 5a). To elucidate whether cisplatin influences IRE1α protein stability, we performed a cycloheximide (CHX) chase assay to monitor protein degradation. Our results indicated that cisplatin treatment did not accelerate IRE1α protein degradation (Fig. 5b, c). IRE1α has been identified as a substrate for the E3 ubiquitin ligase HRD1, which targets it for proteasomal degradation [43]. Consistent with this, IRE1α protein was stabilized in HRD1 knockout (KO) MEF cells and KPC cells (Figs. 5d, e and S4d). Western blot analysis in HRD1 KO cells revealed no increase in IRE1α degradation following cisplatin treatment (Figs. 5d, e and S4d), indicating that the reduction of IRE1α protein post-chemotherapy likely involves a degradation-independent mechanism.

**Fig. 5:**
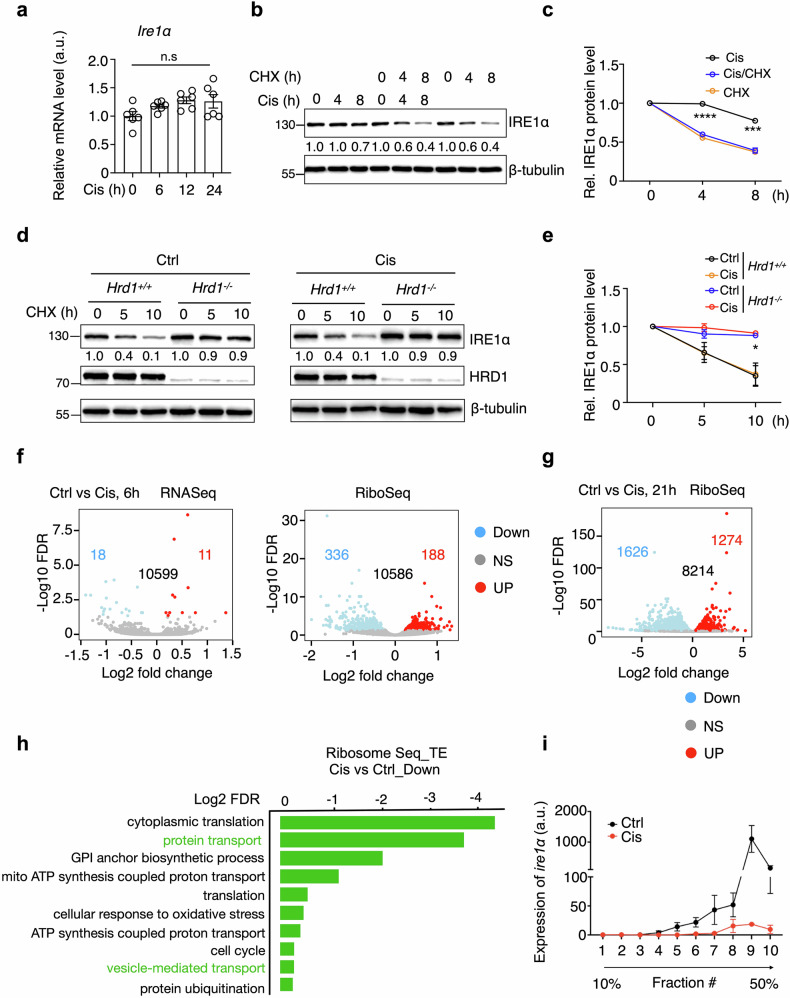
Chemotherapy inhibits IRE1α translation. **a** q-PCR analysis of *Ire1α* in KPC cells treated with 20 μΜ Cis for indicated times (n = 6, combined from 2 independent repeats). Immunoblot analysis in KPC cells treated with Cis ± CHX for indicated durations (**b**), with quantitation from 3 independent repeats shown in (**c**). Immunoblot analysis of *WT* and *Hrd1*^*-/-*^ MEF cells treated with vehicle control or 10μΜ Cis, followed by CHX for indicated durations (**d**), with quantitation from 3 independent repeats shown in (**e**). RNA-Seq and ribosome profiling of KPC cells treated with Cis for 6 hours (**f**) or 21 hours (**g**). Downregulated genes are shown in blue, upregulated in red (n = 2 for each time point). **h** Ribosome sequencing and translation efficiency (TE) analysis after 21 hours of Cis treatment. TE calculated as ribo/RNA. **i** Ribosome fractionation followed by q-PCR analysis of *Ire1α* mRNA in KPC cells treated with Cis for 21 hours (n = 3 control, n = 2 Cis, combined from 2 independent repeats). All values are presented as means ± SEM. Statistical significance was determined using unpaired, two-tailed Student’s t-test (**a**, **c**, **e**, **i**). *, p < 0.05; ***, p < 0.001; ****, p < 0.0001; n.s. not significant.

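KPC cells, a mouse PDAC line, were treated with 20 μM Cis for 6 or 21 h or with PBS, and lysed in the presence of CHX. In ribosome profiling, RNA in the lysate is digested with RNase, and the fragments protected by ribosomes (footprints) are sequenced, so that the footprints on a coding sequence measure how much of it is being translated. RNA-seq libraries from the lysates measure the amount of each mRNA, and the ratio of footprints to RNA is the TE. Each assay had 2 libraries of PBS-treated cells, 2 at 6 h and 2 at 21 h, 12 libraries in all. The duration of the PBS treatment is not labelled, and the same PBS libraries served as the control for both time points. For every library, the authors deposited RPKM (reads scaled by the length they were counted over and by the total of the library) for a representative transcript of each gene, over the coding sequence for footprints and over the whole transcript for RNA-seq. The aligner and the genome build behind these values are not named in the paper's text. The RPKM values kept whole reads, which gave the depth of each library. Footprint libraries held a median of 4932570 reads with PBS (4661014 to 5204127), 4033652 at 6 h (3375480 to 4691825) and 3589563 at 21 h (3492790 to 3686336). RNA-seq libraries held between 1985344 and 2901692 reads, with medians of 2681888, 2147162 and 2209702. Transcripts of Lars2, Tmem38b and Mettl26 took 51.8 to 56.6% of the RNA-seq reads, which left 862476 to 1341584 reads per library for the rest of the transcripts. RNA-seq changes were therefore measured with fewer reads than footprint changes. RPKM values were scaled between the libraries of an assay by median-of-ratios factors, and log2(RPKM + 0.5) was tested with limma for transcripts with a mean RPKM of at least 1, in a model with all 3 groups, two-sided and with Benjamini-Hochberg adjustment. TE was tested as the interaction of assay and treatment over the 12 libraries. A fold change on this scale understates the change of transcripts with low RPKM. With 2 libraries against 2, an exact permutation test cannot give a two-sided p below 0.333, so the p-values rest on limma's model of the spread across genes. Across genes, which are not independent replicates, Pearson's r between replicate libraries was 0.985 to 0.990 for log2 footprint values and 0.968 to 0.975 for log2 RNA-seq values. Replicates differed by 1.46 to 4.12 times the sampling noise (chi-square per degree of freedom), and each was counted as its own library.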

We then determine whether chemotherapy affects IRE1α levels by inhibiting its translation.

Ribosome sequencing revealed that cisplatin treatment for 6 hours induced a prompt shift in the cellular translation profile, with 188 mRNAs upregulated and 336 mRNAs downregulated (Figs. 5f and S5a–e). In contrast, transcriptional analysis showed only a modest change, with 18 genes downregulated and 11 genes upregulated (Fig. 5f). These findings highlight a rapid, translation-dependent regulation of protein levels in response to chemotherapy. 

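Of 10390 mRNAs tested, 109 had more footprints and 103 had fewer at 6 h than with PBS, at an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment). The variance model moved this count in both directions. With limma's voom on the whole reads recovered from the RPKM values, an alternative chosen after seeing the data, 454 mRNAs were higher and 822 lower. Without the trend of variance with expression, 0 mRNAs passed, while 2001 had an unadjusted p under 0.05. With only the PBS and 6 h libraries in the model, 198 were higher and 244 lower. The mRNAs named next missed the adjusted threshold without the trend and also without a filter on low RPKM. The largest rises were in Hebp2 (ENSMUSG00000019853), Nanos1 (ENSMUSG00000072437) and Zfand2a (ENSMUSG00000053581). Zfand2a went from 6.86 ± 1.42 RPKM (SD, n = 2) to 18.5 ± 4.94, a log2 fold change of 1.34 (SE 0.20, adjusted p = 0.0289 from limma). Hebp2 rose by 1.81 on the log2 scale (SE 0.34, adjusted p = 0.0383 from limma) on a mean of 4 reads with PBS and 15 at 6 h. Nanos1 had at most 3 reads in each PBS library, so its footprints were at least 3.04-fold higher at 6 h (adjusted p = 0.0353 from limma). The largest falls were in Pf4 (ENSMUSG00000029373), Rbm8a2 (ENSMUSG00000078184) and Arl15 (ENSMUSG00000042348). Arl15 fell by 2.03 on the log2 scale (SE 0.37, adjusted p = 0.0377 from limma), from a mean of 22 reads to 3.5, and did not pass with a pseudocount of 0.1 (adjusted p = 0.139 from limma, the highest over its alternatives, with 0.0119 the lowest). Rbm8a2, a near copy of Rbm8a with which it can share reads, was at least 2.95-fold lower (adjusted p = 0.036 from limma). Pf4 had 2 and 5 reads in the PBS libraries and 0 in both libraries at 6 h (adjusted p = 0.0383 from limma), too few for a fold change, and did not pass with voom.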

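In RNA-seq at 6 h, 0 of 9459 genes passed an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment), and 1086 had an unadjusted p under 0.05, of which 536 were higher. Quantile normalization gave 1 gene, which was lower. The count rose most with voom, also chosen after seeing the data, which called 56 genes higher and 172 lower. Among the mRNAs with the largest footprint changes, Zfand2a RNA went from 7.59 ± 0.950 RPKM (SD, n = 2) to 9.88 ± 0.713. This rise of 0.43 on the log2 scale (SE 0.16) did not pass the adjustment over all genes (adjusted p = 0.37 from limma). Nanos1 RNA rose by 1.23 (SE 0.36, adjusted p = 0.292 from limma), on a mean of 5.5 reads with PBS and 15 at 6 h.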

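The difference between the assays at 6 h was tested as a change in TE. Of 9312 genes measured in both assays, 0 had a TE change at an adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment), and 712 had an unadjusted p under 0.05. With the limit at 0.1, 3 genes passed, and all 3 had a lower TE. The TE test misses most changes of moderate size. On reads simulated for 21 h, it called 8.04% of 199 genes changed by 1 on the log2 scale. Of the mRNAs with a called footprint change at 6 h, 208 were also tested in RNA-seq, where 178 (85.6%) moved in the same direction. In that direction, the median change of these mRNAs was 0.68 on the log2 scale in footprints and 0.27 in RNA. These mRNAs were chosen by their footprint change in the same libraries, which enlarges the footprint median and not the RNA median. When the footprint reads were thinned at random to the RNA-seq reads outside the 3 most abundant transcripts, a median of 6.5 mRNAs passed in place of 212 (range 2 to 20 over 20 draws). With voom, a median of 379 passed in place of 1276 (332 to 441), against 228 genes in RNA-seq. RPKM of thinned footprints was taken over the coding sequence and the thinned total. RNA-seq RPKM was taken over the whole transcript and a total that includes the 3 transcripts. The same filter on RPKM therefore kept genes with fewer reads in thinned footprints than in RNA-seq, so the thinning does not isolate depth.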

Cisplatin treatment for 21 hours led to the upregulation of translation for 1274 mRNAs and downregulation of translation for 1626 mRNAs (Figs. 5g and S5a–e), with a notable impact on genes involved in protein transport and vesicle-mediated transport (Fig. 5h). 

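At 21 h, 1959 of 10390 mRNAs had more footprints and 2100 had fewer than with PBS (limma, Benjamini-Hochberg adjusted p under 0.05). The balance between the directions depended on the scaling and on the filter, and with RPKM as deposited 2183 were higher and 1971 lower. With an absolute log2 fold change above 1 required as well, 459 were higher and 891 lower. The largest rises were in Il6 (ENSMUSG00000025746), Atf3 (ENSMUSG00000026628) and Ddit3 (ENSMUSG00000025408). Atf3 went from 19.4 ± 0.0727 RPKM (SD, n = 2) to 256.1 ± 18.8, a log2 fold change of 3.65 (SE 0.11, adjusted p = 1.11e-06 from limma). Ddit3 went from 11.4 ± 0.531 to 146.9 ± 9.25 RPKM, and Il6 from 1.08 ± 1.05 to 19.5 ± 4.48 RPKM. The rise of Il6, 3.79 on the log2 scale (SE 0.45, adjusted p = 0.000407 from limma), rests on a mean of 3.5 reads with PBS and 44 at 21 h. The largest falls were in Gmds (ENSMUSG00000038372), Atg10 (ENSMUSG00000021619) and Tbc1d5 (ENSMUSG00000023923). Gmds fell by 4.53 on the log2 scale (SE 0.24, adjusted p = 8.34e-06 from limma), from a mean of 150.5 reads to 3. Tbc1d5 fell by 4.41 (SE 0.20, adjusted p = 5.77e-06 from limma), from 19.3 ± 0.157 to 0.444 ± 0.0169 RPKM. Atg10 had 0 reads in both libraries at 21 h and was at least 8.19-fold lower, or at least 4.75-fold without PBS replicate 1, as the PBS libraries had 52 and 19 reads. These changes passed under each of the alternatives run for them.
For transport, a set of 218 vesicle and protein transport genes was taken by symbol (COPI and COPII coats, Sec61, TRAPP, exocyst, Vps, adaptor, sorting nexin, Rab, Tmed and SNARE genes). Of these, 32 had more footprints and 50 fewer at 21 h. The median log2 fold change of the set was -0.04, with 97 of the 218 genes above 0, and the set did not stand apart from the rest of the genes (limma's camera, adjusted p = 0.287 over 10 sets). Under limma's fry, which tests the set on its own, the adjusted p was 0.00502, and over the alternatives run for this set it ranged from 0.00502 to 0.461.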

The inhibition of protein synthesis during Cis treatment was further validated using a puromycin incorporation assay (Fig. S6a, b). In addition, polysome profiling specifically showed a reduction in the association of *Ire1α* mRNA with polysomes after cisplatin treatment, indicating inhibited translation of *Ire1α* (Fig. 5i). In summary, these data suggest that chemotherapy reduces IRE1α protein levels by inhibiting its translation.

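IRE1α is listed as Ern1 (ENSMUSG00000020715). Its footprints were 9.38 ± 1.47 RPKM (SD, n = 2) with PBS, 7.84 ± 1.36 at 6 h and 6.76 ± 0.392 at 21 h, on a mean of 136.5, 94.5 and 71 reads. The log2 fold change was -0.26 (SE 0.20, adjusted p = 0.498 from limma with Benjamini-Hochberg adjustment) at 6 h, within the spread between replicates. Leaving out 1 library in turn gave -0.09 (without 6 h replicate 2) to -0.43 (without 6 h replicate 1). At 21 h it was -0.47 (95% confidence interval -0.93 to -0.01, adjusted p = 0.0957 from limma), and both libraries lay below both PBS libraries.
Ern1 RNA was 4.42 ± 0.550 RPKM (SD, n = 2) with PBS, 3.02 ± 0.484 at 6 h and 2.85 ± 0.448 at 21 h, on a mean of 83, 45.5 and 43.5 reads. The log2 fold change was -0.43 (SE 0.25, adjusted p = 0.542 from limma) at 6 h and -0.63 (95% confidence interval -1.18 to -0.08, adjusted p = 0.0938 from limma) at 21 h. Under voom on the recovered reads, Ern1 passed at 21 h in footprints (log2 fold change -0.51, adjusted p = 0.0283 from limma) and in RNA-seq (-0.73, adjusted p = 0.00841 from limma). Over the alternatives, the adjusted p at 21 h ranged from 0.0283 to 0.18 for footprints and from 0.00841 to 0.159 for RNA-seq. Ern1 spans 90.2 kb of the genome, and 594 genes of similar span and RNA level had a median RNA change of -0.34 at 21 h.
The TE of Ern1 changed by 0.16 on the log2 scale (SE 0.30, 95% confidence interval -0.50 to 0.83, adjusted p = 0.937 from limma) at 6 h and by 0.16 (SE 0.30, 95% confidence interval -0.51 to 0.82, adjusted p = 0.879 from limma) at 21 h. Taken per replicate number, the ratio of footprint to RNA-seq RPKM was 2.16 ± 0.601 (SD, n = 2) with PBS, 2.66 ± 0.875 at 6 h and 2.39 ± 0.238 at 21 h. The 6 h value depended on single libraries, and without footprint replicate 1 at 6 h it was -0.0036. At 21 h it was 0.02 without footprint replicate 2 of PBS and 0.29 without footprint replicate 1 of PBS. A fall in the TE of Ern1 was not detectable with these libraries, which leaves changes down to -0.51 on the log2 scale within the interval at 21 h. Each assay was scaled on its own, so this TE is relative to that of other genes. The paper's puromycin assay measured lower protein synthesis after Cis. A fall in translation shared by all mRNAs would not show in this TE or its interval.

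**Figure D1:**
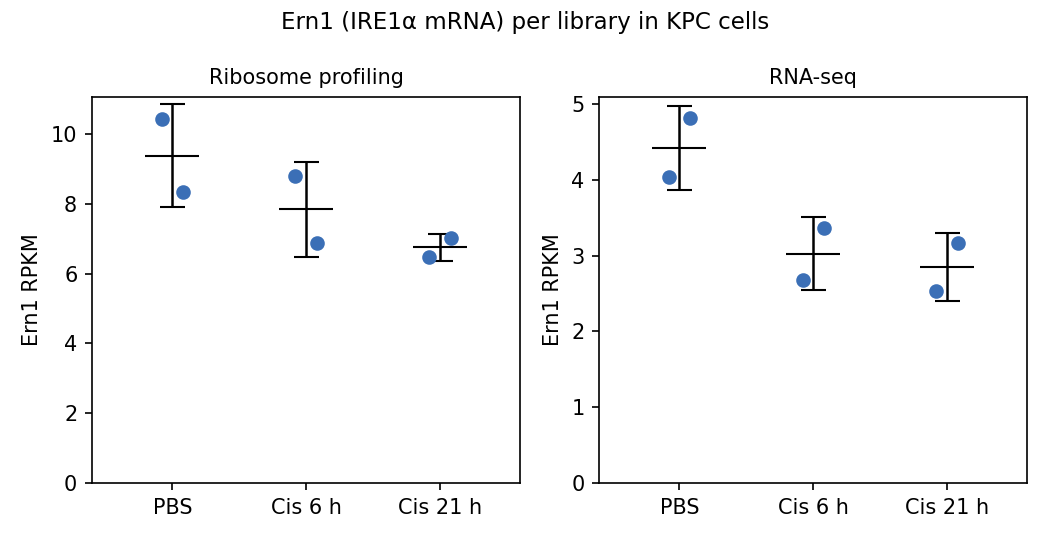
RPKM of Ern1 in each ribosome profiling library (left) and each RNA-seq library (right) of KPC cells treated with PBS or with Cis for 6 or 21 h. Points are libraries, horizontal bars are means and error bars are the SD of 2 libraries, and the mean falls from PBS to 21 h in both assays.

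The paper measured no decrease in Ire1α mRNA by q-PCR (Fig. 5a) and no faster degradation of the protein (Fig. 5b-e), and then examined translation by ribosome sequencing, puromycin incorporation (Fig. S6a, b) and polysome association (Fig. 5i). From these data, it proposes that lower translation of Ire1α accounts for the lower protein level after chemotherapy.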

### Chemotherapy increases cancer cell susceptibility to ER stress-induced cell death

Given the pivotal role of IRE1α-XBP1s signaling pathway in enhancing protein folding capacity to manage ER stress, we investigated the impact of chemotherapy on this response. Thapsigargin (TG), a known ER stress inducer, markedly upregulated the level of *Xbp1s* and its target genes, including chaperones such as *Grp78* and *Grp94*, as well as ERAD components *Sel1l*, *Hrd1*, and the protein disulfide isomerase *Pdia6* in PDAC cells (Fig. 6a). In contrast, cisplatin treatment mitigated the IRE1α-mediated UPR responses (Fig. 6a). This effect was consistently observed with tunicamycin (TM), another ER stress inducer (Fig. S7a, b). Combined treatment with cisplatin and TG did not alter PERK signaling, as indicated by eIF2α phosphorylation; however, cleaved caspase-3 was synergistically increased following the combined treatment (Fig. 6b, lanes 4 vs. 3). In vitro cell viability assays further confirmed that this combined treatment increased cell death compared to cisplatin alone, with the addition of either TG (Fig. 6c) or TM (Fig. 6d) at indicated dosages. Based on these findings, we might devise a novel therapeutic strategy that combines chemotherapy with ER stress inducers.

**Fig. 6:**
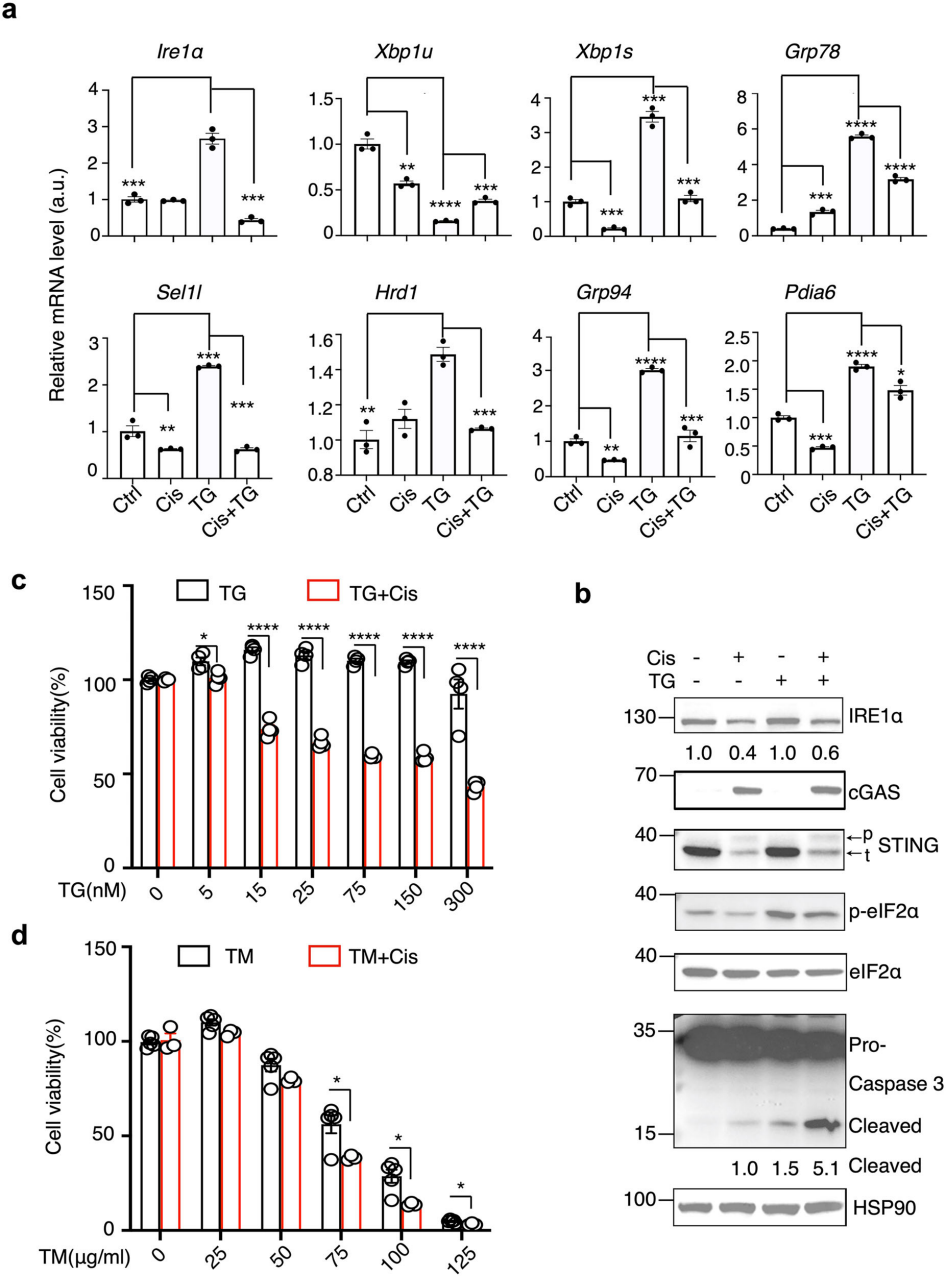
Chemotherapy sensitizes cancer cells to ER stress inducers. **a** q-PCR analysis of indicated genes in KPC cells treated with 20 μΜ Cis and Thapsigargin (TG,100 nM) for 24 hours (n = 3, representative of two independent biological repeats). **b** Immunoblot analysis of KPC cells treated with Cis ± TG for 24 hours, Blots are representative of two independent biological repeats. Cell viability analysis of KPC cells treated with Cis and varying concentrations of TG (**c**) or Tunicamycin (TM, **d**) for 24 hours (n = 3-5, combined from 2 independent repeats). Data are presented as mean ± SEM. Statistical significance was evaluated using an unpaired, two-tailed Student’s t-test (**a**, **c**, **d**). *, p < 0.05; **, p < 0.01; ***, p < 0.001; ****, p < 0.0001.

### Exacerbating proteostasis imbalance enhances the efficacy of chemotherapy

We demonstrated that abolishing STING signaling in PDAC cells (*Sting*^*-/-*^) sensitizes cancer cells to chemotherapy (Fig. 2c, d). Encouraged by in vitro results of combining chemotherapy with ER stress inducer (Fig. 6c, d), we evaluated whether this combined treatment could further enhance therapeutic efficacy in vivo, building on the impact of STING signaling inhibition.

Immunodeficient mice were subcutaneously transplanted with STING KO Panc02 cells and treated with chemotherapy, TM, or both. The combination therapy significantly enhanced the antitumor efficacy of chemotherapy, as demonstrated by a substantial reduction in tumor size in the combination-treated mice compared to chemotherapy alone (Fig. 7a–c), indicating an intrinsic effect on cancer cells. This enhanced efficacy of combined treatment was also observed in immunocompetent mice (Fig. 7d, e), ruling out potential negative impact of this strategy on the host immune system's anti-tumor response. Furtherly, to better mimic the human clinical setting where STING is expressed, we conducted in vivo experiments comparing tumor growth in mice transplanted with WT PDAC cells and treated with chemotherapy alone, chemotherapy combined with TM, or chemotherapy combined with both TM and STING antagonist H151. Notably, the combination of TM and H151 resulted in the greatest suppression of tumor growth under chemotherapy (Fig. S7c). Therefore, we proposed a model illustrating the synchronized effect of STING pathway inhibition and ER stress induction in conjunction with chemotherapy (Fig. 7f), highlighting the potential of this approach to enhance chemotherapy efficiency and serve as a promising therapeutic strategy.

**Fig. 7:**
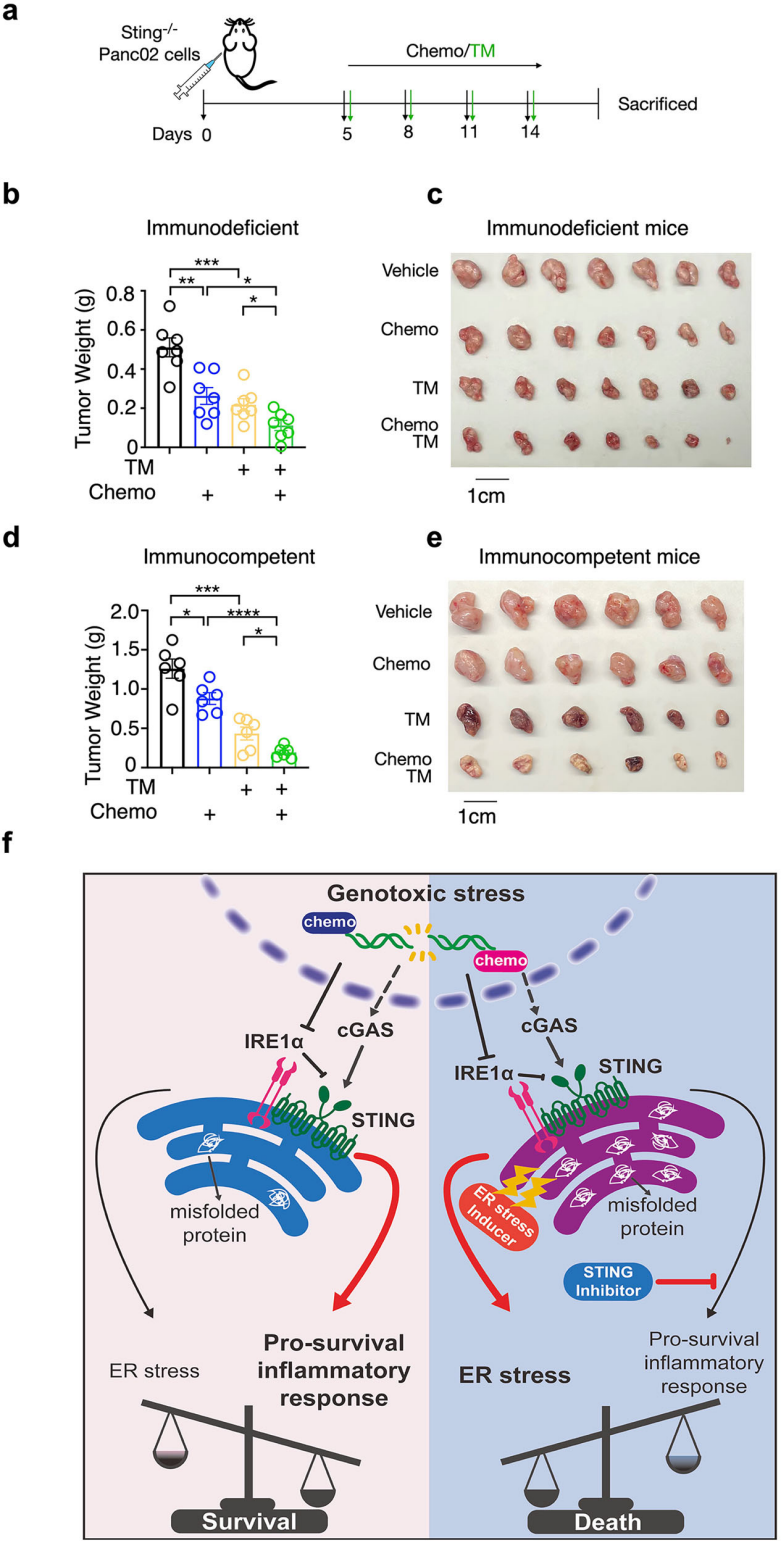
Targeting STING and ER homeostasis enhances the efficacy of chemotherapy. **a** Schematic of cancer model: *Sting*^*-/-*^ Panc02 cell -transplanted mice received four intraperitoneal injections of Chemo drugs (Cis, 3 mg kg^−1^; 5FU, 25 mg kg^−1^; Irinotecan, 25 mg kg^−1^) and four peritumoral TM injections (TM, 0.3 mg kg^−1^). Tumors from immunodeficient (**b**, **c**) or immunocompetent (**d**, **e**) mice at the end of experiment (Day 16 and Day 19, respectively). Tumors weight quantification in immunodeficient mice (**b**, n = 7 mice per group), and in immunocompetent mice (**d**, n = 6 mice per group), representative of two independent repeats. **f** Proposed model illustrating the synchronized effect of STING pathway inhibition and ER stress induction, in conjunction with chemotherapy. STING is negatively regulated by IRE1α in PDAC, while chemotherapy-induced downregulation of IRE1α amplifies STING signaling and promotes cancer cell survival. However, this dysregulated proteostasis network increases susceptibility to ER stress-inducing agents. All values are presented as mean ± SEM. Statistical significance was determined using an unpaired, two-tailed Student’s t-test (**b**, **d**). *, p < 0.05; **, p < 0.01; ***, p < 0.001; ****p < 0.0001.

## Discussion

PDAC is an exceptionally aggressive malignancy, often diagnosed at an advanced stage when curative surgical resection is no longer an option. Chemotherapy remains a standard treatment across various stages of PDAC; however, its response rate is exceedingly low [4]. Therefore, analyzing the intracellular signaling network reprogramming that occurs after chemotherapy and developing targeted strategies to improve PDAC chemotherapy efficacy are essential. Our study delineated the altered signaling landscape, its underlying molecular mechanisms, and its pathophysiological significance in chemotherapy-treated PDAC. We further proposed a combinatorial treatment strategy integrating chemotherapy, STING inhibition, and ER stress induction and achieved optimal therapeutic efficacy (Fig. 7f).

STING, a critical mediator of the cellular response to cytosolic DNA, plays a pivotal role in linking DNA damage and inflammation [16, 22]. With genetic deletion or chemical inhibition of STING, our data showed cisplatin and 5FU induced STING-mediated inflammation in PDAC, mounting a pro-tumor survival effect both in vitro and in immune-deficient or immune-competent animals (Fig. 2a–d). Canonically, STING agonists induce the exit of STING from the ER and its trafficking to the TGN for activation and recruitment of downstream effectors in innate immune cells [8], and activated STING is subsequently trafficked to endolysosomes for degradation [13, 14]. Our studies showed that a fraction of STING flows out of the ER for phosphorylation and activation upon cisplatin or DMXAA treatment in PDAC cells (Fig. 2e, f). However, unlike in macrophages, this activated STING fraction in PDAC does not appear to undergo lysosomal degradation (Fig. 2g, h), highlighting the unique nature of STING trafficking and signaling regulation in cancer cells. Future research should focus on delineating the precise molecular mechanisms by which STING is modulated in the ER and post-ER organelles of cancer cells under chemotherapy, which might facilitate the development of other therapeutic strategies to suppress tumor-intrinsic pro-survival STING signaling for cancer treatment.

IRE1α, the most ancient and conserved ER-resident sensor of misfolded proteins, activates its ribonuclease activity upon activation to splice *Xbp1* mRNA, producing the transcription factor XBP1s, which expands ER volume and enhances protein-folding capacity [28, 41, 42]. By restoring proteostasis, IRE1α plays a critical role in the resistance of pancreatic cancer to KRAS inhibitor therapies [44]. More recently, IRE1α has been shown to participates in broad biological and pathological processes, including pain, muscle regeneration, thermogenesis, and pyroptosis, which are independent of the regulation of ER protein homeostasis but related to IRE1α's RNase activity to degrade target mRNAs in a context-dependent manner [45–48]. IRE1α can mediate the degradation of ER-resident STING via lysosomal degradation in Toll-interacting protein (TOLLIP)-deficient mouse embryonic fibroblasts [40], while being dispensable for the negative regulation of ER-resident STING levels in macrophages under homeostatic conditions [39]. In this study, we found that IRE1α serves as a negative modulator of chemotherapy-induced STING signaling in PDAC by promoting STING protein degradation through their transmembrane domains, independently of IRE1α's RNase activity or XBP1s (Fig. 4k, l). Particularly, IRE1α mRNA translation and protein levels in PDAC were significantly downregulated following chemotherapy, enabling an enhanced STING-mediated pro-survival response. Taken together, beyond its role as a key signaling hub for maintaining ER homeostasis, the IRE1α pathway functions as a master regulator of various critical signaling pathways, including the regulation of STING signaling in PDAC, which can be reprogrammed by PDAC cells to adapt to chemotherapy.

We found that chemotherapy drugs, in a STING dependent manner, cause PDAC cells to up-regulate multiple inflammatory cytokines, which have the effect of promoting tumor survival and antagonizing cellular immunity in a variety of tumors [49, 50]. Among the diverse repertoire of inflammatory cytokines upregulated, *Il6* transcription in KPC cells following chemotherapy increased by over 200-fold (Fig. 1c, g, h), accompanied by a substantial elevation in IL-6 secretion (Fig. 1d). While tumor cell-intrinsic STING signaling has been reported to promote tumor cell survival in an IL-6–dependent manner [16, 31], the precise contribution of IL-6 to this effect in PDAC, as well as the potential roles of other STING-driven processes such as NF-κB activation and autophagy induction, warrants further study. 

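Footprint changes in Cis-treated KPC cells at 21 h, which went in both directions, were set against RNA-seq of the same time point. In RNA-seq, 1094 of 9459 genes were higher and 1154 lower than with PBS (limma, Benjamini-Hochberg adjusted p under 0.05). Of the mRNAs with a called footprint change at 21 h, 3776 were also tested in RNA-seq, and 3486 of them (92.3%) moved in the same direction. The TE of 24 genes was higher and of 14 lower at 21 h, out of 9312 tested, and 1183 genes had an unadjusted p under 0.05. Without the trend of variance with expression, 0 genes passed and 1098 had an unadjusted p under 0.05. The largest rises in TE were in mt-Nd4l (ENSMUSG00000065947, log2 fold change 1.57, SE 0.14, adjusted p = 0.00089 from limma), Nxt1 (ENSMUSG00000036992, 1.35, SE 0.19) and Ftl1 (ENSMUSG00000050708, 1.19, SE 0.22). The largest falls were in Tbc1d5 (-2.19, SE 0.34, adjusted p = 0.0328 from limma), Msra (ENSMUSG00000054733, -2.05, SE 0.36, adjusted p = 0.0403 from limma) and Rbm39 (ENSMUSG00000027620, -1.15, SE 0.17, adjusted p = 0.0218 from limma). Msra had at most 3 reads per library at 21 h in both assays, so the size of its TE change depends on the pseudocount. Over the alternatives, the adjusted p from limma ranged from 0.00927 to 0.69 for Msra, from 0.00984 to 0.153 for Tbc1d5 and from 0.00797 to 0.185 for Ftl1. Each of these 3 calls was lost under 6 alternatives, while those of Nxt1 and Rbm39 were lost under 2 and that of mt-Nd4l under 1, apart from fits that pair libraries by number. Rbm39 footprints fell by 0.50 on the log2 scale while its RNA rose by 0.65.
The largest RNA-seq rises at 21 h were in Fosb, Dusp1 and Fos, and the largest falls were in Babam2, Prkca and Cmss1. Dusp1 rose by 3.62 (SE 0.22, adjusted p = 2.91e-05 from limma) and Fos by 3.54 (SE 0.25, adjusted p = 5.16e-05 from limma) on the log2 scale. Fosb had 0 reads in the PBS libraries and was at least 18.9-fold higher at 21 h. Babam2, Prkca and Cmss1 had at most 3 reads per library at 21 h, and were at least 10.1-fold, 39.9-fold and 4.62-fold lower.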

Of note, our results show that cisplatin induces an altered translational program in PDAC cells, leading to downregulation of translation for 1626 mRNAs at the 21 hours time point (Fig. 5f, g). The top genes with decreased translation are enriched in protein transport and vesicle-mediated transport pathways, but not in inflammatory response pathways (Fig. 5h). 

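Gene sets were compared with limma's camera (preset inter-gene correlation of 0.01, adjusted over 10 sets) in TE, footprints and RNA-seq at 21 h. The vesicle and protein transport set had a median TE change of -0.0028 on the log2 scale, with 102 of 209 genes above 0 (adjusted p = 0.749). In this set 0 genes passed for TE, and 26 had an unadjusted p under 0.05. Medians this close to 0 changed sign with the setting, and without PBS replicate 1 of RNA-seq this one was 0.00048. GPI anchor synthesis (22 genes, median -0.06, adjusted p = 0.73), ATP synthase (17 genes, -0.04, 0.431) and translation factors (63 genes, -0.02, 0.522) did not stand apart either. GPI anchor synthesis was at 0.20 without footprint replicate 1 of PBS and at -0.20 without replicate 2, ATP synthase at 0.10 without footprint replicate 1 of PBS, and translation factors at 0.01 without replicate 2 of RNA-seq at 21 h. The TE of 67 of 75 ribosomal protein genes rose, with a median of 0.35 (adjusted p = 1.68e-27). In that set, 6 genes passed as higher and 3, Rpl12, Rplp0 and Rplp1, as lower, the 3 being named because they were few and not by a rule set beforehand. Ribosomal protein footprints changed little (median 0.08, adjusted p = 0.178), while the RNA of 1 of 77 genes was above 0 (median -0.23). ER chaperone and ERAD genes had a lower TE, with a median of -0.12 and 5 of 23 genes above 0 (adjusted p = 0.021), and -0.27 without replicate 1 of RNA-seq at 21 h.
Among inflammatory genes, the TE of 33 NF-kB targets had a median of -0.07 (11 above 0, adjusted p = 0.749) and that of 30 interferon-stimulated genes a median of -0.05 (14 above 0, adjusted p = 0.749). Without single libraries, these medians ranged from -0.19 (footprint replicate 2 of PBS left out) to -0.02 (RNA-seq replicate 2 of PBS) and from -0.07 to 0.03 (footprint replicate 1 at 21 h). NF-kB target footprints rose, with a median of 0.47, 24 of 33 genes above 0, 17 called higher and 4 lower (adjusted p = 0.00159). Interferon-stimulated genes had a median footprint change of 0.0075, with 6 called higher and 8 lower (adjusted p = 0.925), and of -0.01 without footprint replicate 2 at 21 h. Targets of the integrated stress response (ISR, 23 genes, median 0.55, 18 above 0, adjusted p = 2.43e-05) and of p53 (23 genes, 0.44, 17 above 0, 0.00159) also rose in footprints. The p53 median was 0.28 without footprint replicate 2 of PBS. Their TE medians, 0.11 and 0.12, did not stand apart (adjusted p = 0.207 and 0.576), and went down to 0.02 without RNA-seq replicate 1 of PBS and without RNA-seq replicate 2 at 21 h, respectively. Under fry, the calls of ribosomal proteins in TE (adjusted p = 0.0449) and of NF-kB, ISR and p53 targets in footprints (0.000784, 0.000907 and 0.000784) held, and that of ER genes in TE did not (0.0806). With an inter-gene correlation estimated from the libraries, none of the sets passed in footprints or TE, the lowest adjusted p being 0.147.

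**Figure D2:**
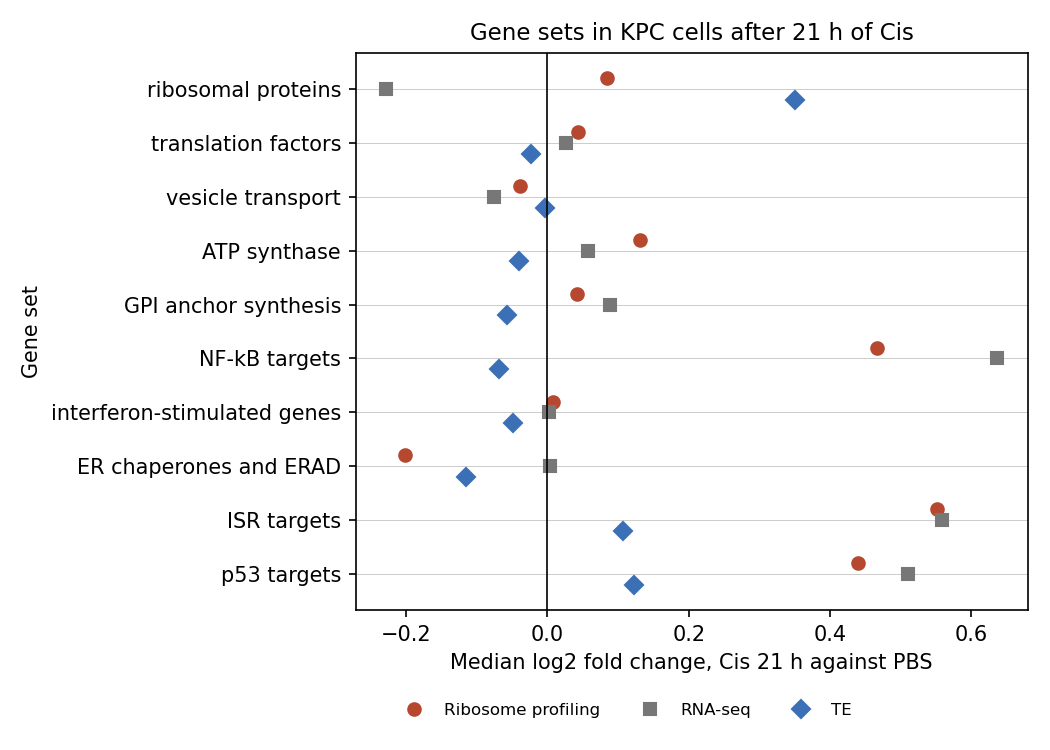
Median log2 fold change of 10 gene sets in ribosome profiling (circles), RNA-seq (squares) and TE (diamonds) of KPC cells after 21 h of Cis against PBS. NF-kB, ISR and p53 targets lie to the right of 0 in ribosome profiling and RNA-seq, and ribosomal proteins lie to the left of 0 in RNA-seq (-0.23) and to the right in TE (0.35).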

Previous studies have reported that STING activation can reprogram cellular mRNA translation, promoting an inflammatory- and survival-favored translational program in a PERK-eIF2α-dependent manner [51]. Additionally, while nutrient deprivation leads to a substantial global inhibition of protein translation, selective increased translation of cytokine and inflammatory mRNAs has been observed in starved cancer cells, also dependent on eIF2α signaling [52]. Of note, PERK protein levels (Fig. 3c) and eIF2α phosphorylation (Fig. 6b) remain largely intact in PDACs following chemotherapy. Whether the maintenance of inflammatory gene translation amid substantial translational arrest in chemo-treated PDAC cells involves the PERK-eIF2α axis or the broader integrated stress response warrants future investigation.

Our studies show tumor cells selectively downregulate the IRE1α pathway to amplify the production of the pro-survival inflammatory molecules, but this rewired proteostasis network renders cancer cells highly vulnerable to ER stressors. Furthermore, combining chemotherapy with the inhibition of cancer cell-intrinsic STING and disruption of the ER proteostasis network can significantly enhance the effectiveness of PDAC treatment. Therefore, the intricate relationship between chemotherapy, proteostasis, IRE1α, and STING underscores the complexity of cellular stress responses in cancer. Understanding these interactions opens new avenues to precisely target vulnerabilities of cancer cells. Future research should focus on developing targeted drug delivery systems capable of precisely delivering cisplatin, ER stress inducers, and STING inhibitors directly to cancer cells, thereby enhancing the efficacy and minimizing the toxicity of this combined treatment strategy. Additionally, investigating whether these combination strategies can improve chemotherapy sensitivity in other gastrointestinal tumors, particularly those characterized by prominent proteostasis and inflammatory signatures, represents a promising avenue for future exploration.

## Materials and methods

### Ethics approval

Human PDAC tissue specimens were obtained from the Department of Hepatobiliary and Pancreatic Surgery, the First Affiliated Hospital, Zhejiang University. The human research protocols were approved by the Clinical Research Ethics Committee of the First Affiliated Hospital, Zhejiang University School of Medicine (Approval No. IIT20230213B). Written informed consent was obtained from each patient at the time of enrollment.

### Mice

Male athymic Nude and C57BL/6 mice (6–8 weeks old) were obtained from Shanghai SLAC

Laboratory Animal Co. and housed under controlled conditions (20°C, 40-60% humidity) with a 12-hour light/dark cycle. They were fed a standard chow diet (LabDiet 5LOD:13% fat, 57% carbohydrate, 30% protein). All experimental procedures involving animals were approved by the Animal Experimentation Ethics Committee of the First Affiliated Hospital, School of Medicine, Zhejiang University, in compliance with institutional and national guidelines for animal welfare.

### In vivo tumor studies

The PDAC KPC cell line, derived from *Kras*^*LSL-G12D*^*; Trp53*^*LSL-R172H*^*; Pdx1-Cre* mouse tumors, was provided by Dr. R. Kalluri (MD Anderson Cancer Center), while Panc02 cell line was obtained from ATCC (USA). For tumor implantation, 7.0 ×10^5^ KPC cells or 1.0 ×10^5^ Panc02 cells were injected into the right flank of mice. Five to seven days post-transplantation, mice were randomized into groups for drug treatment. Drug administration was performed as described. The chemotherapy group received intraperitoneal injections of cisplatin (Cis, 3 mg kg^−1^), 5-fluorouracil (5FU, 25 mg kg^−1^), and irinotecan (25 mg kg^−1^). H151 (5 mg kg^-1^) was administered intraperitoneally, and Tunicamycin (TM,0.3 mg kg^−1^) peritumorally. All drugs were obtained from MedChemExpress (MCE). Tumor growth was monitored, and tumors were harvested when remained <10% of body weight and dimension <20 mm, per ethical guidelines.

### Survival curve analysis of cancer patients

Survival curves were generated based on IRE1α expression levels using data from the cBioPortal database. Median IRE1α expression was calculated based on mRNA z-scores relative to all samples (log FPKM values). Patients with hazard ratios ranging from -2.51 to -0.06 were classified as IRE1α Low (n = 108), while those with hazard ratios from -0.06 to 4.83 were classified as IRE1α High (n = 49).

### Cell culture and drug treatment

HEK293T, MEF, Raw264.7 cells were obtained from ATCC and cultured in DMEM medium (Cytiva), supplemented with 10% FBS (Braserum) and 1% penicillin/streptomycin at 37°C under 5% CO_2_. Drug treatments (all from MCE) were administered at optimized concentrations: Cis (20 μM), 5FU (20 μM), oxaliplatin (20 μM), DMXAA (20 μg/mL), H151 (4 μg/mL, 1-hour pretreatment), thapsigargin (TG,100 nM), tunicamycin (TM, 5 μg/mL), cycloheximide (CHX,50 μg/mL), MG132 (25 μM), brefeldin A (BFA, 5 μg/mL), Bafilomycin A1(BafA1, 20 nM), chloroquine (100 μM), Rsl3 (20 μM), MRTX1133 (20 μM), ATM inhibitor KU-55933 (1 μM), and ATR inhibitor VE-821 (1 μM). All treatments were conducted under sterile conditions with optimized incubation times for each setup.

### CRISPR-mediated gene KO cells

CRISPR-Cas9-mediated knockout (KO) of IRE1α and STING was achieved using the lentiCRISPRv2 vector, developed by the Zhang laboratory at MIT, following previously described protocols [53]. The lentiCRISPRv2 vector was engineered to express the single guide RNA (sgRNA), Cas9 protein, and a puromycin resistance gene for selection. The sgRNAs targeting *Ire1α* and *Sting* were designed, synthesized, and cloned into the vector. The specific sgRNA sequence for *Sting* was: 5’-TGAGGGCTACATATTTGGAG-3’. The specific sgRNA sequence for *Ire1α* was: 5’-CAGGGTCGAGACAAACAACA-3’. Successfully transduced cells were selected using puromycin to establish stable knockout cell lines for subsequent experiments. Sanger sequencing of the targeted loci was further performed to confirm indel formation at the expected sites in knockout (KO) cells used in the experiments.

### Western blot and image quantitation

For protein isolation from cells, cell lysates were prepared as described in previous studies *(39,53)*. Briefly, cells were lysed in RIPA Lysis Buffer (Beyotime), supplemented with phosphatase and protease inhibitors (MedChemExpress). After centrifugation at 20,000 g at 4°C for 10 minutes, the supernatant was collected, and protein concentration was determined using the BCA assay. For protein isolation from PDAC patient tumor samples, tissue specimens measuring approximately 5 mm × 5 mm × 5 mm were collected, finely minced using scissors, and homogenized. Protein isolation from these tumor samples was performed using the same method as described above for cell lysates. Samples were then separated using SDS-PAGE or Phos-Tag SDS-PAGE gel (APExBIO) and transfer to a polyvinylidene difluoride (PVDF) membrane (Millipore).

For Western blot analysis, the following antibodies were used: Flag (Sigma F1804; 1:2000), HA (Proteintech 51064-2-AP; 1:4000), HRD1 (Proteintech 13473-1-AP; 1:1000), IRE1α (Cell Signaling 3294; 1:3000), β-Tubulin (Proteintech 10068-1-AP; 1:3000), HSP90 (Proteintech 13171-1-AP; 1:5000), HSP60 (Proteintech 15282-1-AP; 1:5000), p-TBK1 (Ser172) (Cell Signaling 5483; 1:1000), TBK1 (Cell Signaling 38066; 1:2000), GAPDH (Abclonal AC033; 1:5000), STING (Proteintech 19851-1-AP; 1:2000), p-STING (Cell Signaling 72971; 1:1000), cGAS (Cell Signaling 31659; 1:2000), eIF2α (Cell Signaling 9722; 1:2000), p-eIF2α (Cell Signaling 3597; 1:1000), γ-H2AX (Abclonal AP0099; 1:2000), OXPHOS (Abcam ab110413; 1:5000), VDAC (Proteintech 10866-1-AP; 1:2000), LC3 (Proteintech 14600-1-AP; 1:2000), DRP1 (Proteintech 12957-1-AP; 1:2000), MFN2 (Proteintech 12186-1-AP; 1:2000), β-actin (Abclonal AC026;1:5000), p65 (Cell Signaling 8242; 1:2000), P-p65 (Cell Signaling 3033; 1:2000), GPX4 (Abclonal A1933; 1:1000), ERK1/2 (Cell Signaling 4696; 1:2000), p-ERK1/2 (Cell Signaling 4370; 1:2000), Caspase3 (Cell Signaling 14220; 1:1000), QRICH1 (Sigma-Aldrich HPA037677; 1:2000). Western blot band density was quantified using Image Lab Software version 4.1 on the ChemiDOC XRS+ system (Bio-Rad). Protein levels were normalized to loading controls such as HSP90, GAPDH, β-tubulin, or β-actin. Phosphorylated protein levels were normalized to their respective total protein levels as indicated as p/t. Data are expressed as the mean ± SEM unless otherwise noted. All full length uncropped original western blots used in the manuscript are uploaded in the Supplementary Materials file.

### Coimmunoprecipitation

The cells were lysed in a lysis buffer containing 150 mM NaCl, 1 mM EDTA, 50 mM Tris-HCl, a protease inhibitor cocktail (MedChemExpress), 0.5% Nonidet P-40 (NP-40), and 10 mM N-ethylmaleimide (NEM), on ice for 15 minutes. After lysis, the cell lysates were centrifuged at 20,000 g at 4°C for 10 minutes. The supernatants were collected, and protein concentration was measured using the Bradford assay. For immunoprecipitation, the respective antibody or control IgG was added to the supernatant and incubated overnight at 4°C. Following antibody incubation, 20 μL of Protein A/G PLUS-Agarose (Santa Cruz) was added to each sample and incubated for an additional 3 hours at 4°C. The agarose beads were then washed five times with the lysis buffer to remove nonspecific proteins. For elution, the immunocomplexes were boiled for 5 minutes in SDS sample buffer. The samples were then subjected to SDS-PAGE and analyzed by Western blot.

### Plasmid construction

Flag-tagged STING, cGAS, and HA-tagged IRE1α were cloned into the PCDH-CMV-MCS-EF1-Puro plasmid, a generous gift from Dr. Zhangsen Zhou at Shanghai Institute of Nutrition and Health, Chinese Academy of Science. All plasmids were constructed using standard molecular biology techniques and subsequently verified through DNA sequencing.

### RNA extraction, reverse transcription (RT) and quantitative PCR (Q-PCR)

Total RNA was isolated from cells using RNAiso plus kit (Takara). cDNA was generated with the PrimeScript™ RT reagent Kit, incorporating gDNA Eraser (Perfect Real Time, Takara), following the manufacturer's instructions. The cDNA was then amplified using TB Green Premix Ex Taq (Tli RNaseH Plus, Takara) according to the manufacturer's instructions. Q-PCR data were collected using the QuantStudio™ 5 (Applied Biosystems), with gene expression normalized to the ribosomal protein L32 gene for each sample.

The sequences of the primers used in this study are listed below:

*Il6* (AGACAAAGCCAGAGTCCTTCAG; TGCCGAGTAGATCTCAAAGTGA),

*Ccl5* (GCTGCTTTGCCTACCTCTCC; TCGAGTGACAAACACGACTGC),

*Ccl2* (TTAAAAACCTGGATCGGAACCAA; GCATTAGCTTCAGATTTACGGGT),

*Cxcl10* (AATCCGGAATCTAAGACCATCA; GCAATTAGGACTAGCCATCCAC)

*Xbp1s* (GAGTCCGCAGCAGGTG; GTGTCAGAGTCCATGGGA),

*Xbp1u* (ACTATGTGCACCTCTGCAGC; GTCCAGAATGCCCAAAAGG),

*Ire1α* (CTGTGGTCAAGATGGACTGG; GAAGCGGGAAGTGAAGTAGC),

*Hrd1* (AGCTACTTCAGTGAACCCCACT; CTCCTCTACAATGCCCACTGAC),

*Sel1l* (TGGGTTTTCTCTCTCTCCTCTG; CCTTTGTTCCGGTTACTTCTTG),

*Grp78* (TGTGGTACCCACCAAGAAGTC; TTCAGCTGTCACTCGGAGAAT),

*Grp94* (CTCAGAAGACGCAGAAGACTCA; AAAACTTCACATTCCCTCTCCA),

*Pdia6* (TGGTTCCTTTCCTACCATCACT; ACTTTCACTGCTGGAAAACTGC),

*Ifnb1* (AGATCAACCTCACCTACAGG; TCAGAAACACTGTCTGCTGG),

*L32* (GAGCAACAAGAAAACCAAGCA; TGCACACAAGCCATCTACTCA).

The Q-PCR conditions were: 94 **°**C for 5 min, 40 cycles of (94 **°**C for 15 sec, 58 **°**C for 15 sec and 72 **°**C for 30 sec), followed by dissociation curve analysis.

### Dual-luciferase reporter assay

Cells were transfected with the NF-κB luciferase reporter, TK Renilla, and the indicated plasmids using lipo8000 (Beyotime). Twenty-four hours post-transfection, whole-cell lysates were collected, and luciferase activity was measured using a dual-luciferase reporter assay system (Beyotime) according to the manufacturer’s instructions.

### Transwell assay

Transwell chambers (Corning, Inc.) without Matrigel were used for migration assays. A total of 500 µL of RPMI containing 10% FBS was added to the lower chambers, while 1×10^5^ cells suspended in serum-free RPMI were placed in the upper chambers. After 24 hours of culture, migrated cells were fixed with 4% paraformaldehyde and stained with crystal violet staining solution for 10 min at room temperature. Cells in the lower chamber were removed using a cotton-tipped swab. The picture was taken with light microscope (magnification, x100; Nikon Corporation).

### Cell Counting Kit-8(CCK-8) assay

To measure cell viability, cells were seeded in 96-well plates at a density of 1×10^5^ cells per well. The drugs were added to each well as the indicated concentration and incubated for 24 hours. Following treatment, 100 µL of complete culture medium containing 10 µL CCK-8 reagent (GlpBio) was added to each well. The plates were then incubated in the dark at 37°C for 1 hour. Absorbance was measured at 450 nm.

### Transmission electron microscopy (TEM)

KPC cells were seeded in six-well plates at a density of 1×10^6^ cells per well. The cells were then treated with either 20 µM Cisplatin or PBS as a control for 24 hours. Following treatment, the cells underwent fixation, staining, dehydration, and processing. Imaging was performed using a JEOL JEM-1400 transmission electron microscope, with services provided by the Electron Microscopy and Histology Core Facility at the Zhejiang University.

### Puromycin translation assay

KPC and Panc02 cells were seeded in 6-well plates and treated with cisplatin. Cells were then labeled with 10 μg/mL puromycin for 30 minutes. Subsequently, cells were washed twice with PBS, lysed in RIPA buffer containing protease inhibitors, and centrifuged to collect the supernatant. Newly synthesized proteins were detected by Western blot using anti-puromycin antibody (Abclonal, A23031; 1:2000).

### Ribosome sequencing

KPC cells were treated with 20 μM Cis or PBS for 6 or 21 hours in 6 cm dishes. After two PBS washes, cells were lysed with 500 μL buffer (8 mM HEPES pH 7.4, 80 mM KCl, 4 mM MgCl₂, 2% Triton X-100, 200 μg/mL CHX) and incubated on ice for 10 minutes. Lysates were centrifuged at 12,000 rpm for 12 minutes at 4°C, and supernatants were sent to Novogene for RNA-seq library preparation under RNase-free conditions. Separately, 900 ng of RNA was digested with RNase I (3 hours), extracted with TRIzol™ LS, denatured at 65°C, and resolved on a 15% TBE-Urea gel. RNA fragments (25-35 nt) were excised, eluted overnight at 4°C, and precipitated with isopropanol. Libraries were constructed using the NEBNext Small RNA Library Prep Set (E7330L) and sent to Novogene for sequencing.

### RNA-seq

Cells were washed, trypsinized, and resuspended in TRIzol Reagent for RNA extraction following the manufacturer's protocol. RNA-seq libraries were prepared using the VAHTS Universal V8 RNA-seq Library Prep Kit (Vazyme, NR605-02) and sequenced on the Illumina NovaSeq 6000 platform (150-bp paired-end). Quality control was performed with FastQC, and reads were aligned to the mouse genome (GRC38) using Salmon (v1.9.0). Differential gene expression analysis was conducted with DESeq2 (v1.38.3) in R (v4.2.1). Genes with adjusted p-value < 0.05 and log2 fold change > 1 were analyzed via Gene Set Enrichment Analysis (GSEA, v4.2.2). Heatmaps were created with the Complex Heatmap package (v2.14.0).

### Polysome profiling

KPC cells were treated with cisplatin or PBS for 21 hours, followed by treatment with 200 μg/mL cycloheximide for 10 min at 37 °C. The cells were then disaggregated with trypsin-EDTA (0.05%) for 10 min and washed twice with 200 μg/mL cycloheximide in 1× cold PBS. For polysome lysis, cells were resuspended in a lysis buffer composed of 15 mM Tris-HCl (pH 7.4), 15 mM MgCl_2_, 300 mM NaCl, 100 µg/mL cycloheximide, 1% Triton X-100, 40 U/µL RNase I, and 24 U/mL DNase. The mixture was incubated on ice for 10 minutes and then centrifuged at 12,000 × g for 10 minutes at 4 °C. Sucrose gradients were prepared using the BioComp Model 108 Gradient Master, employing 10% and 50% sucrose solutions (sucrose diluted in polysome buffer containing 15 mM Tris-HCl, 15 mM MgCl_2_, and 300 mM NaCl, all prepared under RNase-free conditions). The clear supernatants from lysed cells were loaded onto the 10% to 50% sucrose gradients and centrifuged at 150,000 × g (SW40 rotor, HIMAC CP80WX HITACHI) for 180 minutes at 4°C. Sucrose gradient fractions were collected using the ISCO gradient fractionation system (ISCO Model 160 Gradient Former Foxy Jr. Fraction Collector), and absorbance was monitored at 254 nm to record the polysome profile.

### Power analysis of the animal size

Based on sample size formula of the power analysis, N = 8(CV)^2^(1)/(PC)^2^, to reach the error = 0.05, Power = 0.80, percentage change in means (PC) = 20%, co-efficient of variation (CV) = 10 ~ 15% (varies between the experiments), 4-6 mice per group are the minimal number of mice to obtain statistical significance and to ensure adequate power.

### Statistical analysis

Results were presented as mean ± SEM, *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.001. Group comparisons were performed using an unpaired two-tailed Student’s t-test. While normal distribution was assumed, it was not formally tested. No sample size calculations were conducted for in vitro experiments. All animals and samples were included without exclusions. Experiments were repeated at least twice or with independent samples.

## Supplementary information

Supplementary figure legends

Figure S1

Figure S2

Figure S3

Figure S4

Figure S5

Figure S6

Figure S7

Full length original western blots

## Data Availability

The RNA-seq data reported in this article has been deposited in National Genomics Data Center (*NGDC)* and are accessible through https://ngdc.cncb.ac.cn/gsa/s/A66t7je2. The Ribo-seq data reported in this article has been deposited in NCBI and accessible through https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE284365 (#GSE284365, secure token: uladcgqyhzojpqt). All data supporting the findings of this study are available from the corresponding author on reasonable request.

# Supplementary material for: IRE1α translational suppression potentiates STING-dependent chemoresistance in pancreatic cancer
**Source:** Cell Death Dis. 2025 Oct 6;16(1):680. doi: 10.1038/s41419-025-07999-x
**Supplement:** Supplementary file 1 — Supplementary figure legends

**Supplementary materials**

**IRE1α Translational Suppression Potentiates STING-Dependent Chemoresistance in Pancreatic Cancer**

Yuan Luo^1, 5, 6^*, Mengqi Sun^1, 5^, Lei Chang^1, 5^, Zinan He ^2^, Xinghang Zhou^1^, Yaming Yuan^3^, Huijuan Sun^3^, Shiqi Luo^4^, Jinyan Huang^1^, Hongkun Wu^1^, Wenjun Liu^1^, Zhangsen Zhou^3^, Yuanhui Mao^4^, Yewei Ji^1, 2^*, Tingbo Liang^1^*

Include:

- 7 supplementary figures

**Supplementary figure legends**

**Figure S1. Chemotherapy induces inflammation via the STING pathway in PDAC.**
**a-b.** Immunoblot **(a)** and q-PCR **(b)** analysis in Panc02 cells treated with 20 μM Cis for 24 hours (n = 6-7, combined from 2 independent repeats). **c.** q-PCR analysis in *Sting^-/-^* Panc02 cells treated with 20 μM Cis for 24 hours (n = 3, representative two independent repeats). **d.** Quantification of tumor weights from immunodeficient mice that received four intraperitoneal injections of chemotherapy drugs (Cis 3 mg kg^−1^, 5FU 25 mg kg^−1^, Irinotecan 25 mg kg^−1^) alone or in combination with STING inhibitor H151 (5 mg kg^−1^). Tumor weights were measured at the end of the experiment (n = 6, 11, 7 mice, left to right, day 17, combined from two independent repeats). **e**. q-PCR analysis of inflammatory genes in KPC cells treated with Cis or DMXAA, ± BFA or BafA1 (n=4, representative of two independent biological repeats). **f.** q-PCR analysis in KPC cells treated with Cis, ATM inhibitor (KU-55933, 1μM) and ATR inhibitor (VE-821, 1μM), or their combination for 24 hours (n = 6, combined from two independent biological repeats). All values are presented as mean ± SEM. Statistical significance was determined using an unpaired, two-tailed Student’s t-test (**b-f**). *, p < 0.05; **, p < 0.01; ***, p < 0.001; ****, p < 0.0001.

**Figure S2. Chemotherapy drugs downregulate IRE1α protein levels in various cancer cell lines. a.** Quantification of IRE1**α** protein levels in KPC cells treated with 20 μM Cis for indicated hours (n=6). **b.** Immunoblot analysis of IRE1α protein levels and phosphorylation (phos-tag gel) in KPC cells treated with 20 μM Cis at various time points. KPC cells treated with Thapsigargin (TG, 100nM) was used as a positive control. p, phosphorylated; 0, non-phosphorylated. **c.** Immunoblot analysis of KPC cells treated with Cis (15 μM), or 5-fluorouracil (5FU, 20 μM) for 24 hours, or oxaliplatin (Oxa, 20 μM) for indicated hours. **d.** Representative TEM images showing the ultrastructure of KPC cells treated with 20 μM Cis for indicated times. The arrows point to ER. **e.** Immunoblot analysis of mitochondria-related proteins in KPC cells treated with Cis at various time points, representative of two independent biological repeats. The relative density of protein is shown below the blots. All values are presented as mean ± SEM. Statistical significance was determined using an unpaired, two-tailed Student’s t-test (**a**). **, p < 0.01; ****, p < 0.0001.

**Figure S3. IRE1α suppresses STING and its signaling in PDAC. a. Quantification of STING protein levels in wildtype and IRE1**α **KO PDAC cells. b-c.** Immunoblot analysis in HEK293T cells transfected with IRE1α and cGAS plasmids **(b)** or with IRE1α and STING plasmids **(c).** Data are representative of 2-3 independent repeats. **d.** Immunoblot analysis in HEK293T cells transfected with IRE1α and STING plasmids, followed by Cis (20μM) treatment for 24 hours. Data are representative of 3 independent repeats. **e.** Immunoblot analysis in HEK293T cells transfected with IRE1α and STING plasmids for 24 hours, followed by treatment with cycloheximide (CHX, 50 μg/mL), chloroquine (CHL, 100 μM), or MG132 (25 μM) for 6 hours. Data are representative of 2 independent repeats. The relative intensity of proteins or the phosphorylated-to -total protein ratio (p/t) is shown below the blots. All values are presented as mean ± SEM. Statistical significance was determined using an unpaired, two-tailed Student’s t-test (**a**). **, p < 0.01.

**Figure S4. IRE1α regulates STING independently of cGAS or XBP1s. a.** Immunoblot analysis following immunoprecipitation of exogenous cGAS-FLAG from HEK293T cells transfected with cGAS and IRE1α plasmids. IP, immunoprecipitation. Data are representative of 2 independent repeats. **b.** Immunoblot analysis of STING, IRE1α, QRICH1 and EIF2α following immunoprecipitation of exogenous STING-FLAG from HEK293T cells transfected with STING and IRE1α plasmids**.** IgG, immunoglobulin G. * indicates the target band. Data are representative of two independent repeats. **c.** q-PCR analysis of indicated genes in IRE1α^-/-^ and XBP1s-overexpressing (OE) IRE1α^-/-^ KPC cells treated with vehicle or 20 μM Cis for 24 hours (n = 9, combined from three independent repeats. **d.** Immunoblot analysis of *WT* and *Hrd1^-/-^* KPC cells treated with vehicle control or 20μΜ Cis, followed by CHX for indicated durations. Representative images from two independent biological repeats are shown. All values are presented as mean ± SEM. Statistical significance was determined using an unpaired, two-tailed Student’s t-test (**c**). **, p < 0.01; ****, p < 0.0001; n.s., not significant.

**Figure S5. Ribosomal sequencing of vehicle or Cis treated KPC cells. a.** Quality of Ribosomal Sequencing Data: Proportion of in-frame reads (aligned within the standard codon reading frame) among total reads, with +1/-1 Frame indicating a one-nucleotide shift. **b.** This bar chart shows the number of reads mapped to three regions of the transcript: 5' UTR, 3' UTR, and CDS. **c.** Length Distribution of Ribosome Footprints (RFPs): Histogram showing the length distribution of RFPs. When RFPs are 29-30 nt in length, the ribosomal cleavage is more efficient. **d-e.** Read Distributions Near Start and Stop Codons: Aggregation plots show the distributions of ribosome footprint reads around the start (d) and stop (e) codons. Normal ribosomal translation produces a peak every three positions, reflecting the triplet codon periodicity.

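Ribosome profiling libraries are checked by where their reads lie. Footprints of translating ribosomes lie mostly in the coding sequence, are of the length that a ribosome covers, and start in the same reading frame more often than in the others, whereas fragments of other RNA are spread over the untranslated regions, lengths and frames. The deposited RPKM values give a total per coding sequence, so frame, region and footprint length are not analysed here.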

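A plot that aligns all coding sequences at their start or stop codon sums the footprints at each position, so that the stepwise movement of ribosomes along the codons appears as regularly spaced peaks.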

**Figure S6. Cisplatin treatment suppresses protein translation.**

**a-b.** Immunoblot analysis of KPC cells (**a**) and Panc02 cells (**b**) treated with Cis ± puromycin for the indication durations. Representative images from two independent biological repeats are shown.

**Figure S7. ER stress inducer sensitize cancer cells to chemotherapy.** **a-b.** q-PCR (**a**) and Immunoblot (**b**) analysis of KPC cells treated with 20 μM Cis, Tunicamycin (TM, 5μg/ml), or their combination for 24 hours (n = 6 for **a**, combined from two independent repeats). **c.** Schematic representation of the experimental cancer model in which wildtype Panc02 cells-transplanted immunodeficient Nude mice received intraperitoneal (i.p.) injections of Chemo drugs (Cis, 3 mg kg^−1^, 5FU, 25 mg kg^−1^, Irinotecan, 25 mg kg^−1^), either alone or combined with peritumoral injections of TM (0.3 mg kg^−^1) with or without H151 (5 mg kg^−1^). Representative images of pancreatic tumors and quantitation of tumor weights at the end of experiment (n = 5, 4, 4, 6 mice per group, left to right, Data are representative of two biological repeats). All values are presented as mean ± SEM (a, c). Statistical significance was determined using an unpaired, two-tailed Student’s t-test. *, p < 0.05; **, p < 0.01; ***, p < 0.001; ****, p < 0.0001.

# Supplementary material for: IRE1α translational suppression potentiates STING-dependent chemoresistance in pancreatic cancer
**Source:** Cell Death Dis. 2025 Oct 6;16(1):680. doi: 10.1038/s41419-025-07999-x

Figure 1e

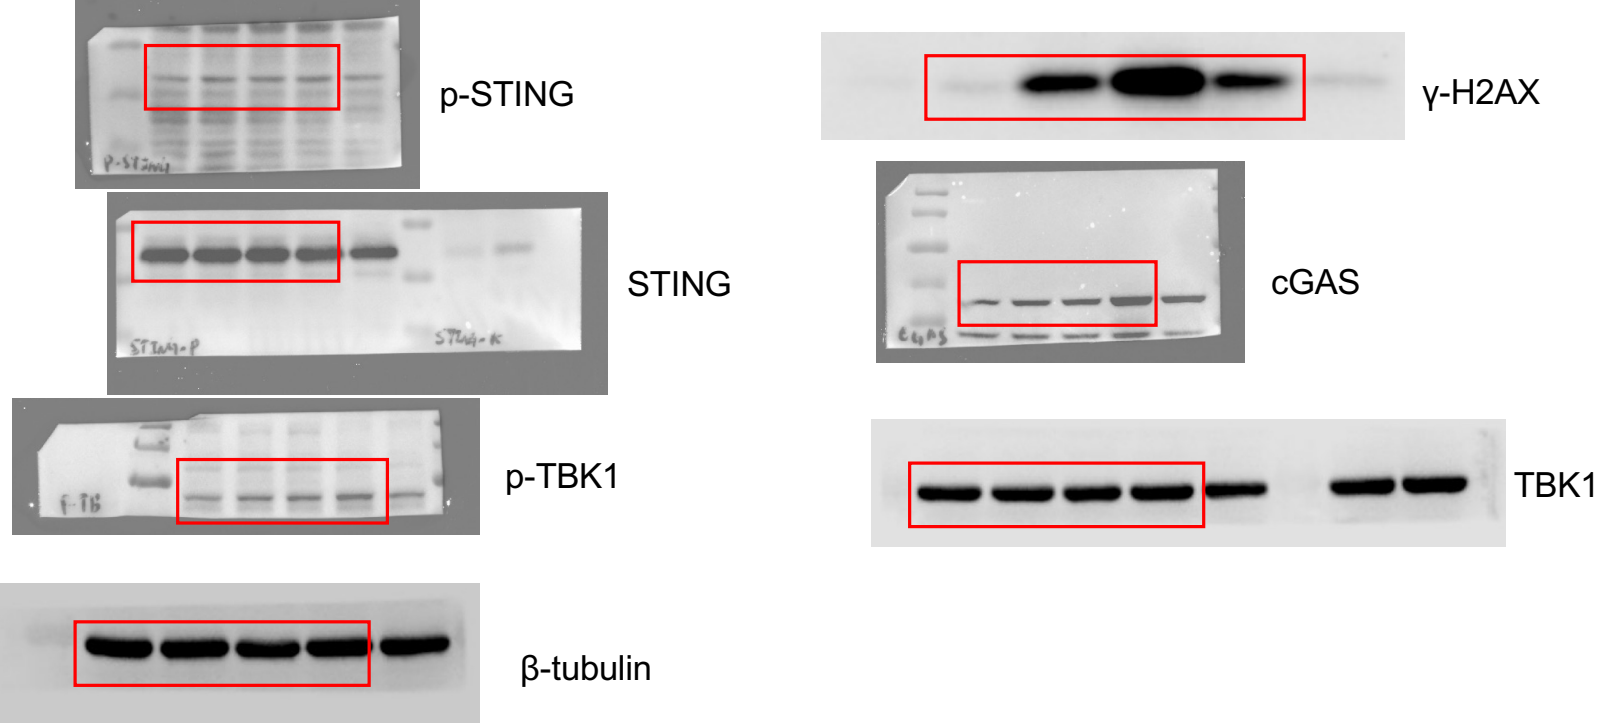

Figure 1f

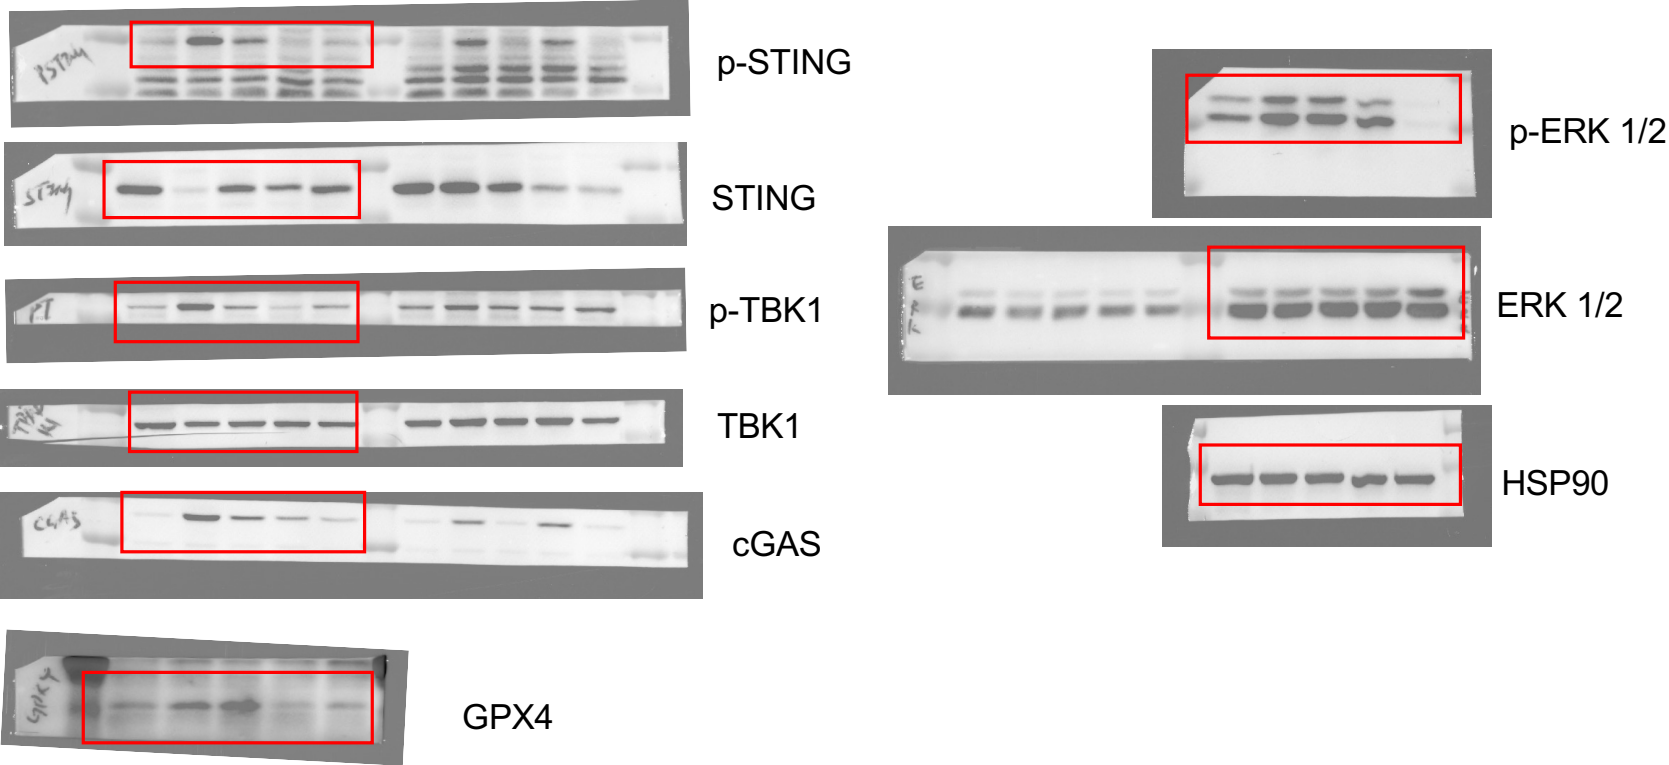

Figure 1h

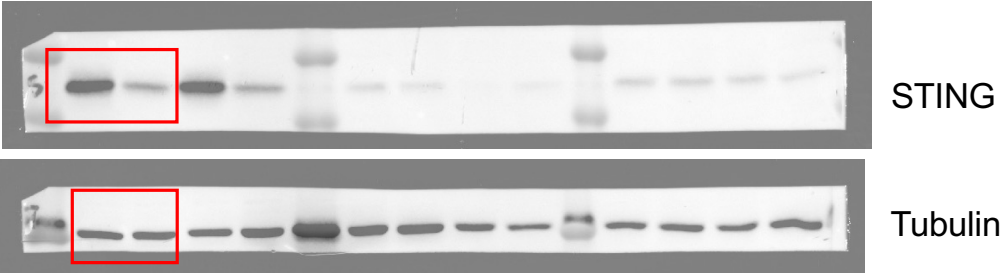

Figure 2e

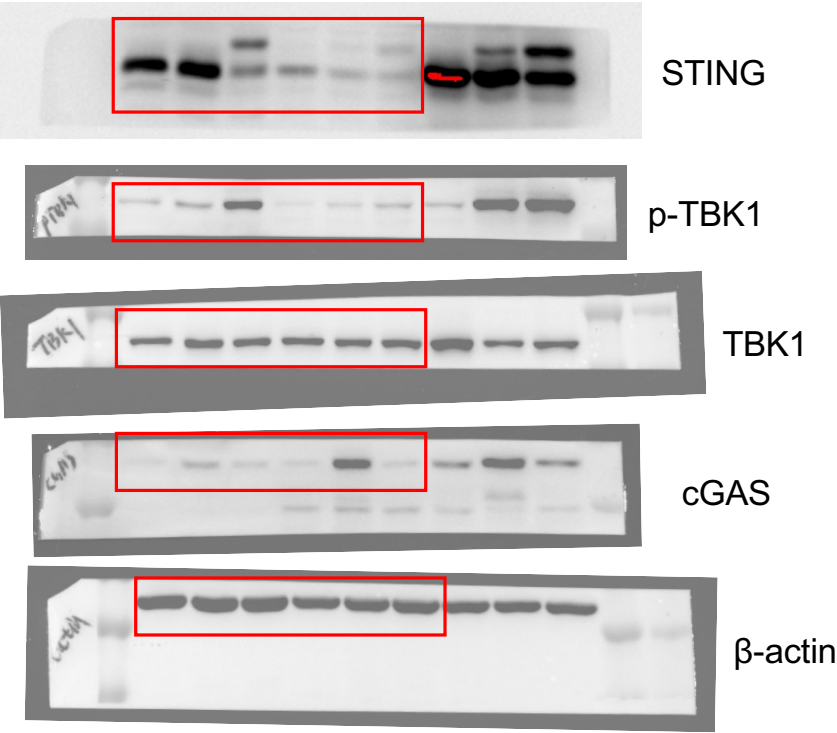

Figure 2f

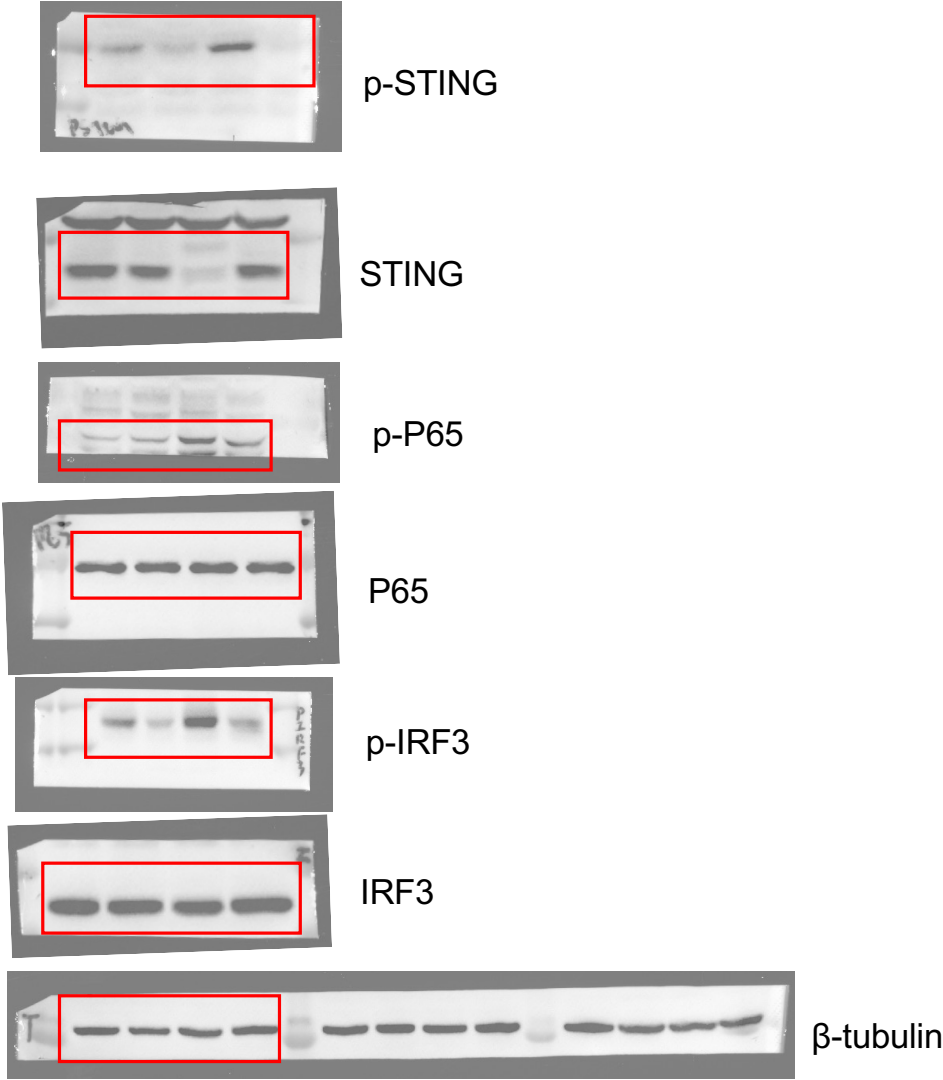

Figure 2h

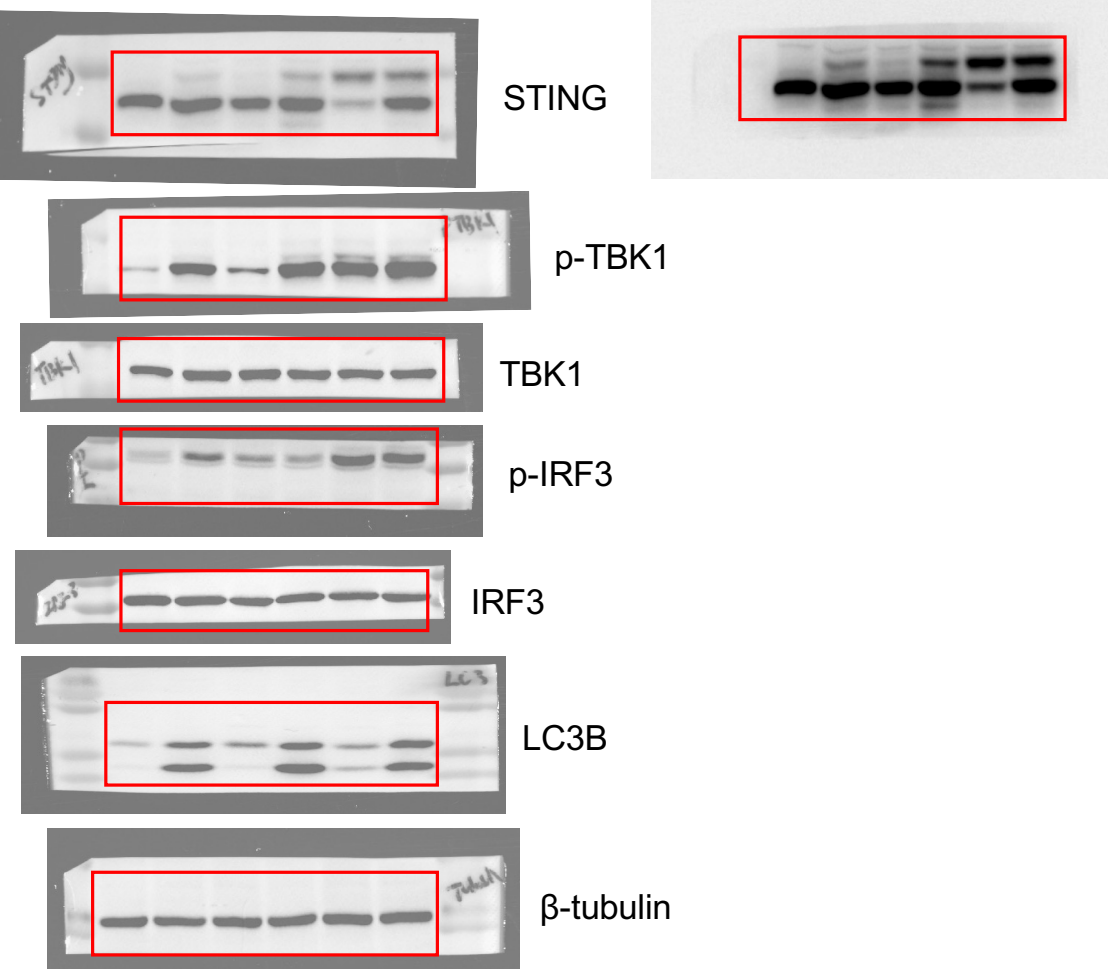

Figure 3c

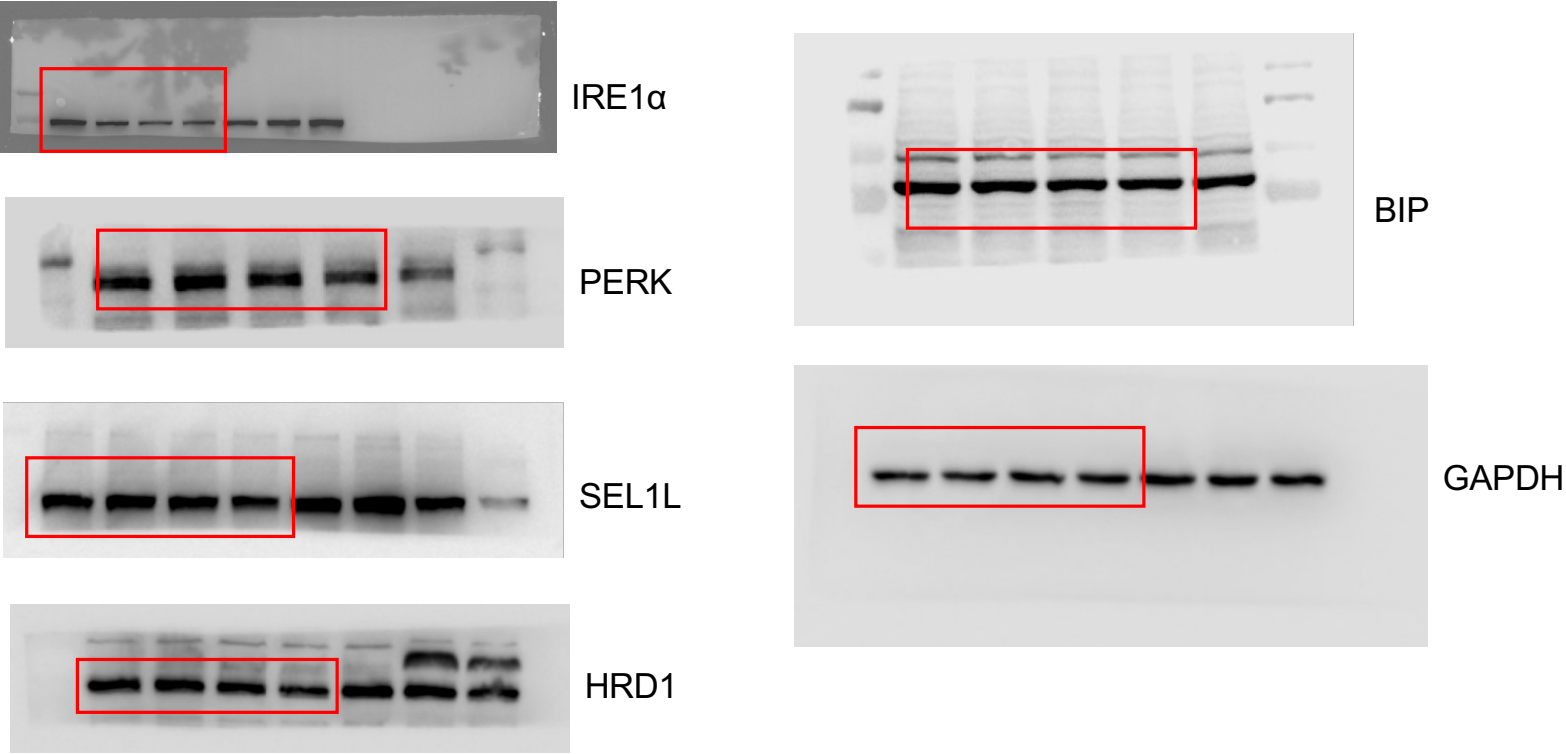

Figure 3d

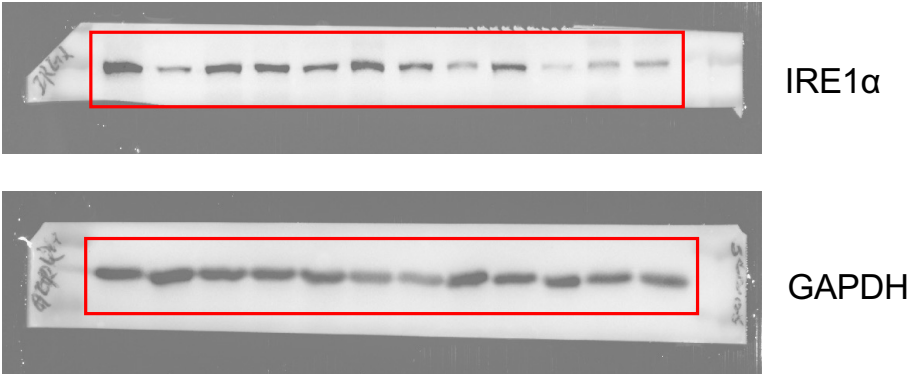

Figure 3e

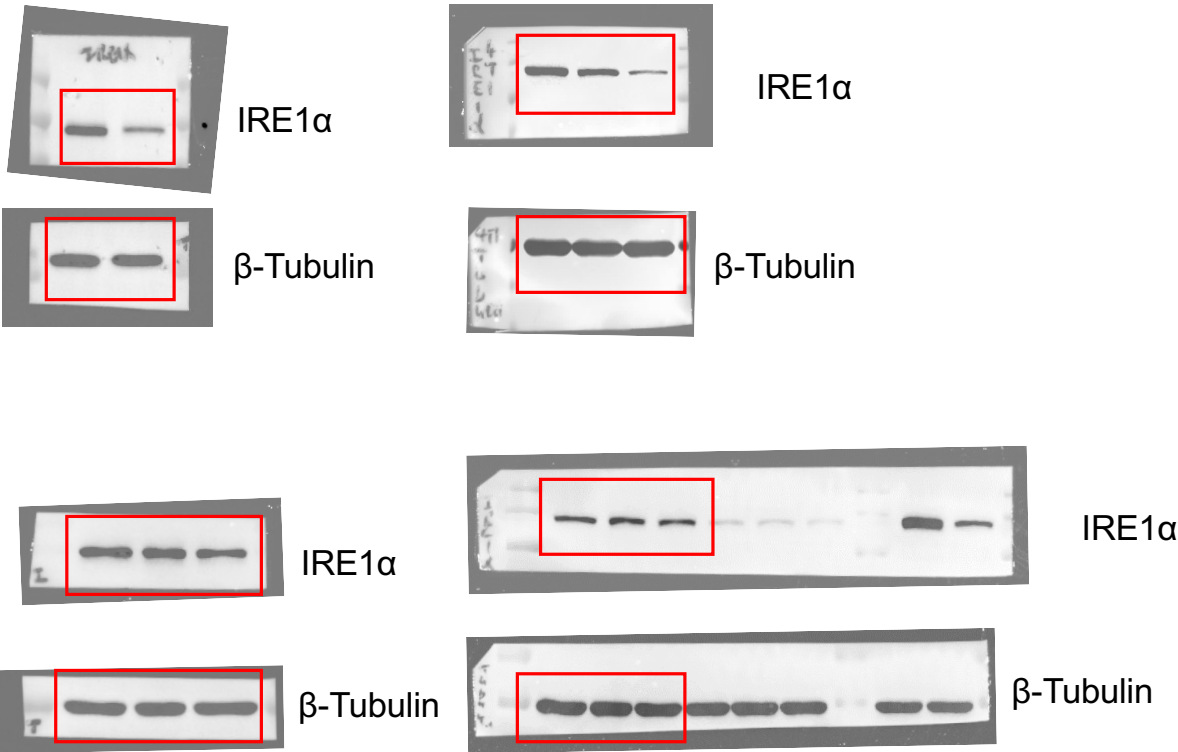

Figure 4b

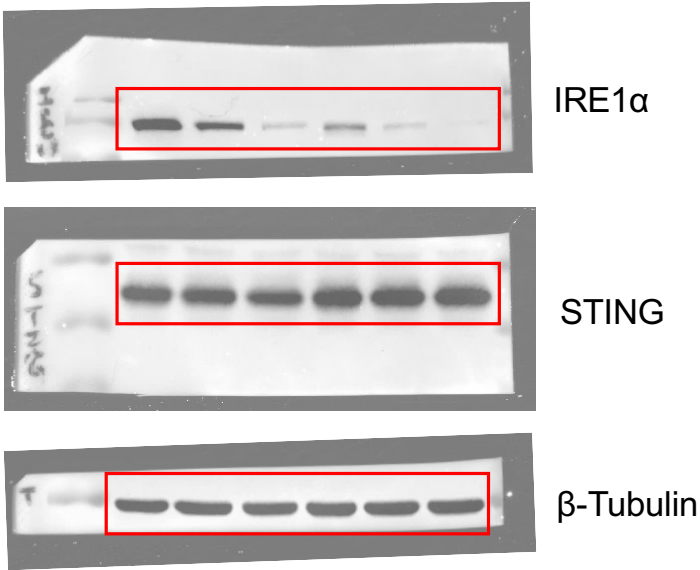

Figure 4d

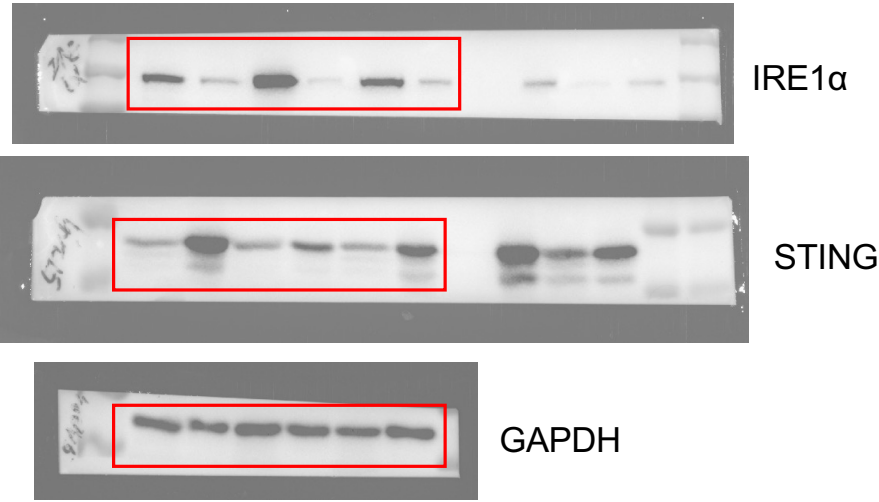

Figure 4f

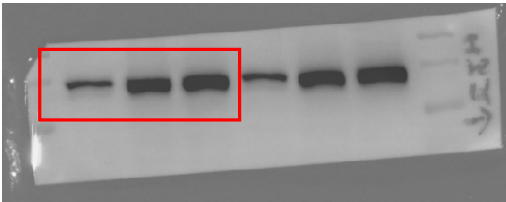

IRE1α

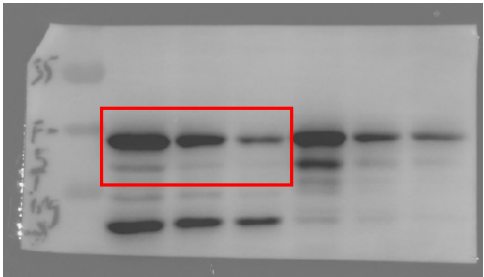

FLAG  
(STING)

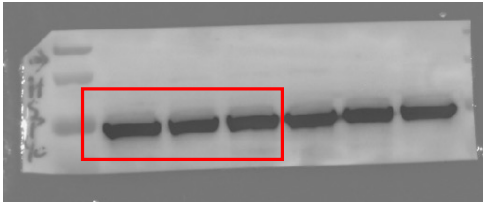

HSP90

Figure 4h

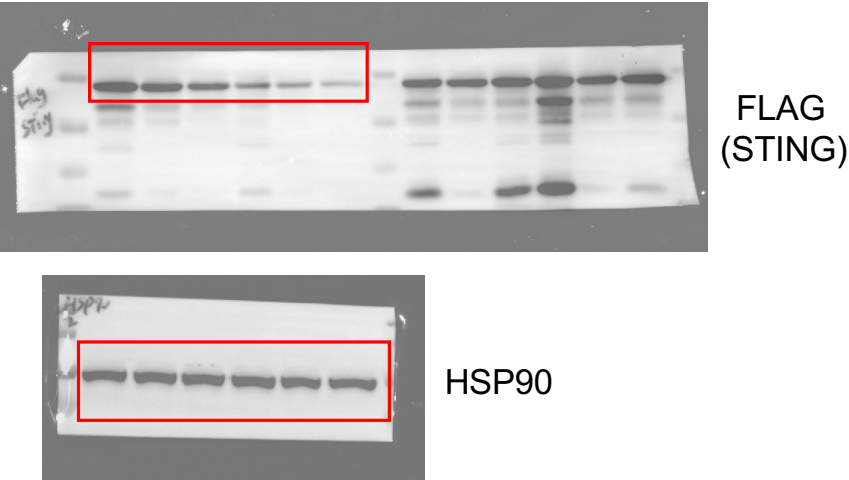

Figure 4i

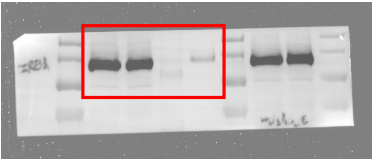

IRE1α

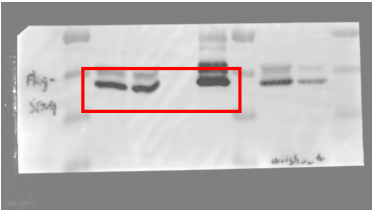

FLAG  
(STING)

Figure 4k

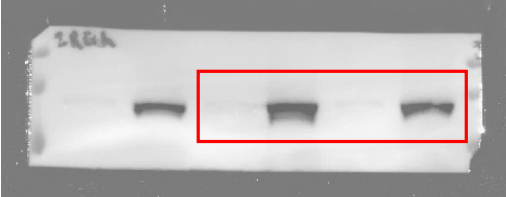

HA  
(IRE1α)

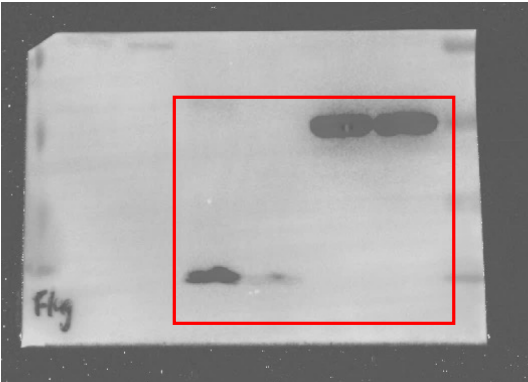

FLAG  
(STING)

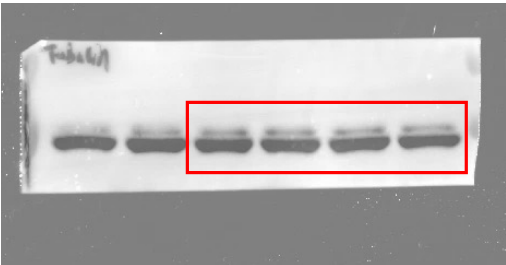

β-Tubulin

Figure 4l

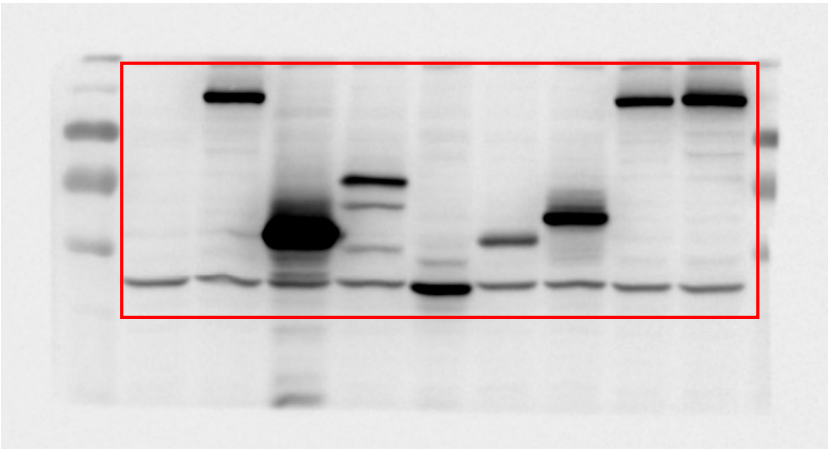

HA  
(IRE1α)

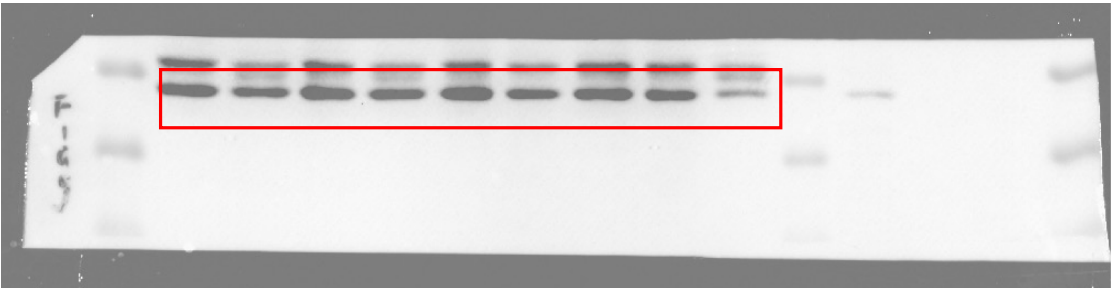

FLAG  
(STING)

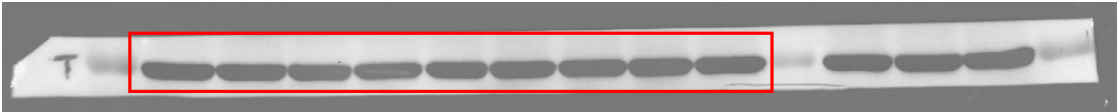

β-Tubulin

Figure 5b

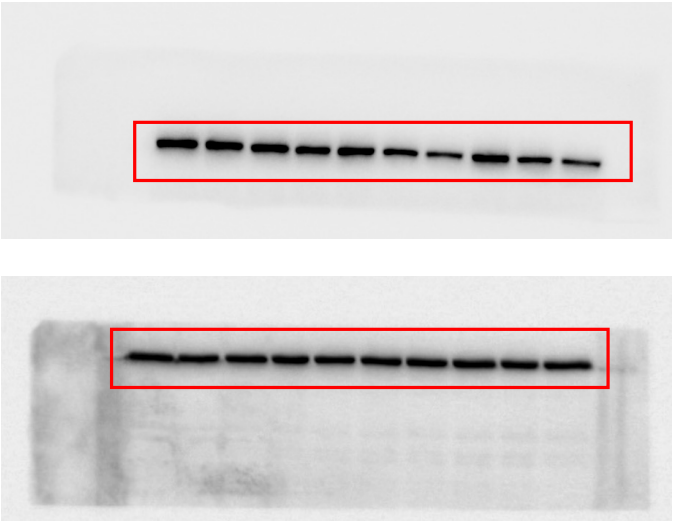

IRE1α

β-tubulin

Figure 5d

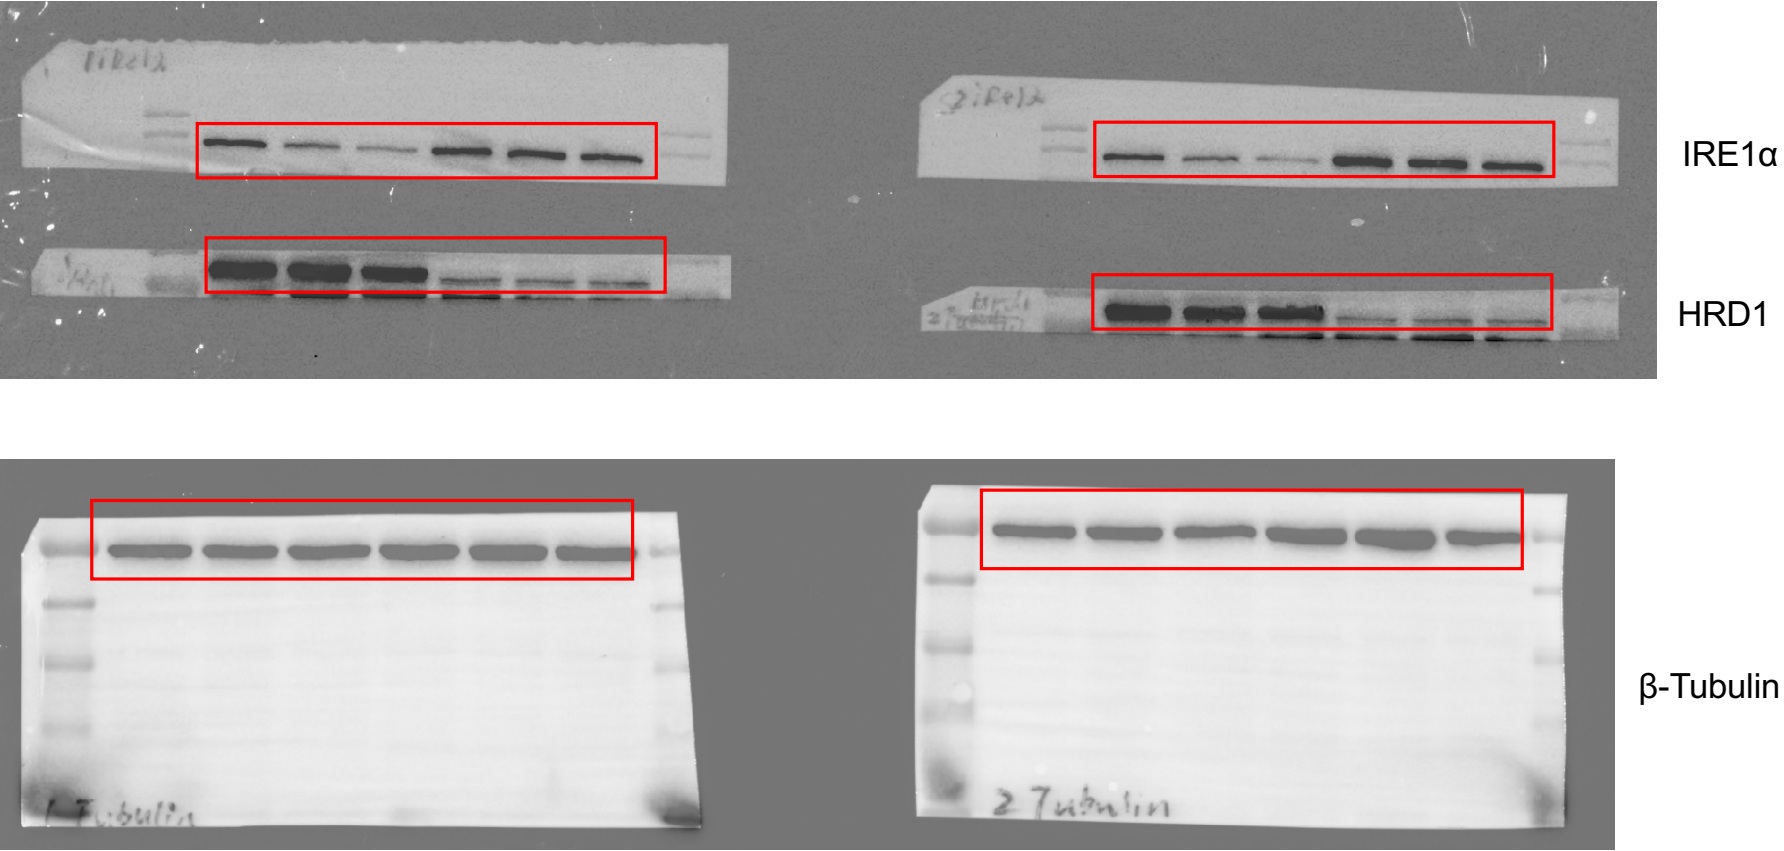

Figure 6b

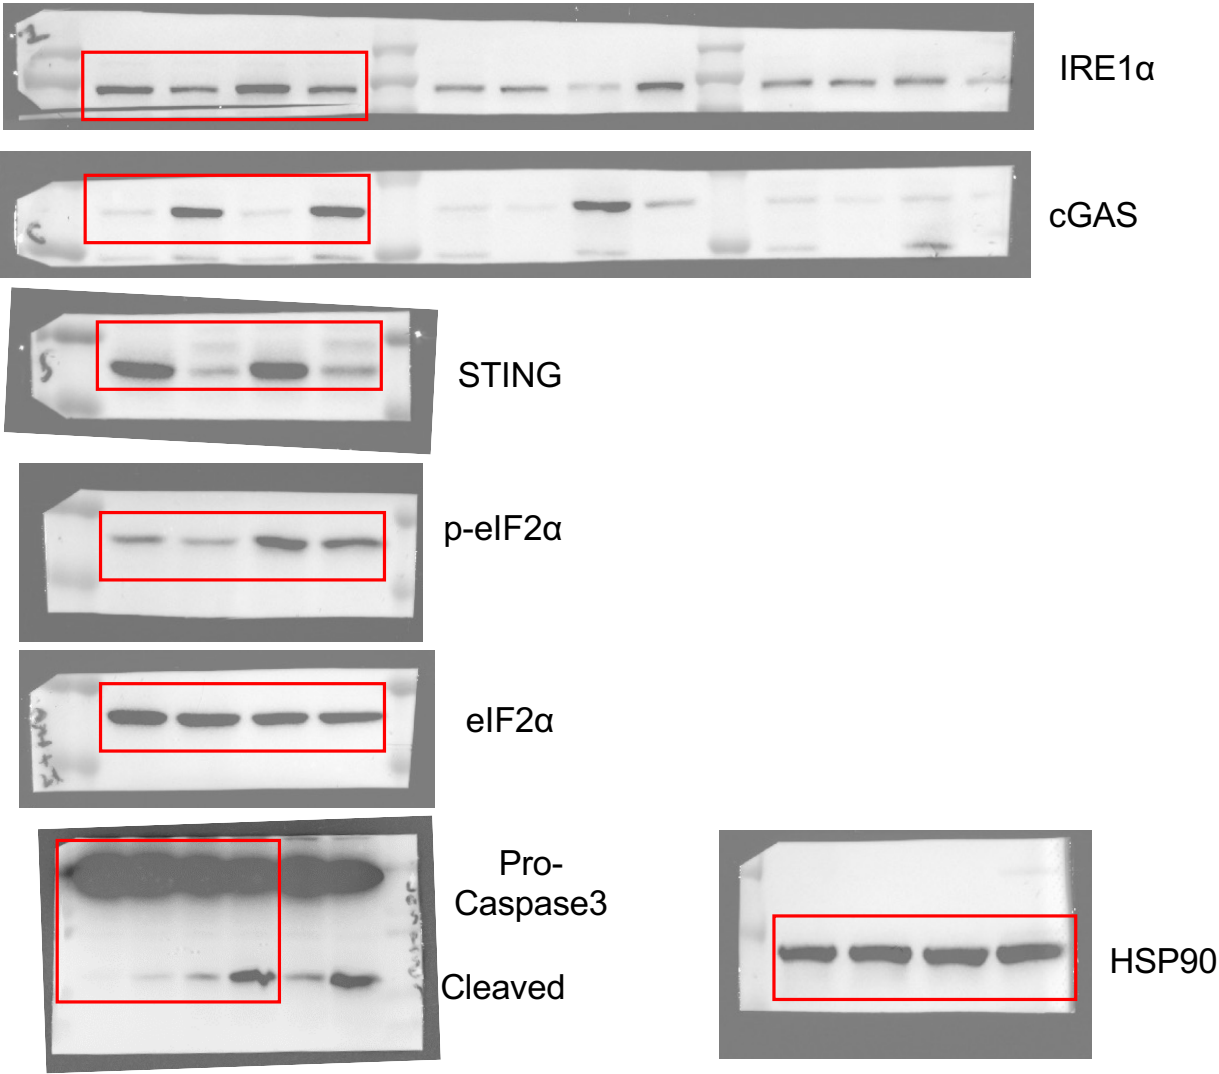

Figure S1a

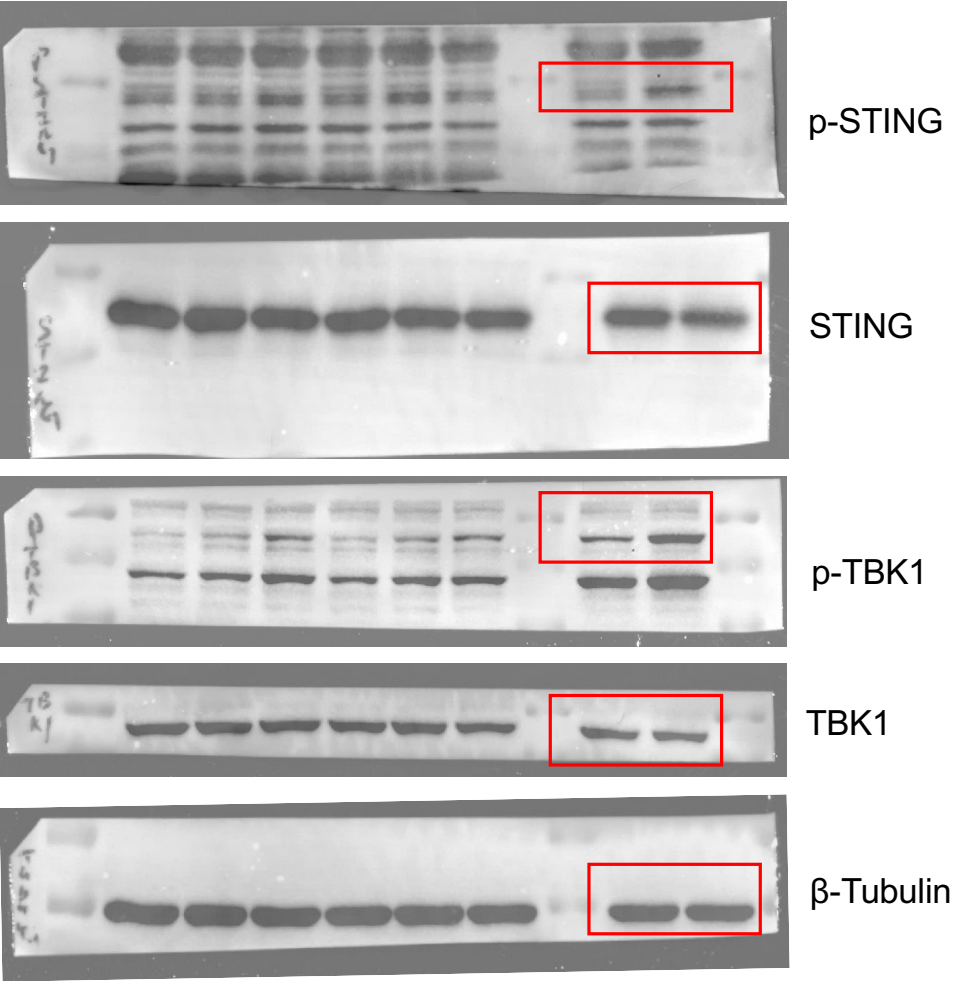

Figure S2b

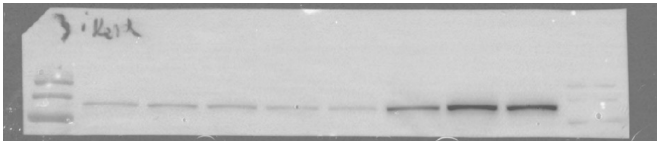

IRE1α

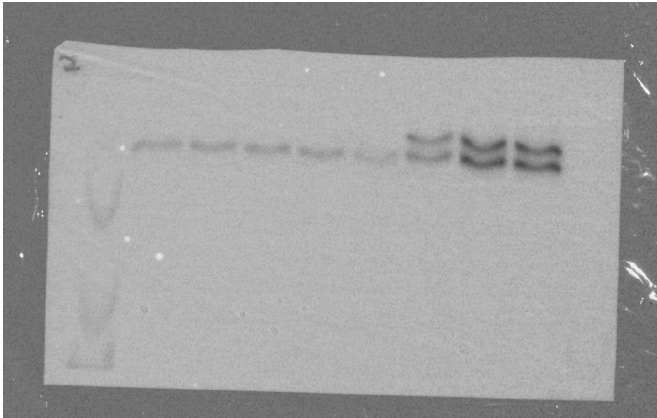

IRE1α

Phos-tag

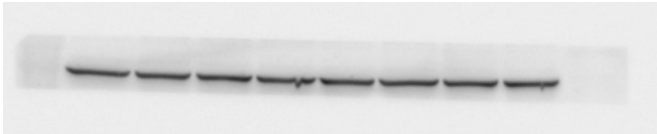

β-Tubulin

Figure S2c

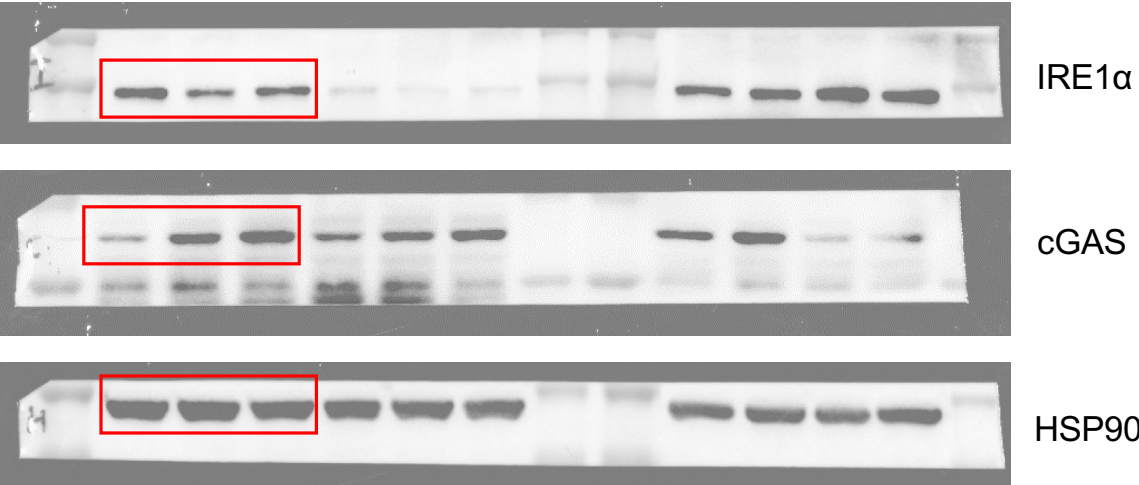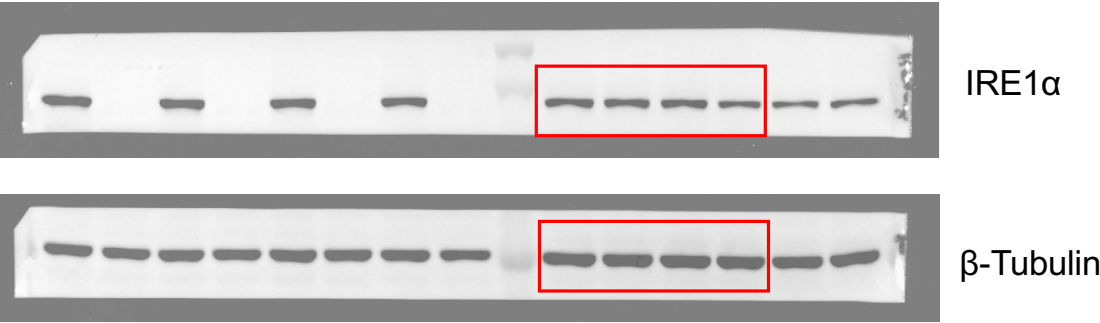

Figure S2e

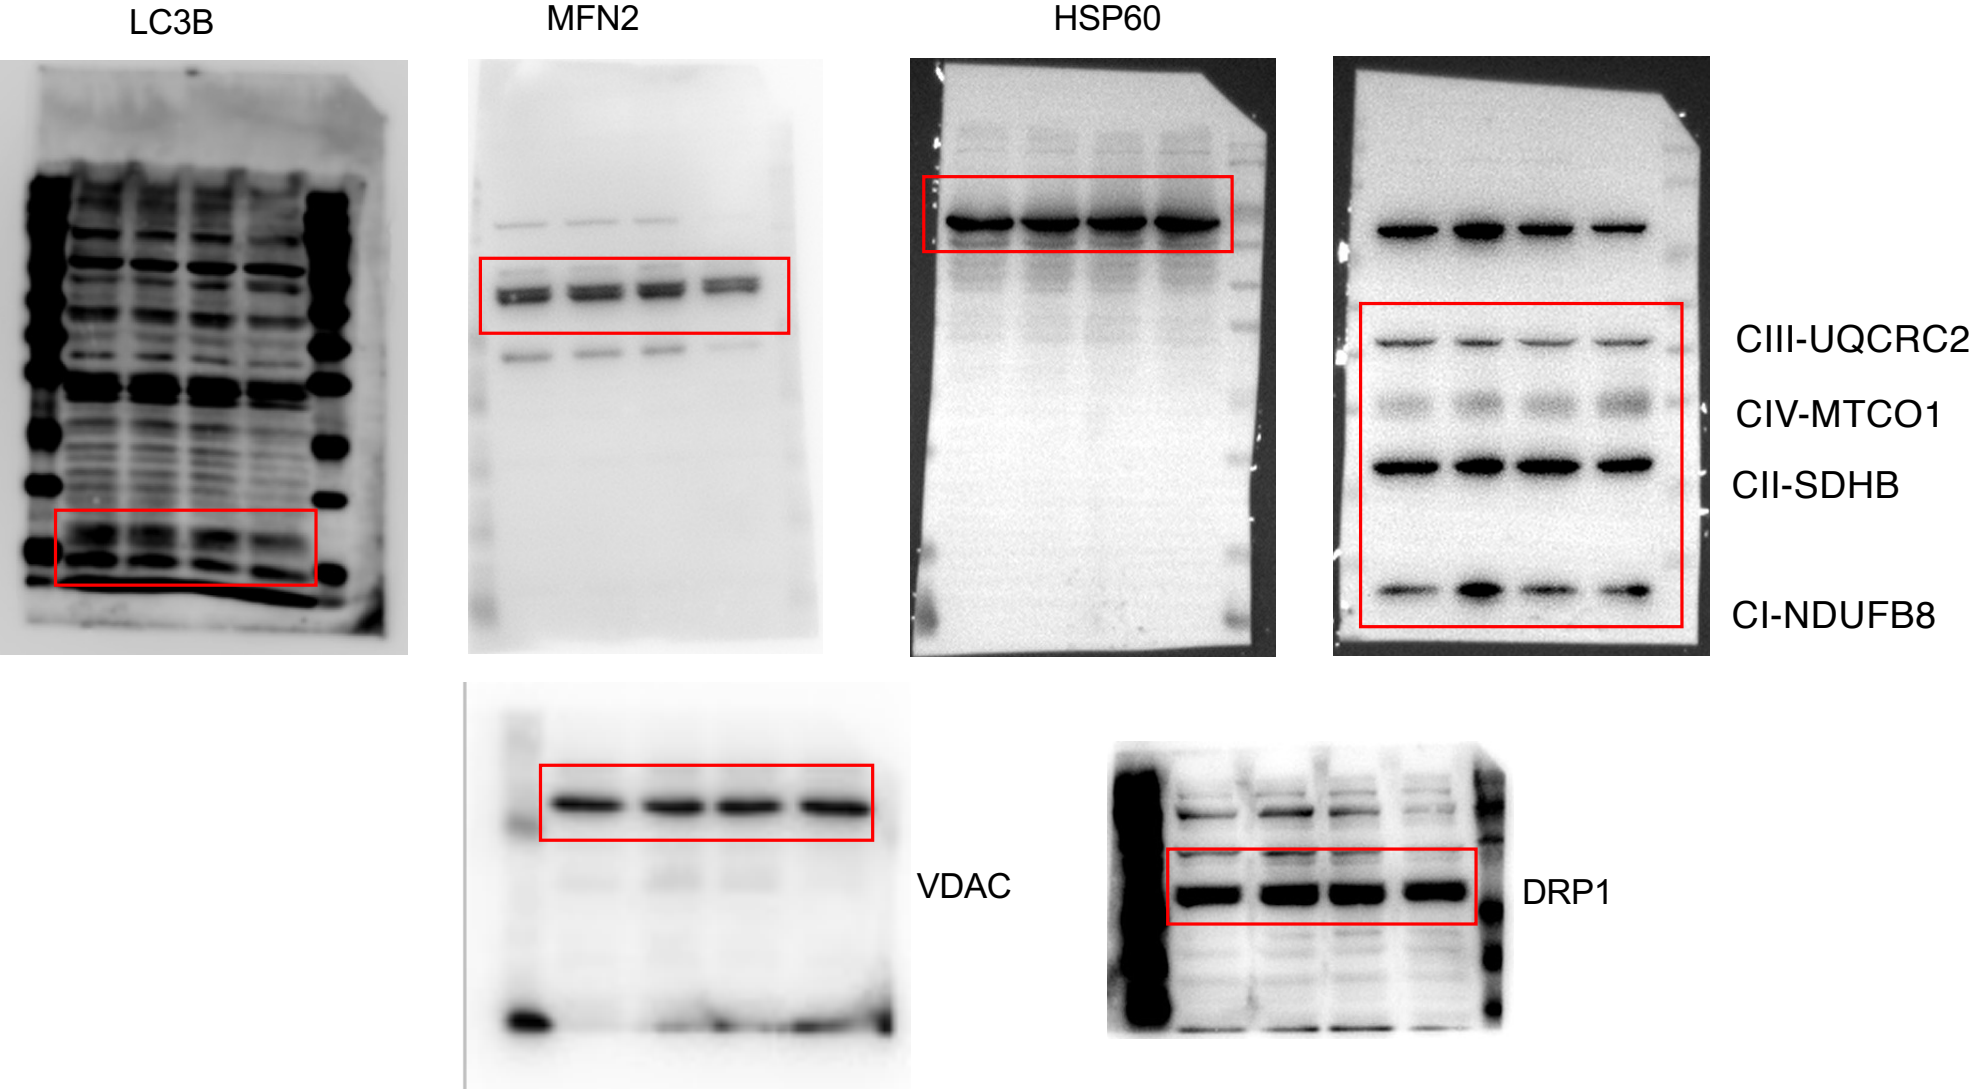

Figure S3b

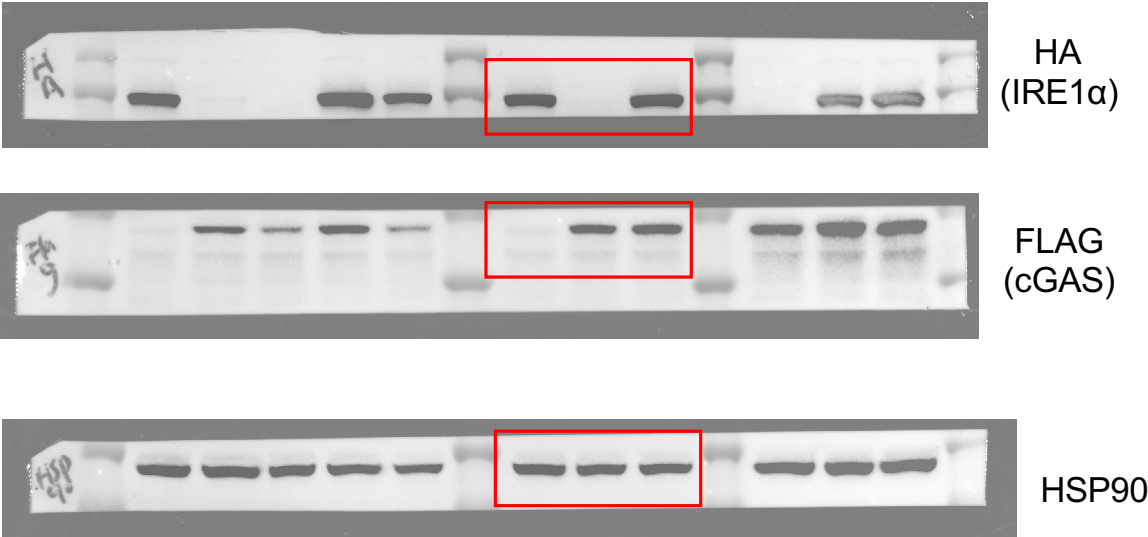

Figure S3c

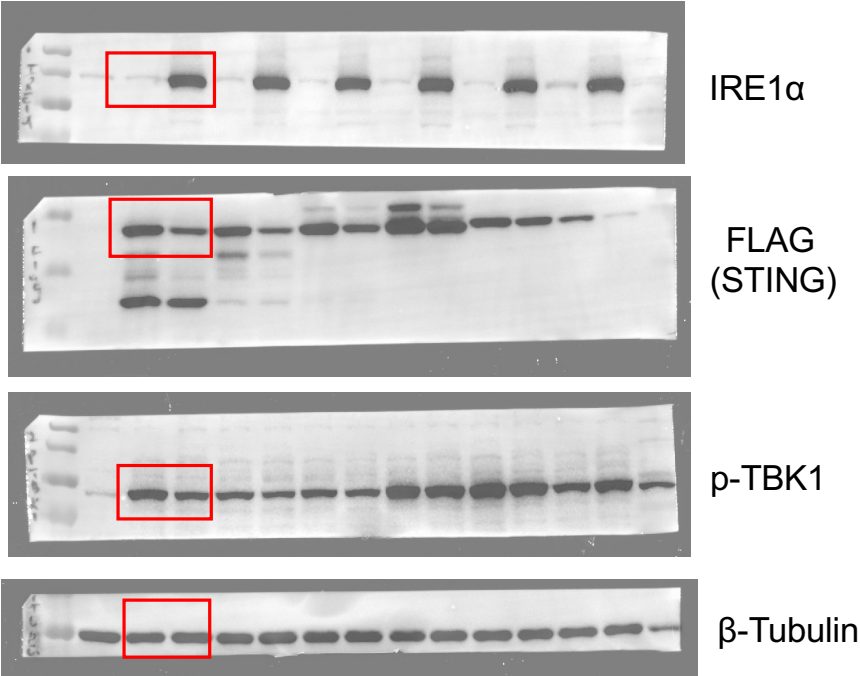

Figure S3d

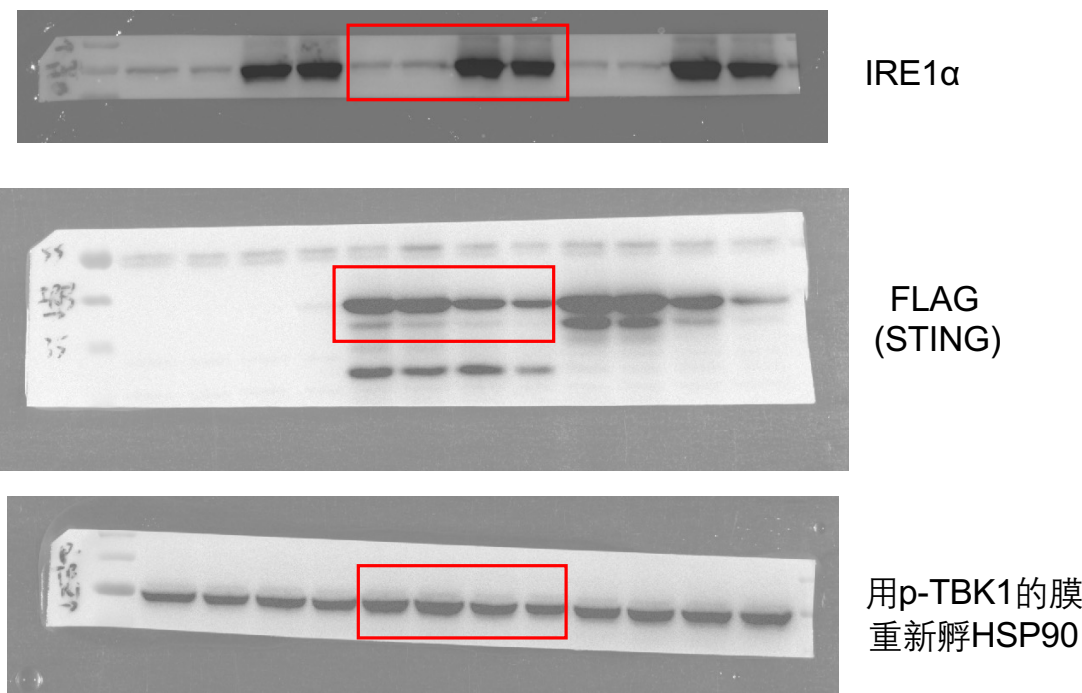

Figure S3e

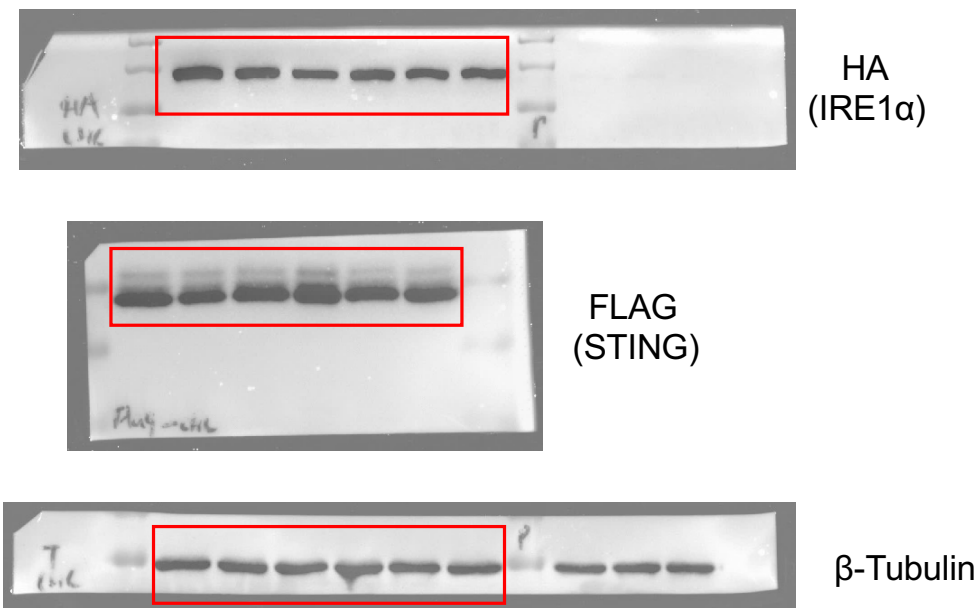

Figure S4a

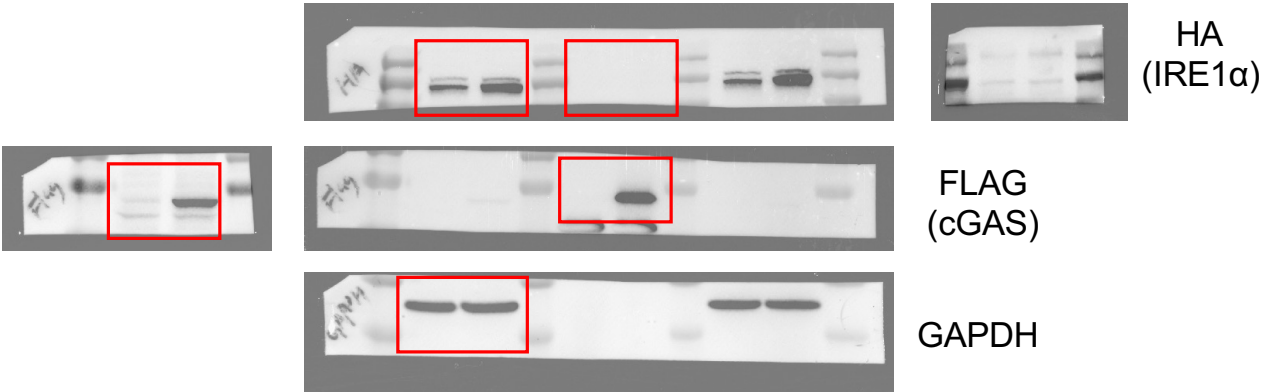

Figure S4b

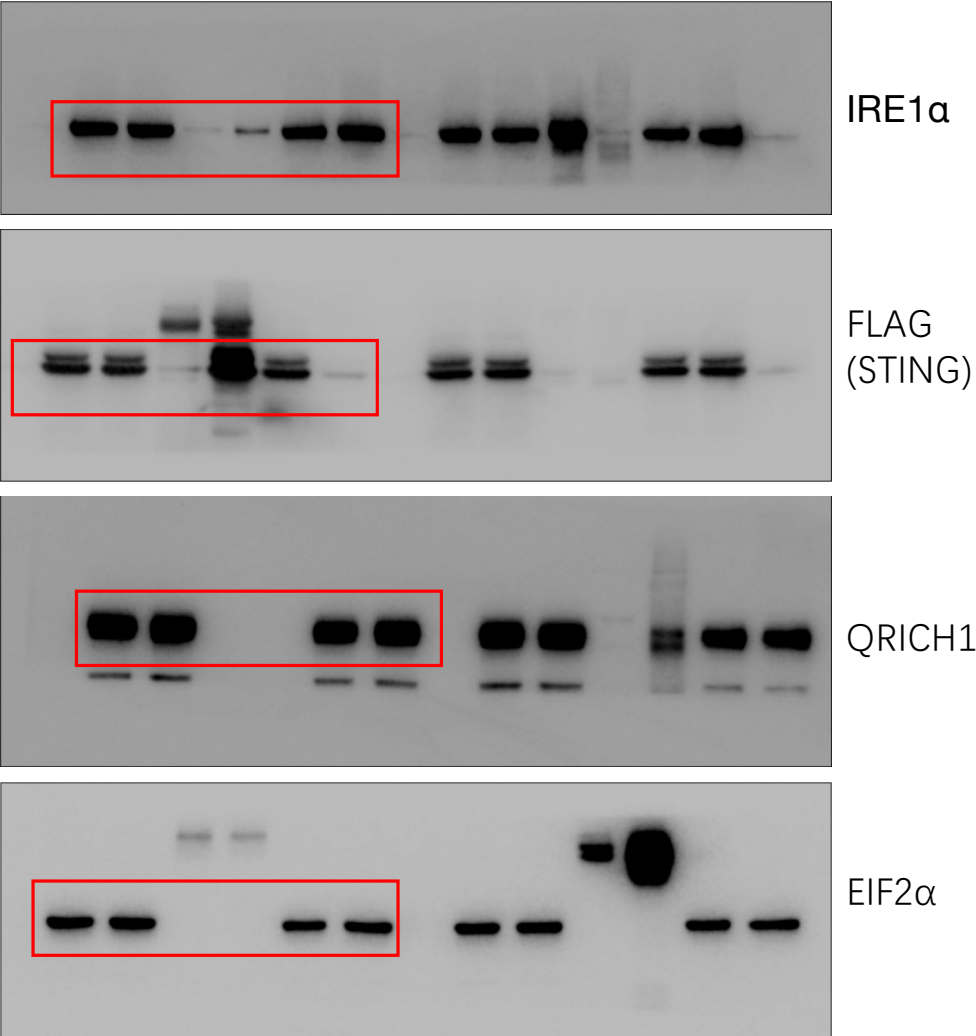

Figure S4d

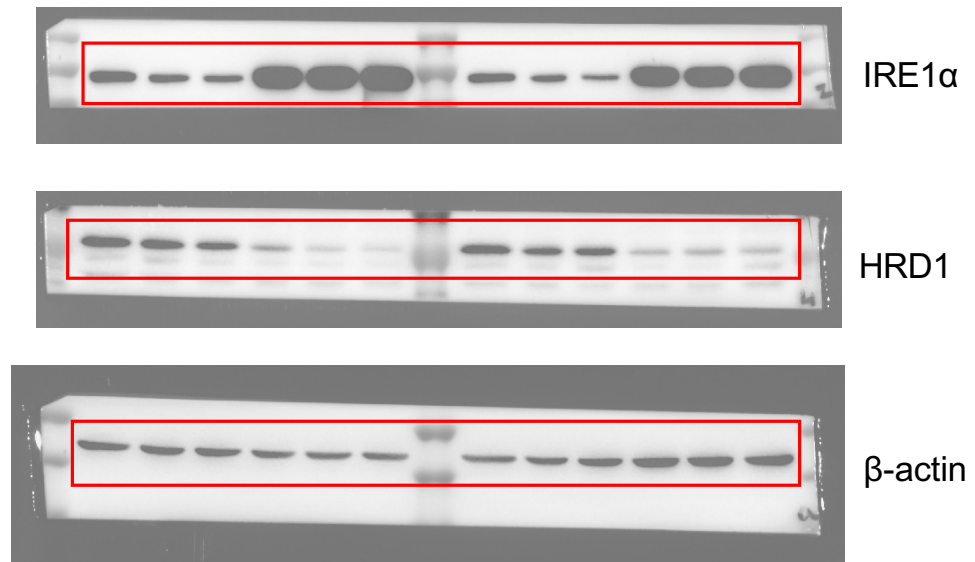

Figure S6a

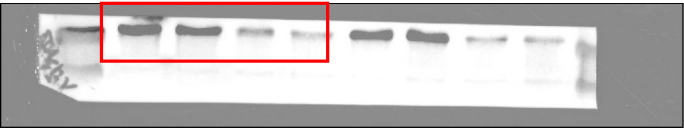

IRE1α

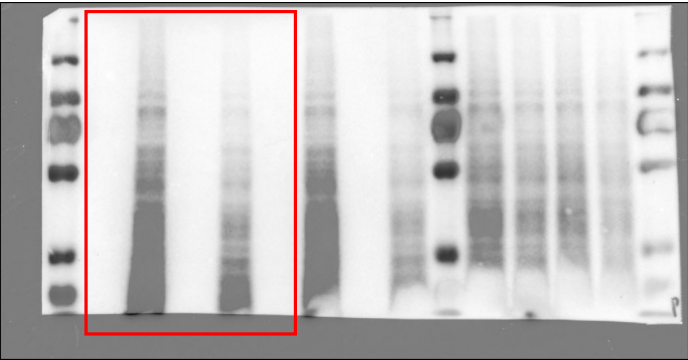

PURO

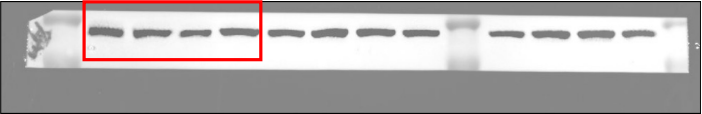

HSP90

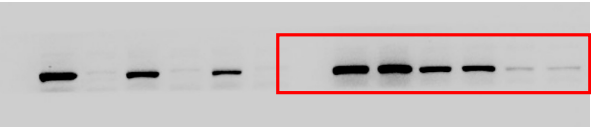

IRE1α

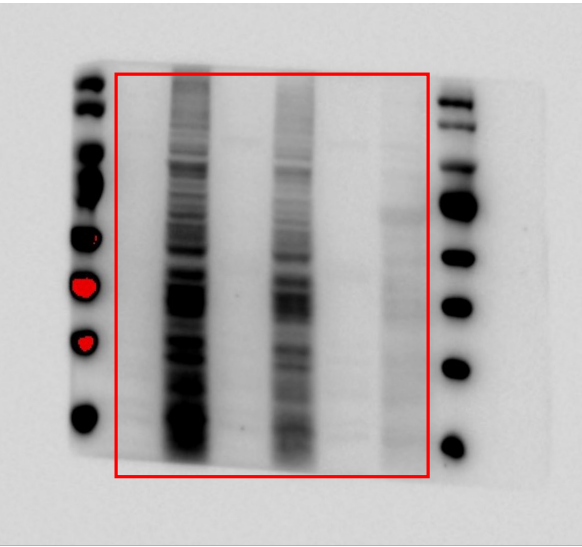

PURO

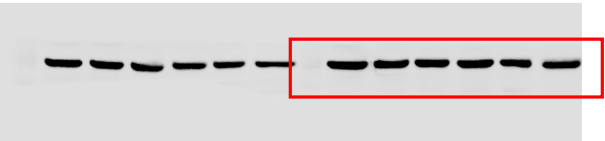

β-tubulin

Figure S7b

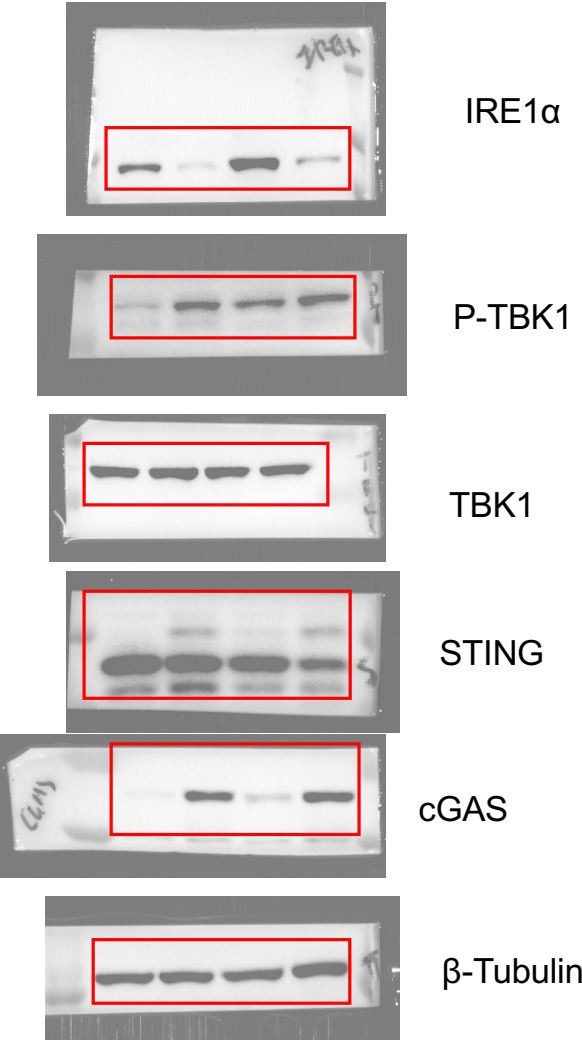

**Supplement:** Supplementary file 9 — Full length original western blots

How the deposited data were processed for this re-analysis (not part of the article)

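Ribosome profiling and RNA-seq were measured in KPC cells treated with PBS or with 20 μM Cis for 6 or 21 h, with 2 libraries per assay and group, 12 in all. The groups and replicate numbers come from the sample labels and the dose from the paper's methods. The methods give 6 or 21 h for PBS as well, and which of these the PBS libraries had is not labelled.

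The values deposited by the authors are RPKM for each library, without pooling of replicates, for a representative transcript of each gene. Footprints were divided by the length of the coding sequence and RNA-seq reads by the length of the transcript, and both by the total of the library. Transcripts with no read are not listed and were set to 0. The authors' aligner, genome build and read filters for these libraries are not named in the paper's text, which names Salmon and the mouse genome for a separate RNA-seq experiment. Multiplied by length, the RPKM values of each file are whole multiples of the value of a single read, for 100% of the values, and this gave the reads per transcript and the depth. Footprint libraries held 3375480 to 5204127 reads (median 4173675) and RNA-seq libraries 1985344 to 2901692 (median 2319070), or 862476 to 1341584 (median 1041568) without Lars2, Tmem38b and Mettl26. In all, 15803 transcripts had a read in at least 1 library and 10081 in all 12. Reads carry no molecular identifiers that were used here, so floors (3 reads) and read numbers cover counting error only.

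RPKM values were scaled within each assay by median-of-ratios factors over the transcripts listed in all its libraries. Leaving the factors out moved the median change on the log2 scale. The shift was 0.01 (6 h) and 0.04 (21 h) for footprints and -0.07 and 0.08 for RNA-seq. Transcripts with a mean scaled RPKM of at least 1 in the assay were kept (10390 for footprints, 9459 for RNA-seq and 9312 for TE), and log2(RPKM + 0.5) was fitted with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a trend) with the 3 groups of the assay in a single model. Tests were two-sided with Benjamini-Hochberg adjustment, a threshold of 0.05 and no limit on the fold change. TE was tested as the interaction of assay and treatment over the 12 libraries. Means ± SD are of the RPKM as deposited, with n = 2. Where every library of a group had at most 3 reads, the fold change is given as a bound against the RPKM of 3 reads. With 2 libraries against 2, the smallest two-sided p of an exact permutation test is 0.333, so splits of the samples were not counted.

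The 10 gene sets were ribosomal proteins, translation factors, vesicle and protein transport, ATP synthase, GPI anchor synthesis, NF-kB targets, interferon-stimulated genes, ER chaperones and ERAD, ISR targets and p53 targets. They were written down as symbols or families of symbols and not taken from the gene ontology terms of Fig. 5h, which were not used here. Sets were tested with limma's camera with a preset inter-gene correlation of 0.01. The genes named in the text are those the paper names and, in each comparison, the 3 with the largest rise and the 3 with the largest fall among those past the threshold whose treated libraries both lie on the same side of both PBS libraries. The design, the sets, this rule and the alternatives were fixed before the data were examined, apart from alternatives said to be chosen later.

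The alternatives were pseudocounts of 0.1 and 1, no filter or a mean RPKM of at least 5, RPKM without scaling or with quantile normalization, eBayes without the trend, only the groups compared in the model, the replicate number as a block, TE per replicate number, an adjusted p under 0.1, an absolute log2 fold change above 1 in addition, other set tests (fry, camera with an estimated correlation, Fisher's exact test of the genes called lower), and each library left out in turn. Limma's voom on the recovered reads, and RNA-seq RPKM recomputed without Lars2, Tmem38b and Mettl26, were chosen after seeing the data. Genomic span was taken from RefSeq genes on GRCm38.p6 by symbol, for 15660 of 15803 transcripts (99.1%, 17 of them through a synonym), and used as a length only. GC content was not analysed here.

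The tests were checked on simulated data, with reads drawn from the real means and depths, a spread added between libraries, and 200 genes changed by 1 on the log2 scale. The footprint test at 21 h called 67.3% of 199 changed genes in the right direction and 8 of 10190 unchanged genes. The RNA-seq test called 36% of 200 changed genes and 2 of 9279 unchanged genes, and the TE test 8.04% of 199 changed genes and 2 of 9116 unchanged genes. With no gene changed, 0 of 10389 genes passed for footprints at 6 h and 0 of 9465 for RNA-seq at 21 h. Files were read with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and figures were drawn with matplotlib 3.10.9.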

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

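The tests of scaling, of the mitochondrially encoded genes and of histone translation were chosen only after the results were seen, and those of depth and of reads shared between histone copies were set before their values were seen.

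Footprints differed between 21 h and 6 h of Cis in 3188 of 10390 mRNAs, 1554 higher and 1634 lower at 21 h (limma, Benjamini-Hochberg adjusted p under 0.05). This comparison of the time points does not take PBS as its reference, although the PBS libraries enter the scaling and the variance of the model. With only the 2 groups in the model, 2955 mRNAs passed. Under other scalings, at least 3004 mRNAs passed, and 2853 passed with every footprint library thinned to the smallest, so neither scaling nor depth accounts for most of the difference. The balance turned with RPKM as deposited (1640 higher, 1549 lower), at a mean RPKM of at least 5 (1533 and 1475) and with only the 2 groups in the model (1484 and 1471). The number falls to 825 when an absolute log2 fold change above 1 is required as well. The time of exposure to Cis may underlie the difference. The libraries of each time point could also differ in handling, and no label gives a batch to test.

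RNA-seq at 21 h, whose counts the paper's text does not report, differed from PBS in 2248 of 9459 genes, 1094 higher and 1154 lower (limma, Benjamini-Hochberg adjusted p under 0.05). Under other scalings at least 2018 genes passed, and with every RNA-seq library thinned to the smallest 1989 passed. The balance turned with RPKM as deposited (1367 higher, 966 lower), at a mean RPKM of at least 5 (969 and 766), with only the 2 groups in the model (1169 and 1147) and at an adjusted p under 0.1 (1549 and 1526). These values argue against scaling or depth as the source of most calls. An effect of Cis on RNA levels stays open as a hypothesis and is consistent with both tests, as does an effect of time in culture, since the duration of the PBS treatment is not labelled.

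The 10 mitochondrially encoded protein genes in the files, which the paper does not discuss, rose in TE at 21 h by a median of 1.00 on the log2 scale (0.27 to 1.57), and 7 of them passed. Their footprints rose in 10 of 10 genes (median 0.62, 9 passed), and their RNA fell in 10 of 10 (median -0.30, 8 passed). They took 1.46 and 1.89% of footprint reads with PBS, and 2.64 and 2.70% at 21 h. At 6 h the median changes of footprints and TE were both -0.22. Without scaling the median TE change was 0.9527, and with quantile normalization it was 0.89, so scaling does not account for it. A general loss of footprints from cytosolic ribosomes would raise the share of mitochondrial footprints without any change in the RNA. It therefore leaves out the part of the TE rise that comes from RNA, where the median was -0.3042. For the part that comes from footprints, 0.6241, a loss of cytosolic footprints and a gain of mitochondrial ones cannot be told apart, because RPKM is relative to each library's total and no spike-in was used here. A change in mitochondrial translation may contribute, and remains a hypothesis.

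Replication-dependent histone genes, which the paper does not discuss, had fewer footprints at 6 h, with a median of -0.628 on the log2 scale over 50 genes (-0.61 without scaling, and -0.61 with the gene at the floor of reads set to its bound). Footprints of 45 of the 50 fell and 20 were called lower. The set stood apart in limma's camera (p = 1.14e-22), fry (p = 0.00675) and camera with an estimated correlation (p = 0.0276). The list was narrowed to core genes after values had been seen, and a wider list of 67 with linker and variant histones had a median of -0.44, with 54 lower. These genes are near-identical copies, so single-gene values are uncertain, but reads summed over all copies, which sharing among them does not change, gave a log2 ratio of -0.6719. The summed share of footprints was 0.616 ± 0.0735% (SD, n = 2) with PBS, 0.387 ± 0.0119% at 6 h and 0.608 ± 0.00679% at 21 h. RNA-seq of the same genes fell at 6 h as well, with a median of -0.4161 and 43 of 50 lower (0 passed, and 18 had an unadjusted p under 0.05). This argues against translation alone only if the RNA-seq libraries represent the translated histone mRNAs. How RNA was selected for these libraries is not given in the paper's text. From 6 to 21 h, 32 of the 50 genes were called higher in footprints (median 0.66), and the set stood apart in limma's camera (p = 1.29e-12) and fry (p = 0.00558) but not in camera with an estimated correlation (p = 0.0619). At 21 h footprints were back near PBS (median 0.03), while RNA lay above it, with a median of 0.46 (0.43 with genes at the floor of reads at their bound), 17 of 50 genes called higher and a share of 0.296 ± 0.00463% against 0.208 ± 0.0247% with PBS. On the same condition, RNA above PBS without more footprints argues against a transient fall in mRNA as the whole account of both time points. For the fall at 6 h alone, fewer cells replicating DNA may contribute, as a hypothesis, but the cell cycle was not measured in these libraries.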

How the results depend on the processing

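The counts of footprint changes at 21 h (4059 mRNAs), of RNA-seq changes at 21 h (2248 genes) and between 21 and 6 h (3188 mRNAs) stayed within 1.5 times under the alternatives run, except where an absolute log2 fold change above 1 was also required. That limit left 1350 (459 higher, 891 lower), 929 (348 and 581) and 825 (278 and 547), as it removes smaller changes by construction. It also left 48 of 212 footprint changes at 6 h (12 and 36) and 15 of 38 TE changes at 21 h (10 and 5). The counts for footprints at 6 h and for TE at 21 h depended on most choices. Those for RNA-seq and TE at 6 h stayed at 0 under most alternatives. The cause of the changes in count was not tested unless stated.

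The footprint count at 6 h, 212, became 17 (9 higher, 8 lower) with no filter, 341 (181 and 160) at a mean RPKM of at least 5, 0 without the trend (2001 at an unadjusted p under 0.05), 442 (198 and 244) with only the 2 groups in the model and 680 (332 and 348) at an adjusted p under 0.1. The TE count at 21 h, 38, became 8 (4 and 4), 67 (37 and 30), 0 (1098 at an unadjusted p under 0.05), 3 (2 and 1) and 86 (43 and 43) under the same alternatives. The TE count at 6 h, 0 (712 at an unadjusted p under 0.05), became 3 at an adjusted p under 0.1, 1 with a pseudocount of 0.1 and 1 with RNA-seq RPKM recomputed without 3 transcripts, which was chosen after seeing the data. RNA-seq at 6 h had 0 genes (1086 at an unadjusted p under 0.05), 1 with quantile normalization, and 0 under the other alternatives set beforehand.

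With voom on the recovered reads, chosen after seeing the data, the counts were 1276 (454 higher, 822 lower) for footprints and 228 (56 and 172) for RNA-seq at 6 h, and 14 (4 and 10) and 152 (74 and 78) for TE at 6 and 21 h. Ern1 then passed at 21 h in footprints (-0.51) and in RNA-seq (-0.73).

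The split of directions moved with the setting. RNA-seq at 21 h, 1094 higher and 1154 lower, had 1367 and 966 without scaling, 969 and 766 at a mean RPKM of at least 5, 1169 and 1147 with only the 2 groups and 1549 and 1526 at an adjusted p under 0.1. Footprints at 21 h, 1959 and 2100, had 2183 and 1971, 1879 and 1730, and, with quantile normalization, 2037 and 1993. Between 21 and 6 h, 1554 and 1634 became 1640 and 1549, 1533 and 1475, and, with only the 2 groups, 1484 and 1471. Footprints at 6 h, 109 and 103, had 128 and 136 with a pseudocount of 1. TE at 21 h had 24 higher and 14 lower in the main setting, 18 and 16 without scaling, 15 and 15 with quantile normalization, and 21 and 7 with RNA-seq recomputed without 3 transcripts.

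Replicate numbers were shared by the groups. Over 9 pairs of libraries with the same number, the correlation of deviations from the group means was -0.01 to 0.02, so the numbers do not pair the libraries. With the replicate block, 37 mRNAs (17 higher, 20 lower) passed for footprints at 6 h, 4 genes (1 and 3) for TE at 6 h and 16 (10 and 6) for TE at 21 h. TE per replicate number gave the same counts of 4 and 16.

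Set medians near 0 changed sign with the setting. The TE median of vesicle transport was 0.0014 with a pseudocount of 0.1, 0.036 at a mean RPKM of at least 5, 0.016 with quantile normalization, 0.017 with voom and 0.0021 with RNA-seq recomputed without 3 transcripts. That of GPI anchor synthesis was 0.070 with no filter, 0.028 with quantile normalization and 0.021 without the 3 transcripts, and that of translation factors 0.011 at a mean RPKM of at least 5. With quantile normalization, footprint medians were -0.028 for translation factors, -0.036 for GPI anchor synthesis and -0.041 for interferon-stimulated genes. Other set tests kept the medians and changed the calls. With an estimated correlation, ribosomal proteins (0.35) and ER genes (-0.12) in TE and NF-kB (0.47), ISR (0.55) and p53 targets (0.44) in footprints no longer passed. Fry no longer called ER genes in TE (-0.12), and called ER genes (-0.20) and vesicle transport (-0.039) lower in footprints. Fisher's exact test, which looks only at the genes called lower, found 3 ribosomal protein genes with lower TE, more than by chance. It found no excess of 0 ER genes in TE (7 at an unadjusted p under 0.05) or of 4 NF-kB, 2 ISR and 1 p53 target in footprints.

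Fits that left out 1 library each gave values and no calls. The median log2 change of the called genes, in their direction, was 0.68 to 0.71 for footprints at 6 h, 0.75 to 0.79 at 21 h, 0.68 to 0.70 between 21 and 6 h, 0.88 to 0.89 for RNA-seq at 21 h and 0.86 to 0.94 for TE at 21 h. Ern1 footprints at 6 h were -0.43 and -0.09 without 6 h replicates 1 and 2, and -0.13 and -0.40 without PBS replicates 1 and 2. At 21 h they were -0.61 to -0.34. Ern1 RNA was -0.56 to -0.29 at 6 h and -0.73 to -0.52 at 21 h. Ern1 TE ranged from -0.0036 to 0.33 at 6 h (without footprint replicates 1 and 2 at 6 h) and from 0.021 to 0.29 at 21 h (without PBS footprint replicates 2 and 1), and most single libraries moved it by over 1.5 times.

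TE medians at 21 h ranged from 0.28 to 0.39 for ribosomal proteins, from -0.27 (without RNA-seq replicate 1 at 21 h) to -0.14 for ER genes, from 0.020 (without PBS RNA-seq replicate 1) to 0.11 for ISR targets, from 0.024 to 0.27 for p53 targets (without RNA-seq replicates 2 and 1 at 21 h) and from -0.19 to -0.023 for NF-kB targets (without PBS footprint replicate 2 and PBS RNA-seq replicate 2). Translation factors ranged from -0.042 to 0.012 and were above 0 without RNA-seq replicate 2 at 21 h, and vesicle transport from -0.050 to 0.00048 and above 0 without PBS RNA-seq replicate 1. ATP synthase ranged from -0.041 to 0.097, and was above 0 without PBS footprint replicates 1 (0.097) and 2 (0.049), footprint replicate 1 at 21 h (0.032) and PBS RNA-seq replicate 2 (0.062). GPI anchor synthesis ranged from -0.20 (without PBS footprint replicate 2) to 0.20, and was above 0 without PBS footprint replicate 1 (0.20), footprint replicate 2 at 21 h (0.062), PBS RNA-seq replicate 1 (0.052) and RNA-seq replicate 2 at 21 h (0.019). Interferon-stimulated genes ranged from -0.071 to 0.027, and were above 0 without footprint replicate 1 (0.027) and RNA-seq replicate 2 (0.0026) at 21 h.

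Footprint medians at 21 h ranged from 0.42 to 0.49 for NF-kB, 0.56 to 0.59 for ISR and 0.28 (without PBS replicate 2) to 0.45 for p53 targets, and from -0.28 to -0.12 (without PBS replicate 2) for ER genes. They were 0.034 (without PBS replicate 1) to 0.14 (without 21 h replicate 1) for ribosomal proteins, 0.018 to 0.091 for translation factors (without the same libraries), -0.062 to -0.022 for vesicle transport (without PBS replicates 2 and 1) and 0.070 (without 21 h replicate 2) to 0.17 for ATP synthase. GPI anchor synthesis ranged from -0.054 to 0.15 (without PBS replicates 2 and 1) and was also below 0 without 21 h replicate 1 (-0.00057). Interferon-stimulated genes ranged from -0.015 (without 21 h replicate 2) to 0.074.

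Of 37 other results, each for a single named gene in a comparison, 13 lost their call under at least 1 alternative. Counted as pairs of a result and an alternative, calls were lost in 45 pairs with alternatives set beforehand and in 6 with the added ones, and gained in 2 with the added ones. A library left out moved the value in 36 pairs, over 18 of the results. A lower depth lowered the footprint counts, and reads thinned to those of RNA-seq left a median of 6.5 of 212 mRNAs at 6 h and 1832.5 of 4059 at 21 h. On reads simulated at the depth of each assay with a spread between libraries, a change of 1 on the log2 scale was called for 36% of 200 genes in RNA-seq and for 8.04% of 199 in TE, against 67.3% of 199 in footprints. These shares do not separate depth from spread, TE carries the variance of both assays, and depth was not varied for TE.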

Differences from the paper's values

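The paper's text names no test, filter or threshold for its counts of changed mRNAs and genes, so gaps in these counts can come from unlike criteria. For footprints at 6 h, the paper's count is 188 mRNAs higher, against 109 here. Of the alternatives set before the data were examined, a pseudocount of 1 (128), a mean RPKM of at least 5 (181), quantile normalization (136) and only the 2 groups in the model (198) came within 1.5 times of it, and the rest did not. The paper's count of lower mRNAs is 336, against 103 here. Only the 2 groups in the model (244) and an adjusted p under 0.1 (348) came within 1.5 times, and the other alternatives set before the data were examined did not. Voom on the recovered reads, chosen after seeing the values, gave 454 higher and 822 lower and did not close either gap.

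For RNA-seq at 6 h, the paper's counts are 11 genes higher and 18 lower, against 0 and 0 here (1086 genes had an unadjusted p under 0.05, 536 of them higher). None of the alternatives set before the data were examined closed these gaps. Voom, chosen after seeing the values, gave 56 and 172 and did not close them.

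For footprints at 21 h, the paper's count of higher mRNAs is 1274, against 1959 here. No filter (1736), a mean RPKM of at least 5 (1879), eBayes without the trend (1633), only the 2 groups in the model (1829) and the replicate block (1857) came within 1.5 times, and the other alternatives set before the data were examined did not. The paper's count of lower mRNAs, 1626, is within 1.5 times of the 2100 here.

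The paper describes the regulation at 6 h as translation-dependent. Here 0 genes passed for a change in TE at 6 h (712 at an unadjusted p under 0.05). Settings that call some are an adjusted p under 0.1 (3 genes), a pseudocount of 0.1 (1), the replicate block and TE per replicate number (4 each), and, chosen after seeing the values, voom (14) and RNA-seq without 3 transcripts (1). On reads simulated for 21 h, the TE test called 8.04% of 199 genes changed by 1 on the log2 scale. Few calls therefore do not argue against changes in TE of that size.

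Fig. 5h places cytoplasmic translation, protein and vesicle-mediated transport, ATP synthesis and GPI anchor biosynthesis among genes with lower TE at 21 h. Here ribosomal protein genes rose in TE, with a median of 0.35 and 67 of 75 above 0. Fisher's exact test of the genes called lower gives the paper's direction for this set (adjusted p = 0.00171), through 3 genes, Rpl12, Rplp0 and Rplp1. The other alternatives for this set used limma's set tests, and in each of them its median was above 0. Their adjusted p ranged from 5.34e-29 to 0.219. The TE medians of vesicle transport (-0.0028), ATP synthase (-0.04) and GPI anchor synthesis (-0.06) did not stand apart under any of the alternatives run for them. In footprints, fry called vesicle transport lower at 21 h (median -0.04, adjusted p = 0.00502, with a range over the alternatives from 0.00502 to 0.461).

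The paper states that translation of Ire1α falls while its mRNA does not. The paper's q-PCR was normalized to the ribosomal protein gene L32, unlike the RNA-seq here. TE here is relative to other genes, so a fall in translation shared by all mRNAs would not show in it. Here Ern1 fell at 21 h in footprints (-0.47, adjusted p = 0.0957 from limma) and in RNA-seq (-0.63, adjusted p = 0.0938 from limma) without passing the threshold in either, and its TE changed by 0.16 (adjusted p = 0.879 from limma). Voom, chosen after seeing the values, calls Ern1 lower at 21 h in footprints (-0.51, adjusted p = 0.0283 from limma, with a range over the alternatives from 0.0283 to 0.18) and in RNA-seq (-0.73, adjusted p = 0.00841 from limma, with a range from 0.00841 to 0.159), and none of the settings run calls a lower TE.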

Other observations

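The tests of depth and library differences for genomic span, of the pseudocount, of short ribosomal protein transcripts and of Ern1 among long genes were set before their values were seen, and the other tests here were chosen only after the result was seen.

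Footprints at 6 h gave 212 called mRNAs and RNA-seq 0 (1086 at an unadjusted p under 0.05). A candidate explanation for the difference is the lower depth of RNA-seq. With footprint reads thinned to the RNA-seq reads outside Lars2, Tmem38b and Mettl26, a median of 6.5 mRNAs passed (2 to 20 over 20 draws). At 21 h the same thinning left a median of 1832.5 of 4059 (1750 to 1918), against 2248 in RNA-seq. With voom, thinning left a median of 379 (332 to 441) of 1276 at 6 h, against 228 in RNA-seq. The same RPKM stands for fewer reads in thinned footprints than in RNA-seq, so the filter on RPKM was not alike. Depth may therefore contribute to the gap, but its share was not isolated. A change in translation without one in RNA is argued against for these mRNAs as a set, since 85.58% of the 208 tested in both moved in the same direction in RNA-seq. In the direction of the footprint change, their median change was 0.68 on the log2 scale in footprints and 0.27 in RNA. The mRNAs were chosen by their footprint change in the same libraries, which enlarges the footprint median and not the RNA median. The gap between the medians therefore does not decide whether there was an effect on translation beyond RNA, which stays open.

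Genes with a long genomic span lost footprints. Across genes, which are not independent replicates, Spearman's rho between span and footprint change was -0.49 at 21 h and -0.44 at 6 h. It was -0.35 between 21 and 6 h, a comparison that does not take PBS as its reference. In RNA-seq it was -0.37 and -0.34. The longest 10% of genes (104.9 to 1998 kb, 1035 genes) had a median footprint change of -1.16 at 21 h (-1.15 with the 48 genes at the floor of reads at their bound), with 4 called higher and 793 lower. The median span was 78.5 kb for mRNAs called lower, 13.2 kb for those called higher and 22.5 kb for those tested. The partial rho of span given transcript length was -0.4672 and that of transcript length given span was 0.11, which argues against transcript length as the source. With every footprint library thinned to the smallest, rho was -0.4868. The largest rho between span and the difference of 2 replicates was 0.04177, so library-to-library differences of this kind were small. The RNA levels of long genes fell too (rho -0.3747 in RNA-seq at 21 h), as they would if the footprint loss came through RNA. Cis forms DNA adducts that can block RNA polymerase, and a longer gene offers more sites for them. Lower transcription of long genes may therefore underlie much of the fall in footprints, as a hypothesis that was not tested by measuring transcription. GC content was not analysed here.

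The TE of long genes fell as well, with a rho of -0.24 between span and TE change at 21 h over 9312 genes. If the pseudocount compressed the fall of low RNA-seq values, the relation would go away among well-measured genes, but rho was -0.2197 over the 3548 genes with a mean RNA-seq RPKM of at least 10, and -0.18 with voom. An effect of Cis on the translation of long genes stays open as an untested hypothesis.

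Ribosomal protein genes rose in TE at 21 h (median 0.3508). Their transcripts are short, but 0 of 10000 random lists of 75 genes matched on transcript length, span and footprint level had a median as high, the highest being 0.1614 and the median of the lists 0.037. Without scaling the median was 0.3031, and with quantile normalization it fell to 0.19 and still stood apart (adjusted p = 1.89e-07 from limma's camera, with a range over the alternatives from 5.34e-29 to 0.219), so part of its size depends on the scaling. Neither transcript length nor the lack of scaling accounts for the direction. In the main setting, footprints of the class barely moved (median 0.08, adjusted p = 0.178 from limma's camera), while its RNA fell (median -0.23, 1 of 77 genes above 0, 37 called lower). Most of the TE rise then lies in RNA. With quantile normalization the footprint median was 0.11 (adjusted p = 0.0781 from limma's camera) beside the TE median of 0.19. The part that lies in RNA therefore depends on the scaling, and a gain in footprints of the class was not shown. Translation may have been kept up while RNA fell, as a hypothesis. With an inter-gene correlation estimated from the libraries (0.295), the set did not pass.

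Within that class, genes of the ribosomal stalk, chosen after their values were seen, went the other way. Rpl12 footprints were 846.7 ± 1.56 RPKM (SD, n = 2) with PBS, 612.3 ± 23.7 at 6 h and 413.9 ± 24.9 at 21 h. At 21 h the log2 TE change was -1.02 for Rpl12, -0.75 for Rplp0 and -0.78 for Rplp1 (adjusted p = 0.00312, 0.0419 and 0.0158 from limma), while their RNA changed by -0.05, 0.05 and -0.01. Rplp2 did not pass (0.55, adjusted p = 0.301 from limma).

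Ern1 RNA had a lower level in RNA-seq at 21 h (-0.63), whereas the paper's q-PCR over a series of time points (Fig. 5a) shows no decrease. The references of these measures differ, as the q-PCR was normalized to the ribosomal protein gene L32. RNA of ribosomal protein genes was itself lower in RNA-seq at 21 h (median -0.23). Ern1 spans 90.2 kb. Among 594 genes of similar span and level, the median RNA change was -0.34 and Ern1 lay at the 28.79 percentile, and among 540 for footprints the median was -0.47 and Ern1 lay at the 49.8 percentile. Whether Ern1 fell with long genes or on its own cannot be told apart, because a position inside the range of such genes is open to both readings. A fall shared with long genes may contribute.

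The following values concern genes that the paper names for other experiments. Il6 RNA had 0 reads with PBS and at 6 h and 12 and 11 reads at 21 h, which makes it at least 4.27-fold higher at 21 h. Cxcl10 rose in RNA-seq at 21 h (0.58, adjusted p = 0.0213 from limma) and not detectably in footprints (0.18, adjusted p = 0.194 from limma). Ccl5 did not pass in footprints (0.25) or RNA-seq (-0.34) at 21 h, and Ifnb1 was below the filter. Cgas footprints rose by 1.52 (adjusted p = 0.000485 from limma). Sting1 footprints rose by 0.89 (adjusted p = 0.0161 from limma), from a mean of 15 reads to 22.5. Atf6, Hsp90b1 and Pdia6 fell in footprints at 21 h (-1.27, -1.01 and -1.02) and in RNA-seq (-1.01, -0.59 and -0.59). Syvn1 footprints rose by 1.01. Sel1l footprints fell by 0.43, a call lost with only the 2 groups in the model (adjusted p = 0.0569 from limma, the highest over its alternatives, with 0.00864 the lowest). In RNA-seq at 21 h, Hspa5 rose by 0.63, Cgas by 0.91 and Xbp1 fell by 0.73 (adjusted p = 0.0172 from limma for Xbp1). Footprints at 21 h did not pass for Xbp1 (-0.14) or Hspa5 (0.09, adjusted p = 0.393 from limma). Nor did those of Eif2ak3 (PERK, -0.60, adjusted p = 0.105 from limma) or Tbk1 (0.37, adjusted p = 0.124 from limma). With voom, chosen after seeing the data, the adjusted p from limma was 0.032 for Eif2ak3 and 0.0286 for Tbk1. Of 15 such genes tested in footprints at 21 h, 8 passed over all genes tested and 8 adjusted over the list alone. In RNA-seq at 21 h, 8 of 14 passed over all genes and 10 adjusted over the list alone, Ern1 and Ccl5 being the additional ones. In footprints at 6 h, 0 of 15 passed (6 at an unadjusted p under 0.05) and 4 adjusted over the list alone, and in TE at 21 h 0 of 14 (6 at an unadjusted p under 0.05) and 1, Hspa5, adjusted over the list alone.

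Lars2, Tmem38b and Mettl26 took medians of 38.5, 15.0 and 1.09% of the RNA-seq reads, 51.8 to 56.6% together, and at most 0.005371% of footprint reads. A candidate explanation is that reads of ribosomal or other abundant RNA were assigned to these transcripts, since mRNAs of that abundance would be expected among footprints. The sequences behind these reads were not analysed here, and no biological explanation was tested.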
